# Mesenchymal stem cells receive adaptive islet–derived *miR-151*–containing sEVs to promote β cell compensation in obesity

**DOI:** 10.1126/sciadv.adu4196

**Published:** 2026-07-17

**Authors:** Xinwei Guo, Yang Wang, Ruixue Du, Wei Yong, Wenjing Yan, Zicheng Zhang, Yi Pan, Yanfeng Zhang, Yumeng Shen, Yue Yang, Fangfang Zhang, Jianxing Liu, Wei Tang, Yue Liu, Liang Jin

## Abstract

Pancreatic islets respond to obesity-related insulin resistance by increasing β cell mass and insulin secretion. However, the molecular mechanisms behind this vital compensation are not fully understood. This study shows that adaptive islet–derived small extracellular vesicles (aid-sEVs) play a key role in β cell adaptation in obesity. Aid-sEV production rises under hyperlipidemic conditions, and uptake by adjacent cells occurs via F11R-mediated recognition. Mesenchymal stem cells (MSCs) act as downstream effectors after they internalize aid-sEVs, promoting β cell–adaptive responses. These vesicles deliver *miR-151* to MSCs, triggering *miR-151–*dependent cellular reprogramming toward a Wnt-secreting phenotype. Restoration of *miR-151* in microRNA-deficient aid-sEVs restores their proadaptive effects on β cells. *Klf9*, a direct target of *miR-151*, is involved in regulating MSC proliferation and WNT secretion by controlling *Wnt3a* and *Ccnd1* transcription. These findings reveal a critical pathway controlling β cell compensation in diet-induced obesity and indicate that targeted enhancement of aid-sEV secretion could be a therapeutic strategy to counteract β cell dysfunction in diabetic patients.

## INTRODUCTION

Type 2 diabetes (T2D) is a complex metabolic disorder posing a notable global health burden due to its rising prevalence and long-term complications. Obesity is a key risk factor for T2D, closely associated with insulin resistance, dyslipidemia, and progressive impairment of glucose homeostasis. In response to increased metabolic demand, pancreatic β cells undergo adaptive changes, including expansion of β cell mass and up-regulation of insulin biosynthesis and secretion, thus preserving normoglycemia despite reduced insulin sensitivity (*1*). If this adaptive β cell expansion fails, then insulin production becomes insufficient, leading to the development of overt T2D (*2*). Therapeutic strategies that enhance β cell replication and maintain functional β cell mass have therefore been proposed as viable approaches to delaying disease progression or restoring metabolic control in T2D mellitus (*3*). Therefore, a comprehensive understanding of the mechanisms underlying β cell compensation in obesity is crucial for developing effective targeted antidiabetic treatments.

Small extracellular vesicles (sEVs) are nanosized, lipid bilayer–enclosed vesicles typically 30 to 150 nm in diameter, constitutively released by most cell types (*4*). These vesicles facilitate intercellular communication by transporting a diverse repertoire of bioactive molecules (proteins, lipids, and nucleic acids), with microRNAs (miRNAs) serving as key posttranscriptional regulators (*5*). sEVs exert biological effects both locally within tissue microenvironments and systemically after entering the circulation, thus mediating prolonged signaling between metabolically active organs (*6*). Despite increasing recognition of sEV-mediated regulatory networks in metabolic diseases, the molecular composition, cellular targets, and functional significance of pancreatic islet–derived sEVs under obese conditions remain incompletely defined. Previous studies have shown that sEVs released from islets during early-stage obesity modulate hepatic insulin sensitivity and whole-body glucose homeostasis in recipient mice, primarily through *miR-29* family members (*7*). Inhibition of exosomal *miR-155* derived from islet-resident macrophages has been shown to ameliorate insulin resistance and glucose intolerance in high-fat diet (HFD) feeding mice (*8*). In addition, islet-derived exosomal *miR-204* mediates islet–skeletal muscle communication in obesity (*9*). Given that the sEV production is influenced by nutritional availability, we hypothesize that pancreatic islet–derived sEVs may undergo acute functional changes in receptor cells to regulate β cell compensation.

Mesenchymal stem cells (MSCs) are present in almost all tissues and are crucial for tissue regeneration and homeostasis (*10*). Infusion of MSCs into diabetic mice improves blood glucose levels and promotes β cell regeneration (*11*). Research conducted by Bhansali *et al.* (*12*) and Liu *et al.* (*13*) indicated that treatment with MSCs improved metabolic control and β cell function in patients with T2D. Immunomodulation or transdifferentiation is often used as a possible mechanism to explain the above effects (*14*, *15*). Recent research has shown that MSC-derived exosomes can reverse peripheral insulin resistance and relieve cellular destruction (*16*), suggesting a cross-talk between MSCs and islets. Further investigation is needed to determine whether MSCs can regulate β cell compensation in obesity by communicating with pancreatic islets.

In this study, we found that as obesity progresses, the islet-derived sEVs are elevated, and the number of MSCs in the pancreatic islet also increases. The islet β cell transfers *miR-151–*containing sEVs to MSCs in vivo, which reciprocate by releasing Wnts to β cells. Adaptive islet–derived sEV (aid-sEVs) are “self-rescue” signals for β cells to initiate compensation in obesity. Understanding the molecular communication between β cells and MSCs will facilitate the development of more effective strategies for preventing T2D.

## RESULTS

### The sEV secretion is elevated in adaptive islet β cells

To explore the role of sEVs in the development of islet adaptation, we fed the wild-type C57BL/6J mice with increasing duration of HFD to recapitulate features of β cell compensation (fig. S1A). The body weight and blood glucose were increased in mice fed HFD relative to the normal chow diet (NCD)–fed mice (fig. S1, B and C). As the feeding time of HFD increased, mice gradually showed glucose intolerance (fig. S1, D to G), hyperinsulinemia (fig. S1H), and hyperlipidemia (fig. S1, I and J). In addition, we found a notable enhancement in glucose-stimulated insulin secretion (GSIS) in islets isolated from HFD-fed mice compared to mice fed the NCD (fig. S1, K to N). Consistent with this, mice fed with HFD for 9 weeks showed an increase in pancreatic islet size and notable proliferation of β cell (fig. S1, O and P). This indicates that HFD feeding can recapitulate features of adaptation, and we chose mice fed with HFD for 9 weeks to represent the islet β cell compensatory phases in subsequent experiments.

We next sought to determine whether there were differences in the concentration and size of sEVs secreted by the islets of normal and compensatory mice (normal islet–derived sEVs herewith referred to as nid-sEVs, while adaptive islet-derived sEVs are referred to as aid-sEVs). The islets were isolated and incubated in an oxygenated, nutrient-rich buffer, as described previously by our laboratory (*17*–*19*). Islet-secreted factors were collected after 48-hour incubation, and sEVs were isolated and purified by ultracentrifugation. Nanoparticle tracking analysis (NTA) showed that most of the sEVs were 50 to 150 nm and were present at a markedly higher concentration in adaptive islets than in normal islets (Fig. 1A). Through normalized particle numbers by cell lysates, we further confirmed that adaptive mice release higher levels of sEVs (Fig. 1B). Protein quantification of sEVs also corroborated this finding (Fig. 1C). Transmission electron microscopy (TEM) analysis of nid-sEVs and aid-sEVs demonstrated the compatible sizes and shapes (Fig. 1D). The presence of validated sEV proteins, including ALIX, TSG101, CD63, and CD81, was confirmed using Western blot analysis (Fig. 1E). Endoplasmic reticulum–related Grp94, a negative marker of sEVs, was detected in protein samples of islet but was undetectable in sEVs (Fig. 1E). Moreover, the β cell–specific insulin and *miR-375* were also detected in the sEVs (Fig. 1, F and G). Further validation was conducted using Triton X-100 and proteinase K digestion, which confirmed that insulin was encapsulated within sEVs rather than representing extracellular contamination (Fig. 1H). Expression of RAB11A, a regulator of sEV biogenesis (*20*), was increased in adaptive islets (Fig. 1I). These results indicate that sEVs originate predominantly from β cells and that adaptive islet compensation is associated with enhanced sEV secretion without altering vesicle size or canonical marker expression.

**Fig. 1.**
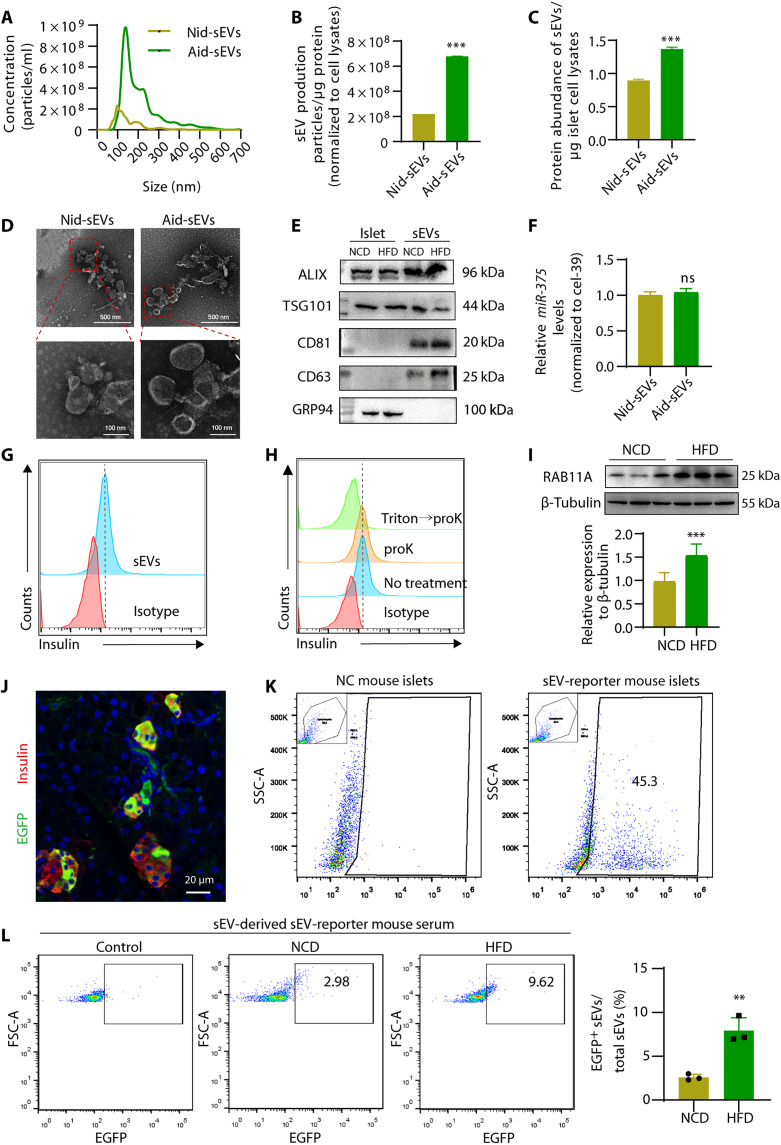
The sEV secretion is elevated in adaptive islet β cell. (**A**) NTA of nid-sEVs and aid-sEVs (*n* = 3 per group). (**B**) NTA results of nid-sEVs and aid-sEVs were normalized by cell lysates of donor cells. The islets of normal and compensatory mice were lysed, and the total protein concentration of the lysates was determined by BCA assay. The particle concentration obtained from NTA was then normalized to the total cellular protein amount from the corresponding donor cells (*n* = 3 per group). (**C**) Protein abundance of nid-sEVs and aid-sEVs was normalized by cell lysates of donor cells (*n* = 3 per group). (**D**) TEM images of nid-sEVs and aid-sEVs. Scale bars, 500 and 100 nm. (**E**) Western blot of sEV markers in nid-sEVs and aid-sEVs (*n* = 3). (**F**) Quantitative reverse transcription polymerase chain reaction (qRT-PCR) was conducted to detect the expression level of *miR-375* in nid-sEVs and aid-sEVs (*n* = 3 per group). (**G** and **H**) The sEVs were attached to 4-μm aldehyde/sulfate latex beads and stained with insulin (G). The sEV-bound beads were treated with proteinase K (proK) or Triton X-100. Flow cytometry was applied to detect the insulin inside the sEVs (H). (**I**) Western blot of RAB11A in islets of NCD and HFD mice (*n* = 3 per group). (**J** and **K**) After 4 weeks of Ins2-CD63-EGFP-AAV injection, pancreases were obtained and stained with insulin (red) and EGFP (green). Magnification, ×20; scale bar, 20 μm (J). Islets were isolated and digested into single-cell suspension. Cells were analyzed by flow cytometry to detect EGFP^+^ signal. Negative control (NC) mice islets were used as control (K). *n* = 3 mice per group. (**L**) Serum were collected from Ins2-CD63-EGFP-AAV–injected NCD and HFD mice. sEVs were isolated and attached to 4-μm aldehyde/sulfate latex beads. Flow cytometry was applied to detect the EGFP^+^ signal in the sEV-bound beads (*n* = 3 per group). Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test [(B), (C), (F), (I), and (L)]. ns, not significant.

To examine whether β cell–derived sEV secretion was higher in vivo, this study developed an adeno-associated virus (AAV)–based reporter system. The construct encoded CD63 fused to enhanced green fluorescent protein (EGFP) under the control of the β cell–specific *insulin 2* (*Ins2*) promoter, allowing selective labeling of β cell–derived sEVs (fig. S1Q). Ins2-CD63-EGFP-AAV vectors were injected via pancreatic ductal infusion into 8-week-old C57BL/6J mice (fig. S1R). Positive EGFP expression was observed in pancreatic islets 4 weeks postinjection, confirming successful reporter expression in vivo (Fig. 1, J and K). Although Ins2-CD63-EGFP-AAV was only injected into the pancreas, we could detect the existence of EGFP^+^ sEVs in the serum (Fig. 1L). We also found that patients with hypercholesterolemia (total cholesterol > 5.2 mM) and hypertriglyceride (triglyceride > 1.7 mM) have higher levels of sEVs in their blood (fig. S1, S and T) and serum sEV levels are positively correlated with serum total cholesterol level and triglyceride (fig. S1, U and V). Despite the fact that it cannot be proven that sEVs in human serum are derived from pancreatic islets, combined with animal data, we hypothesize that higher levels of sEVs in obese individuals may be related to β cell compensation.

### Aid-sEVs promote the development of islet β cell compensation

Given that sEVs are pronouncedly elevated in adaptive mice, we then attempt to explore the role of islet-derived sEVs in the development of β cell compensation. To avoid excessive compensation in mice, we selected HFD-fed 6-week male C57BL/6J mice as recipients, and 30 μg of aid-sEVs or nid-sEVs were injected intravenously (twice a week, 4 weeks in total), as shown in Fig. 2A. All recipient mice exhibited similar body weight and fasting glucose after 2 weeks of the last sEV injection (fig. S2, A and B). Aid-sEV treatment led to slightly improved glucose tolerance and insulin sensitivity compared to nid-sEV–treated mice (Fig. 2, B and C). In addition, the counts of Ki67^+^ β cell and β cell mass were higher in aid-sEV–recipient mice than in control animals (Fig. 2, D and E). No changes were detected in terminal deoxynucleotidyl transferase–mediated deoxyuridine triphosphate nick end labeling–positive (TUNEL^+^) β cell after sEV administration (fig. S2C). The above data indicate that aid-sEVs promoted islet β cell adaption.

**Fig. 2.**
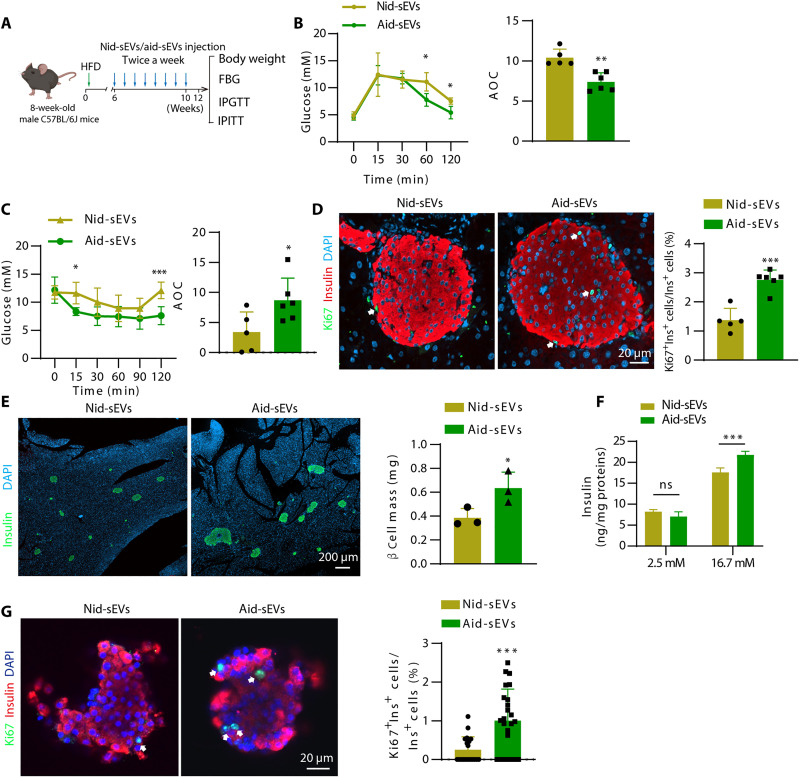
Aid-sEVs promote the development of islet β cell compensation. (**A**) The flowchart of the in vivo experiment designed for detecting the function of aid-sEVs on β cell. Eight-week-old C57BL/6J mice were fed with an HFD diet for 6 weeks and administered with nid-sEVs or aid-sEVs for 4 weeks by tail vein injection (30 μg per mice, twice a week). The icon or graphical images were created in BioRender. Guo, X. (2026) https://BioRender.com/bw6f83d. (**B** and **C**) IPGTT (B) and IPITT (C) were performed in mice injected with nid-sEVs and aid-sEVs. The area of curve (AOC) of blood glucose level was calculated (*n* ≥ 5 mice per group). (**D**) Representative images and statistical analysis of Ki67^+^ β cells in mice injected with nid-sEVs and aid-sEVs (*n* ≥ 5 mice per group). Magnification, ×20; scale bar, 20 μm. DAPI, 4′,6-diamidino-2-phenylindole. (**E**) Representative images and statistical analysis of islet mass in mice injected with nid-sEVs and aid-sEVs (*n* = 3 mice per group). Magnification, ×4; scale bar, 200 μm. (**F**) Primary islets were isolated and treated with nid-sEVs or aid-sEVs for 24 hours. GSIS assay was performed on these islets (*n* = 3 per group). (**G**) Primary islets were isolated and treated with nid-sEVs or aid-sEVs for 24 hours, and then the islets were stained with Ki67 (green) and insulin (red). At least 20 islets were analyzed in each group. Magnification, ×20; scale bar, 20 μm. Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test [(D) to (G)] or two-way analysis of variance (ANOVA) [(B) and (C)].

Given the compensatory effect of aid-sEVs on β cell in vivo, we next ask whether the sEVs can promote β cell proliferation in vitro. Unlike the in vivo results, under aid-sEV stimulation, there was no notable increase in the number of MIN6 cells compared to nid-sEV treatment (fig. S2D). The concentration of insulin in the supernatant did not change with the increase in aid-sEVs (fig. S2E). Consistent with this, aid-sEV treatment did not enhance the sensitivity of MIN6 cells to glucose either (fig. S2F). We then isolated primary pancreatic islets and attempted to investigate whether the sEVs would cause proliferation of β cells in islets. Exposure of isolated murine pancreatic islets to aid-sEVs increased insulin secretion when exposed to high glucose but not low glucose (Fig. 2F). Aid-sEVs also promote the proliferation of β cells in the islets (Fig. 2G) but do not affect the number of TUNEL^+^ β cells (fig. S2G). Collectively, these data indicate that the mode of action of sEVs is paracrine rather than autocrine. We hypothesize that some kinds of neighboring cells of β cells in the islet receive the sEVs and regulate β cell compensation.

### Aid-sEV uptake in recipient cells is partially dependent on F11 Receptor

To investigate the transport of the sEVs from islets to adjacent cells, we locally injected Ins2-CD63-EGFP-AAV viruses into HFD-induced obese C57BL/6J mice (starting at 8 weeks of HFD, 10^12^ viral particles per mouse) via pancreatic ductal infusion. After 4 weeks of treatment, we isolated the islets and prepared single-cell suspension. Flow cytometry was used to obtain CD73^+^CD90^+^ cells (identified as MSCs), CD31^+^ cells (identified as endothelial cells), and F4/80^+^ cells (identified as macrophages), respectively (fig. S3A). Western blot analysis showed that EGFP was detected in all three types of cells (Fig. 3A). We then examined whether the aid-sEVs could be transported to distal tissue through blood circulation. DiR-labeled aid-sEVs were injected into the C57BL/6J mice via the tail vein, and fluorescent signals were detected at 6 hours after the administration. The liver, lung, and spleen showed high-intensity signals, while other organs showed the fluorescent was mild (Fig. 3B). We proceeded to explore whether DiR-labeled aid-sEVs were engulfed by MSCs, macrophages, and endothelial cells in other organs. As determined by flow cytometric analyses, the abovementioned cells in different organs can all engulf DiR-labeled aid-sEVs (fig. S3, B and C).

**Fig. 3.**
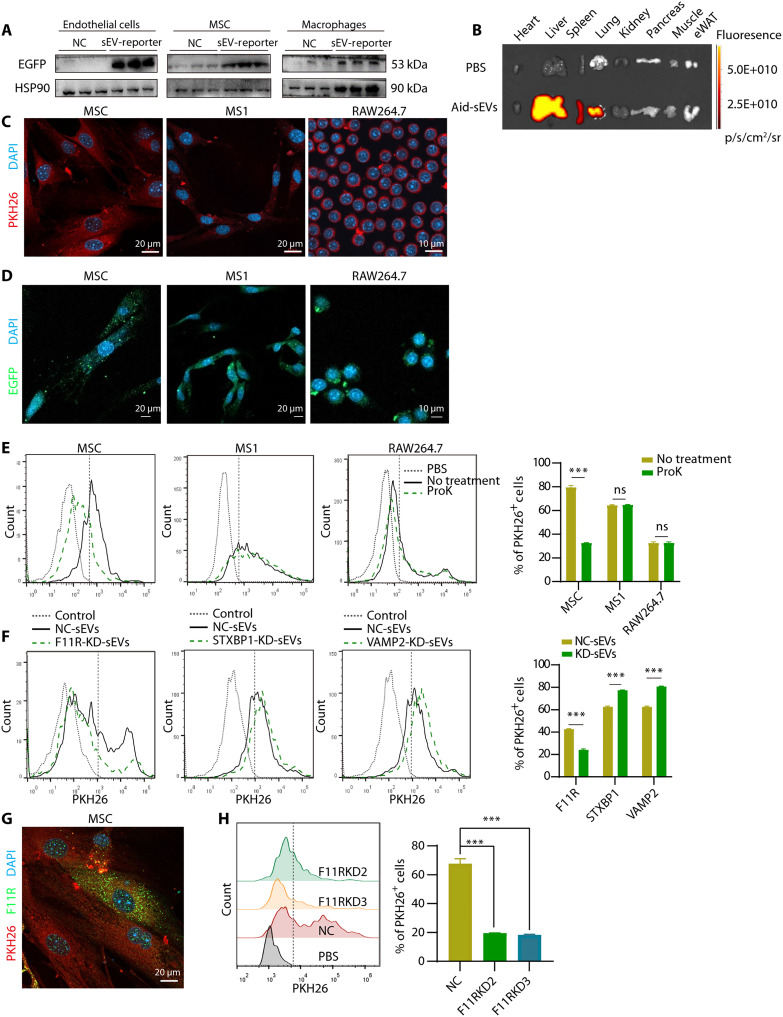
Aid-sEV uptake in recipient cells is partially dependent on F11R. (**A**) MSCs, macrophages, and endothelial cells were isolated by cell sorting after 4 weeks of Ins2-CD63-EGFP-AAV injection. Western blot was performed to detect EGFP expression in these cells (*n* = 3 per group). (**B**) IVIS image of organs from C57BL/6J mice administered with DiR-labeled sEVs intravenously. (**C**) After adding PKH26-labeled sEVs to the medium of MSCs, MS1 cells, and RAW264.7 cells for 24 hours, confocal microscope was used to observe the internalization of PKH26-labeled sEVs by these cells. For MSCs and MS1 cells, magnification, ×20; scale bars, 20 μm. For RAW264.7, magnification, ×40; scale bar, 10 μm. (**D**) Islets were isolated from Ins2-CD63-EGFP-AAV–injected mice and cocultured with MSCs, MS1 cells, and RAW264.7 cells for 24 hours, respectively. Confocal microscope was used to observe the internalization of EGFP^+^ sEVs by these cells. For MSCs and MS1 cells, magnification, ×20; scale bars, 20 μm. For RAW264.7, magnification, ×40; scale bar, 10 μm. (**E**) MSCs, MS1 cells, and RAW264.7 cells were preincubated with 10 μM proteinase K and then treated with PKH26-labeled sEVs. Flow cytometry was used to detect the internalization of PKH26-labeled sEVs by these cells. Cells incubated with phosphate-buffered saline (PBS) alone were used as control (*n* = 3 per group). (**F**) Flow cytometry was conducted to detect the internalization of PKH26-labeled F11R-KD-sEVs, STXBP1-KD-sEVs, and VAMP2-KD-sEVs by MSC. Cells incubated with PBS alone were used as control (*n* = 3 per group). (**G**) Colocalization of F11R (green) and PKH26-labeled sEVs (red) in MSCs. Magnification, ×20; scale bar, 20 μm. (**H**) Flow cytometry analysis of internalization of PKH26-labeled sEVs by F11RKD MSCs. Cells incubated with PBS alone were used as control (*n* = 3 per group). Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test [(E) and (F)] or one-way ANOVA (H).

We next conducted an in vitro experiment using PKH26-labeled aid-sEVs and fluorescence analysis to verify the phagocytosis of sEVs by relevant cells. The results showed that the aid-sEVs were internalized into the cytoplasm of the MSCs, macrophages, and endothelial cells (Fig. 3C). Furthermore, we isolated pancreatic islets from mice injected with Ins2-CD63-EGFP-AAV viruses for 4 weeks, which released fluorescently labeled sEVs. After 24 hours of coculture, numerous EGFP^+^ particles were observed within the MSCs, MS1 cells, and RAW264.7 cells (Fig. 3D). Together, these results indicate that the aid-sEVs can be taken up by multiple types of cells in vitro and in vivo.

To elucidate that recipient cells uptake aid-sEVs by directly fusing with the plasma membrane or interacting with extracellular receptors, we used cytochalasin D to inhibit endocytosis and proteinase K to inhibit protein interactions. When cells were treated with cytochalasin D, a decrease in sEV uptake was observed in MS1 and RAW264.7 cells but mild in MSCs (fig. S3D). “Shaving” cell surface proteins through mild proteinase K, the uptake of aid-sEVs by MSCs was weakened (Fig. 3E). However, proteinase K did not reduce the uptake of aid-sEVs by MS1 and RAW264.7 cells (Fig. 3E). In comparison, partial proteolytic removal of sEV surface proteins using mild proteinase K did not affect vesicle morphology or size (fig. S3E) but resulted in a further reduction in aid-sEV uptake by MSCs (fig. S3F). This indicates that the uptake of sEVs by macrophages or endothelial cells is mainly through endocytosis, while MSCs’ aid-sEV uptake depends on protein-protein interactions.

To investigate the surface proteins mediating aid-sEV transport, we performed mass spectrometry analysis on aid-sEVs. A total of 4637 proteins were identified as potent sEV proteins from this analysis (supplied as data S1), of which 34 are membrane proteins (table S3). Among these candidate proteins, only STXBP1, VAMP2, and F11R have been reported to mediate sEV transport (*21*–*23*). To identify the specific molecule that mediates sEV uptake in MSCs, we constructed the F11R–knockdown (KD), STXBP1-KD, and VAMP2-KD MIN6 cell lines and isolated their sEVs (named as F11R-KD-sEVs, STXBP1-KD-sEVs, and VAMP2-KD-sEVs). Western blot was conducted to verify the KD efficiency of F11R, STXBP1, and VAMP2 in these sEVs (fig. S3G). Equal amounts of sEVs were added to the MSC medium. As illustrated in Fig. 3F, compared with negative control (NC)–sEVs, only F11R-KD-sEVs were taken up in a lesser amount by MSCs. F11R can mediate sEV transport by forming dimers (*24*). As expected, fluorescently labeled aid-sEVs and F11R were colocalized in MSCs (Fig. 3G). We next examined the role of F11R in the uptake of aid-sEVs using F11R-KD MSCs (fig. S3H). As illustrated in Fig. 3H, F11R-KD MSCs took up much fewer fluorescently labeled aid-sEVs than controls. These data suggest that F11R is involved in MSCs’ uptake of the aid-sEVs.

### MSCs that received the aid-sEVs are effector cells to promote β cell compensation

Given that multiple types of cells can uptake aid-sEVs, we will now explore which cells received the aid-sEVs to promote compensatory β cell function in obesity. We first equipped MSCs, MS1 cells, and RAW264.7 cells with 30 μg of aid-sEVs, respectively (referred to as MSC-sEVs, MS1-sEVs, and RAW264.7-sEVs), and then the transwell coculture strategy was used to find effector cells that stimulate β cell compensation (Fig. 4A). MSC-sEVs can promote the proliferation of primary islet β cells and MIN6 cells, but MS1 and RAW264.7 cells that received the aid-sEVs did not show the corresponding activity (Fig. 4B and fig. S4A). In addition, we found a notable enhancement in GSIS in the primary islets treated by MSC-sEVs, but MS1-sEVs and RAW264.7-sEVs were unable to promote glucose-stimulated insulin secretion (Fig. 4C and fig. S4, B and C). This indicates that MSCs loaded with aid-sEVs have a promoting effect on β cell compensation in vitro.

**Fig. 4.**
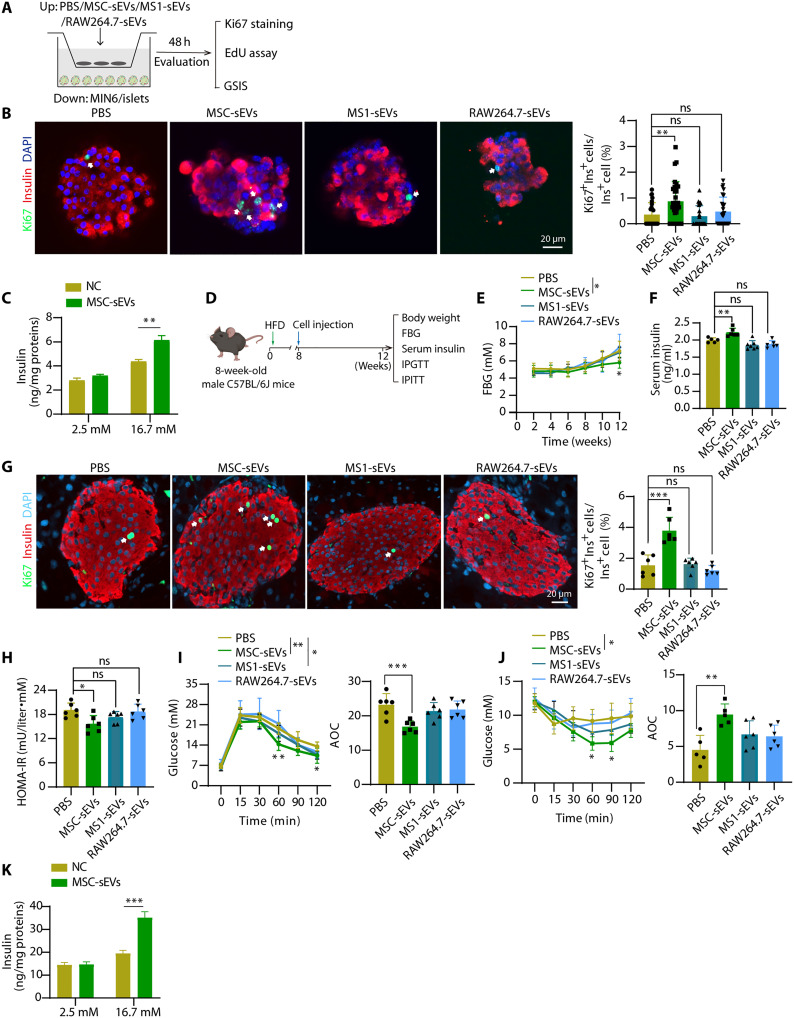
MSCs received the aid-sEVs are effector cells to promote β cell compensation. (**A**) Diagram of coculture system. The icon or graphical images were created in BioRender. Guo, X. (2026) https://BioRender.com/bw6f83d. h, hours.(**B**) Representative images and statistical analysis of Ki67^+^ β cells in islets treated with PBS, MSC-sEVs, MS1-sEVs, and RAW264.7 sEVs. At least 20 islets were analyzed in each group. Magnification, ×20; scale bar, 20 μm. (**C**) GSIS of islets treated with MSC-sEVs (*n* = 3 per group). (**D**) The flowchart of the in vivo experiment designed for detecting the function of different cells on β cell. The icon or graphical images were created in BioRender. Guo, X. (2026) https://BioRender.com/bw6f83d. Eight-week-old C57BL/6J mice were fed with an HFD diet for 8 weeks and administered with PBS, MSC-sEVs, MS1-sEVs, and RAW264.7-sEVs. (**E** and **F**) Fasting blood glucose (FBG) (E) and serum insulin level (F) were measured after 4 weeks of injection (*n* ≥ 5 mice per group). (**G**) Representative images and statistical analysis of Ki67^+^ β cells in PBS-, MSC-sEV–, MS1-sEV–, and RAW264.7-sEV–injected mice (*n* = 6 mice per group). Magnification, ×20; scale bar, 20 μm. (**H** to **J**) Homeostatic model assessment of insulin resistance (HOMA-IR) (H), IPGTT (I), and IPITT (J) were measured after 4 weeks of injection (*n* = 6 mice per group). (**K**) GSIS of islets isolated from MSC-sEV–injected mice (*n* = 3 per group). Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test [(C) and (K)] one-way ANOVA [(B) and (F) to (H)] or two-way ANOVA [(E), (I), and (J)].

On the basis of these findings, we investigated whether MSCs loaded with aid-sEVs can improve β cell compensation in vivo. After feeding HFD for 8 weeks, mice were divided into four groups: NC-, MSC-sEV–, MS1-sEV–, and RAW264.7-sEV–treated group (Fig. 4D). There was no notable difference in weight and food intake among the four groups of mice during the study period (fig. S4, D and E). As expected, MSC-sEVs resulted in a decrease in serum blood glucose and an increase in insulin content (Fig. 4, E and F). Compared with other treatment groups, MSC-sEVs promote the proliferation of islet β cells (Fig. 4G). In addition, MSC-sEVs decreased the homeostatic model assessment of insulin resistance (HOMA-IR) values (Fig. 4H). Consistent with this, glucose tolerance and insulin sensitivity improved upon MSC-sEV treatment (Fig. 4, I and J). Last, we isolated the pancreatic islets of all treatment groups of mice. The GSIS results showed that the insulin release was enhanced in MSC-sEV treatment groups but not in MS1-sEV and RAW264.7-sEV groups (Fig. 4K and fig. S4, F and G). These results indicate that MSCs receiving aid-sEVs can promote β cell compensation in vivo.

Given the compensatory effect of MSC-sEVs on pancreatic islets, we analyzed the impact of aid-sEVs on MSCs. Compared with empty liposomes, aid-sEVs can promote the proliferation of MSCs (Fig. 5A and fig. S4H). In addition, the protein content in the culture supernatant of MSCs stimulated by the aid-sEVs increased (Fig. 5B), indicating that the aid-sEVs have a promoting effect on MSC secretion. The mass spectrometry detection results showed that compared with the empty liposomes, the secretion of some pathway-related proteins, especially the Wnt pathway, increased in the supernatant of the aid-sEV–treated MSCs (Fig. 5C). The results of quantitative polymerase chain reaction (PCR) indicate that the aid-sEVs can enhance the transcription of some Wnts in MSCs (Fig. 5D). Enzyme-linked immunosorbent assay (ELISA) detection further confirmed that the content of some Wnts increased in the supernatant of MSCs stimulated by the aid-sEVs (Fig. 5E). To validation the necessity of MSC uptake of aid-sEVs in the compensatory effect, we applied a coculture system. Conditioned medium was collected from NCD-islets, HFD-islets, and HFD-islets treated with GW4869 (an inhibitor for sEV secretion). MSCs were cultured with different conditioned media for 24 hours and cocultured with MIN6 cells (fig. S4I). The results showed that when the sEV release was inhibited by GW4869, proliferation of MIN6 was reduced (fig. S4J).

**Fig. 5.**
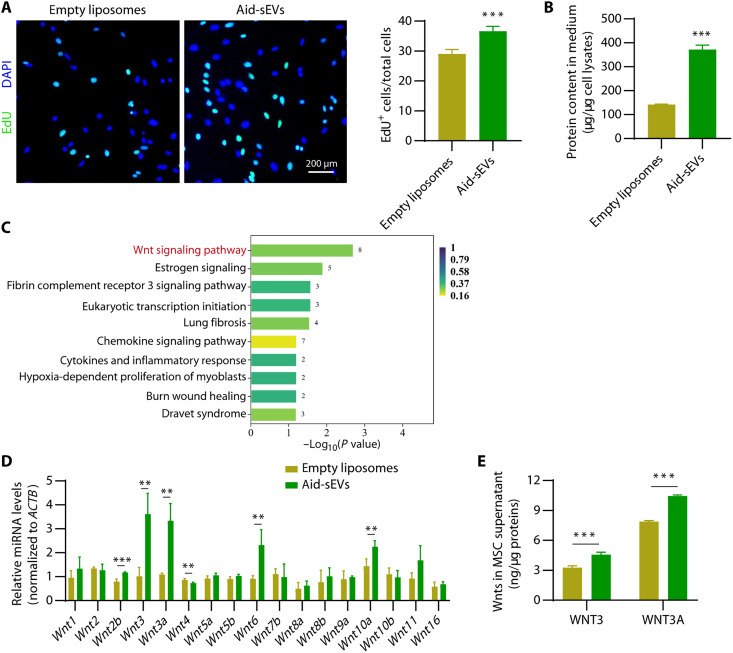
MSCs that received the aid-sEVs are effector cells to promote β cell compensation. (**A**) EdU assay was performed to detect the proliferation of MSCs treated with aid-sEVs (*n* = 3 per group). Magnification, ×10; scale bar, 200 μm. (**B**) Protein content in medium of aid-sEV–treated MSCs. Normalized by cell lysates of donor cells (*n* = 3 per group). (**C**) WikiPathway enrichment analysis of MSC secretome proteins. Proteomic profiling of supernatant from MSCs treated with either aid-sEVs or empty liposomes for 48 hours was performed via mass spectrometry. (**D**) qRT-PCR was performed to detect the expression levels of *Wnt* family in MSCs treated with aid-sEVs. MSCs were subjected to treatment with empty liposomes or aid-sEVs, followed by the isolation of RNA and reverse transcription to cDNA. Subsequently, qRT-PCR was conducted to detect the mRNA levels of *Wnts* in MSCs. *ACTB* was used as normalize mRNAs (*n* = 3 per group). (**E**) The levels of WNT3 and WNT3A in supernatant of MSCs treated with aid-sEVs. MSCs were treated with empty liposomes or aid-sEVs, and then the supernatant and cells were collected. The supernatant was subjected to ELISA detection using a commercial ELISA kit. The cells were subjected to protein isolation and BCA quantification. The levels of WNT3/3A measured by ELISA were normalized to cell protein content to avoid potential variations caused by differences in cell numbers (*n* = 3 per group). Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test [(A), (B), (D), and (E)]*.*

### *miR-151* is responsible for the aid-sEV effects on β cell adaption

sEVs carry various bioactive molecules such as miRNAs, proteins, and metabolites (*25*). To determine whether miRNAs in aid-sEVs are required for the observed β cell–adaptive responses, we produced *Dicer*-deficient MIN6 cells (DicerKD-MIN6) to impair miRNA biogenesis (fig. S5A). sEVs from DicerKD-MIN6 cells lacked most miRNAs, confirmed by the substantially lower levels of *miR-375*, common in β cells, in both the cells and their derived sEVs (fig. S5, B and C). Functional evaluation revealed that treatment of primary pancreatic islets with aid-sEVs, but not miRNA-depleted DicerKD-derived sEVs (DicerKD-sEVs), enhanced GSIS and β cell proliferation (Fig. 6, A and B). The role of miRNAs to aid-sEV–mediated effects was further observed in vivo using HFD-fed C57BL/6J mice starting at 6 weeks of diet exposure. After 4 weeks of treatment, mice receiving aid-sEVs showed notable increases in β cell proliferation, insulin sensitivity, and glucose tolerance, whereas administration of DicerKD-sEVs failed to induce similar metabolic improvements (Fig. 6, C to E). These results indicate that miRNAs are the main functional cargo responsible for the ability of aid-sEVs to promote β cell compensation under obese conditions.

**Fig. 6.**
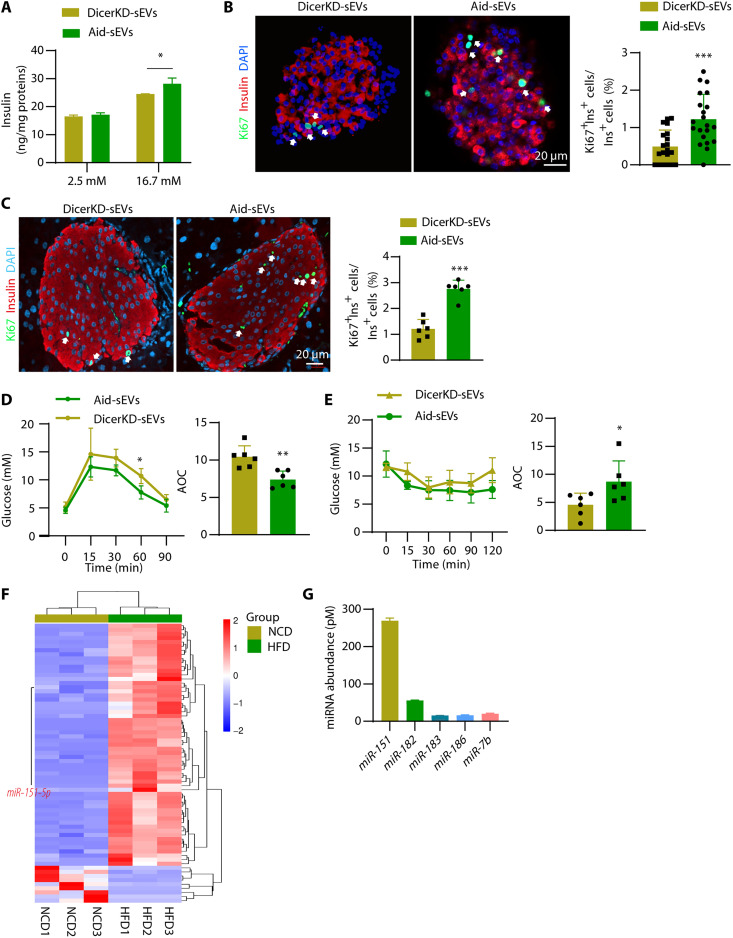
*miR-151* is responsible for the aid-sEV effects on β cell adaption. (**A**) GSIS of islets treated with DicerKD-sEVs and aid-sEVs (*n* = 3 per group). (**B**) Representative images and statistical analysis of Ki67^+^ β cells in islets treated with DicerKD-sEVs and aid-sEVs. At least 20 islets were analyzed in each group. Magnification, ×20; scale bar, 20 μm. (**C**) Representative images and statistical analysis of Ki67^+^ β cells in mice administered with DicerKD-sEVs and aid-sEVs (*n* = 6 mice per group). Magnification, ×20; scale bar, 20 μm. (**D** and **E**) IPGTT (D) and IPITT (E) were measured in mice administered with DicerKD-sEVs and aid-sEVs (*n* = 6 mice per group). (**F**) Heatmap diagram illustrating the differential expression of miRNAs in nid-sEVs and aid-sEVs (*n* = 3 per group). (**G**) The absolute quantification of the top 5 most abundant differentially expressed miRNAs in the miRNA sequencing results (*n* = 3 per group). Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test [(A) to (C)] or two-way ANOVA [(D) and (E)].

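The miRNAs of sEVs released by cultured primary islets were profiled by small RNA sequencing in 6 libraries. Islets of NCD-fed mice gave 3 libraries of nid-sEVs, and islets of HFD-fed mice gave 3 libraries of aid-sEVs. The islets were cultured for 48 hours before the medium was collected, and each library was made from 5 ng of sEV RNA. The paper's general statement on the diet gives 9 weeks of HFD. A sequencing company processed the reads, and the authors deposited the result as RPM (reads scaled to a fixed library total) for 718 entries in each library. Of these entries, 479 carry a miRBase mouse miRNA name, and 239 carry only a number pair. The paper's text does not name the aligner, the miRNA reference, the genome build or the test. In each library, every RPM value was a whole multiple of the RPM of 1 read, so the reads could be recovered, and 100% of the values came out whole. The nid-sEV libraries held 129152, 65671 and 50534 reads for replicates 1, 2 and 3, and the aid-sEV libraries held 519315, 352244 and 122266 reads. The nid-sEV libraries were therefore shallower, with the exception that nid-sEV replicate 1 and aid-sEV replicate 3 had similar totals. The number of entries at 0 reads was 229, 335 and 417 in the nid-sEV libraries and 89, 90 and 159 in the aid-sEV libraries. The smallest level that the depth can show, set at 3 reads, was 23.2, 45.7 and 59.4 RPM in the nid-sEV libraries and 5.78, 8.52 and 24.5 RPM in the aid-sEV libraries. These floors cover counting error only, since PCR copies are not independent molecules. Entries without a miRBase name took 33.4% of the reads of nid-sEV replicate 1 and between 6.61% and 9.45% of the reads of the other libraries.

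The groups were compared with limma on log2(RPM + 1), without a filter and without a block, and p-values were adjusted by the Benjamini-Hochberg method over all 718 entries. For miRNAs with low RPM or with libraries at 0 reads, the size of a fold change on this scale depends on the added 1 and can be understated or overstated. An example is miR-29b-3p, with a log2 fold change of 1.99 at a ratio of mean RPM of 1.02. The median log2 fold change of all entries was 1.11, while that of the 219 entries detected in all 6 libraries was -0.21. Changes of single miRNAs are read against these medians.

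**Figure D1:**
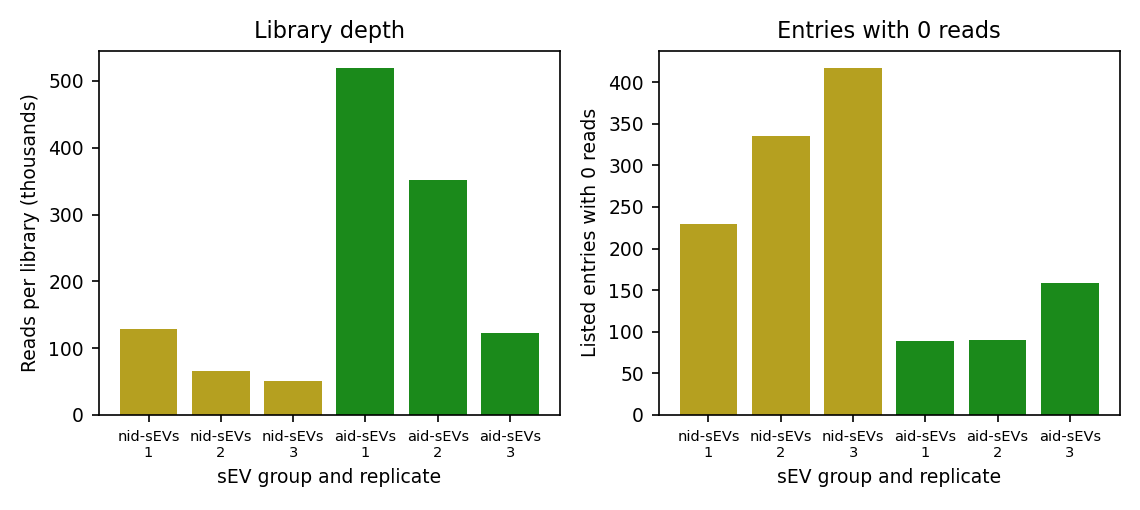
Reads per library (left) and the number of the 718 listed entries with 0 reads (right), for each replicate of nid-sEVs and aid-sEVs. The shallowest library, nid-sEV replicate 3 with 50534 reads, has the most entries at 0 reads, 417.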

Given the critical role of miRNAs within aid-sEVs, we profiled the miRNAs in nid-sEVs and aid-sEVs to identify candidate miRNAs that mediate β cell compensation. 

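On the log2(RPM + 1) scale over all entries, Pearson's correlation between libraries of aid-sEVs ranged from 0.81 to 0.88, and that between libraries of nid-sEVs from 0.71 to 0.77. Libraries of different groups were less alike, with correlations from 0.60 to 0.69. These correlations run across miRNAs, which are not independent replicates. Over the entries detected in every library, the corresponding ranges were 0.90 to 0.93 within aid-sEVs, 0.74 to 0.85 within nid-sEVs and 0.68 to 0.76 between the groups. The first principal component carried 46.4% of the variance and placed the 3 aid-sEV libraries between 32.8 and 41.4 and the 3 nid-sEV libraries between -48.2 and -15.1. The second component, with 21.4% of the variance, separated the nid-sEV libraries from each other. Of the listed entries, 174 had a higher RPM in every aid-sEV library than in every nid-sEV library and 54 had a lower one. Together these are 31.8% of the entries, where chance gives 10% for 3 libraries against 3 of equal depth. Most nid-sEV libraries were shallower, so entries at low levels can be higher in every aid-sEV library through depth alone. The 10% is therefore not the value expected here without a change.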

A wide range of changes in the miRNA expression was observed between nid-sEVs and aid-sEVs (Fig. 6F). 

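With limma, an adjusted p under 0.05 and a log2 fold change over 1 in size, 112 miRNAs were up-regulated and 13 were down-regulated in aid-sEVs. Some of these calls are entries without a miRBase name. With only miRBase-named entries and RPM recomputed, 92 were up-regulated and 12 down-regulated. Of the up-regulated miRNAs, 75 had 0 reads in every nid-sEV library, and the mean RPM of 59 in aid-sEVs lay under the floor of the shallowest nid-sEV library. For these 59, 0 reads in that library therefore does not show absence. The floor of nid-sEV replicate 1 was lower, at 23.2 RPM. Some of the 59 lay above it, such as miR-362-3p with 45.4 RPM in aid-sEVs and 0 in nid-sEVs. Among the entries detected in all libraries, the same calls held 22 up-regulated and 9 down-regulated miRNAs. Among the other thresholds tried, an adjusted p under 0.01 gave 20 up-regulated and 0 down-regulated miRNAs, and an unadjusted p under 0.05 with the same fold change gave 157 and 42. On the recovered reads, edgeR's quasi-likelihood test called 48 up-regulated and 21 down-regulated miRNAs among the 245 that passed its filter on low counts.

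On the log2(RPM + 1) scale, the largest increase was that of miR-465b-3p. This miRNA had 0 reads in the nid-sEV libraries and 1459 ± 514 RPM (SD, n = 3) in aid-sEVs, at least 24.6-fold higher than the highest nid-sEV floor. Its adjusted p was 0.0023 by limma. The increases of miR-483-5p, miR-465c-5p and miR-346-5p, also at 0 reads in nid-sEVs, were at least 7.47-fold, 5.23-fold and 5.21-fold on the same basis. The reads of miR-465b and miR-465c may be divided between near-identical copies. Of the 5 largest increases, the remaining one was that of miR-871-3p, which went from 66.5 ± 69.4 RPM to 5220 ± 1351 RPM, with a log2 fold change of 7.96 (SE 1.82, adjusted p = 0.033 by limma). The order of the increases depends on the added 1. With a pseudocount of 10, miR-871-3p had a log2 fold change of 6.76 and miR-483-5p one of 5.49. Outside these 5, miR-741-3p rose from a mean of 42.7 RPM in nid-sEVs to 6166 RPM in aid-sEVs. Among the decreases, miR-122-5p fell from 1671 ± 1303 RPM (SD, n = 3) in nid-sEVs to 35.2 ± 9.47 RPM in aid-sEVs, a log2 fold change of -5.14 (SE 0.85) with an adjusted p of 0.016 by limma. The decreases of miR-196a-5p and miR-224-5p had log2 fold changes of -5.59 and -5.30, and both were at or under 3 reads in every aid-sEV library. The size of both depends on the added 1. With a pseudocount of 0.1 they were -7.83 and -7.62, and with 10 they were -3.19 and -2.73. The other 2 of the 5 largest decreases were those of entries without a miRBase name, 2_51956 and 14_30482, with log2 fold changes of -6.08 and -4.91. The entry 2_51956 had 1, 4 and 29 reads in nid-sEV replicates 1, 2 and 3 and 0 in every aid-sEV library. Most of its reads therefore came from nid-sEV replicate 3. In the 18 other settings without a block that tested these entries, each call held in 8. The log2 fold change of 2_51956 ranged there from -9.34 to -3.17.

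**Figure D2:**
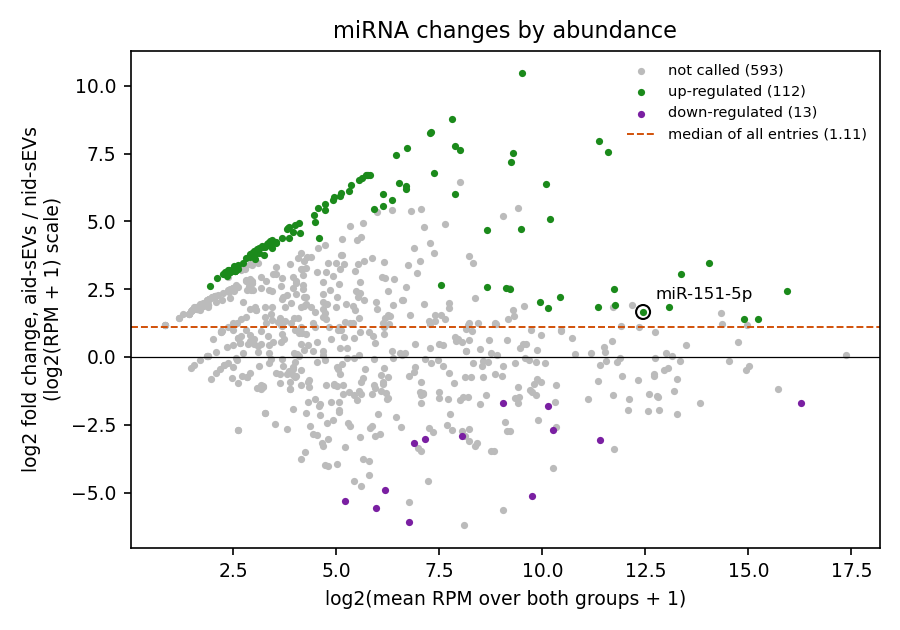
The log2 fold change of each of the 718 entries on the log2(RPM + 1) scale against log2 of its mean RPM over both groups plus 1. The 112 up-regulated entries are in green, the 13 down-regulated in purple, miR-151-5p is circled, and the dashed line marks the median of all entries, 1.11.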

Among the markedly changed miRNAs, 61 miRNAs were up-regulated, and 15 miRNAs were down-regulated in aid-sEVs compared with nid-sEVs (fig. S5D). 

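Ranked by mean RPM in aid-sEVs, the 6 most abundant of the miRNAs called up-regulated were let-7c-5p, let-7b-5p, let-7f-5p, miR-182-5p, miR-183-5p and miR-7b-5p. The most abundant, let-7c-5p, had 104211 ± 20749 RPM in aid-sEVs and 20391 ± 8732 RPM in nid-sEVs (SD, n = 3). Its log2 fold change was 2.44 (SE 0.40, adjusted p = 0.016 by limma). It is made from 2 hairpins, on chromosome 16 from 77599657 to 77599750 and on chromosome 15 from 85706603 to 85706697 of GRCm38, and its sequence is close to those of other let-7 members, between which reads may be divided. The increases of let-7b-5p and let-7f-5p had log2 fold changes of 1.41 each, and their adjusted p-values were 0.046 and 0.023. In 24 other settings without a block, the call of let-7b-5p held in 7 and that of let-7f-5p in 14.

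The mean RPM of miR-182-5p was 31112 ± 3253 in aid-sEVs and 2825 ± 536 in nid-sEVs, a log2 fold change of 3.47 (SE 0.28) with an adjusted p of 0.0034. For miR-183-5p the means were 18632 ± 4639 and 2352 ± 1091 RPM, and its log2 fold change was 3.05 (SE 0.43). These hairpins lie close together on chromosome 6 of GRCm38, Mir182 from 30165918 to 30165992 and Mir183 from 30169668 to 30169737, both on the minus strand and outside annotated protein-coding genes. The levels of miR-7b-5p were 13462 ± 1558 and 3751 ± 178 RPM, with a log2 fold change of 1.84 (SE 0.27, adjusted p = 0.010). The mean of miR-186-5p, from a hairpin on chromosome 3 inside Zranb2, rose from 1534 ± 632 to 5440 ± 630 RPM, with a log2 fold change of 1.92 (SE 0.45, adjusted p = 0.033).

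The 5p arm of miR-151 had 4871, 3408 and 756 reads in aid-sEV replicates 1, 2 and 3, which are 9380, 9675 and 6183 RPM, and 428, 206 and 87 reads in the nid-sEV replicates, which are 3314, 3137 and 1722 RPM. The 95% Wilson intervals of the closest libraries, 5759 to 6638 RPM in aid-sEV replicate 3 and 3015 to 3642 RPM in nid-sEV replicate 1, did not overlap. The log2 fold change was 1.66 (SE 0.40, adjusted p = 0.037 by limma). This is 0.55 above the median of all entries and 1.86 above that of the entries detected in all 6 libraries, of which miR-151-5p is one. The median of all entries depends on the added 1. With a pseudocount of 0.1 it was 1.78, above the 1.66 of miR-151-5p, and with 10 it was 0.39, below the 1.65 of miR-151-5p. All 3 aid-sEV libraries lay above all 3 nid-sEV libraries (two-sided exact permutation test, p = 0.10, the smallest that 3 against 3 allow). When each library was left out in turn, the log2 fold change stayed between 1.35 and 1.86, and the adjusted p by limma ranged from 0.034 to 0.13, under 0.05 in 2 of the 6 fits. The 3p arm had 1115 ± 153 and 563 ± 118 RPM and a log2 fold change of 0.99 (SE 0.40, adjusted p = 0.17). From the up-regulated miRNAs, the paper selects its candidates by abundance.

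**Figure D3:**
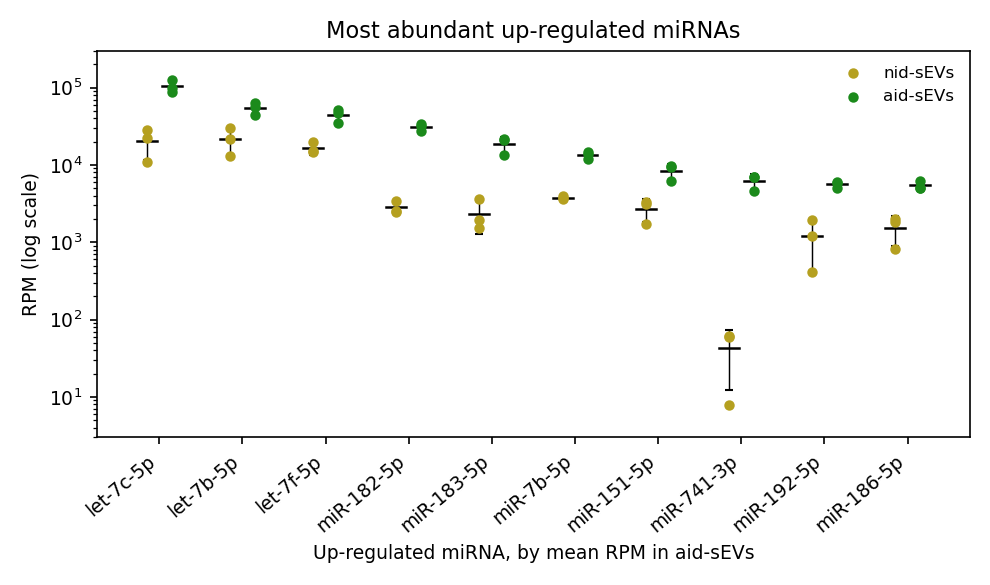
RPM on a log scale of the 10 most abundant up-regulated miRNAs in each library of nid-sEVs (yellow) and aid-sEVs (green), ordered by mean RPM in aid-sEVs. Lines give the mean and SD of 3 libraries, and let-7c-5p is the highest at 104211 RPM in aid-sEVs, with miR-151-5p at rank 7 with 8413 RPM.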

Among the markedly up-regulated miRNAs, the top 5 most abundant miRNAs were evaluated (fig. S5E). Further confirmed by quantitative reverse transcription PCR (qRT-PCR) analyses, we found that *miR-151* had the highest abundance in aid-sEVs (Fig. 6G). Consistent with this, the level of *miR-151* also increased in the islets of HFD-fed mice (fig. S5F), and the phenomenon can be recapitulated by treating MIN6 cells with PA (fig. S5G). Meanwhile, *miR-151* has a strong ability to promote MSC proliferation and WNT secretion (Fig. 7, A and B). Transfection with an *miR-151* inhibitor blocked the proliferation and secretion effects of *miR-151* in MSCs (fig. S5, H and I). Although the level of *miR-151* increased in MSCs from HFD-fed mice islets, the level of *pre-miR-151* did not change (Fig. 7, C and D). PA stimulation cannot alter the levels of *miR-151* and *pre-miR-151* in MSCs either (fig. S5, J and K). Using GW4869 to stimulate primary pancreatic islets (inhibit the secretion of sEVs), after coculturing with MSCs, *miR-151* was no longer increased in MSCs (Fig. 7E). All the above results indicate that the elevated *miR-151* in MSCs is exogenous and it may be responsible for the aid-sEV effects on β cell compensation.

**Fig. 7.**
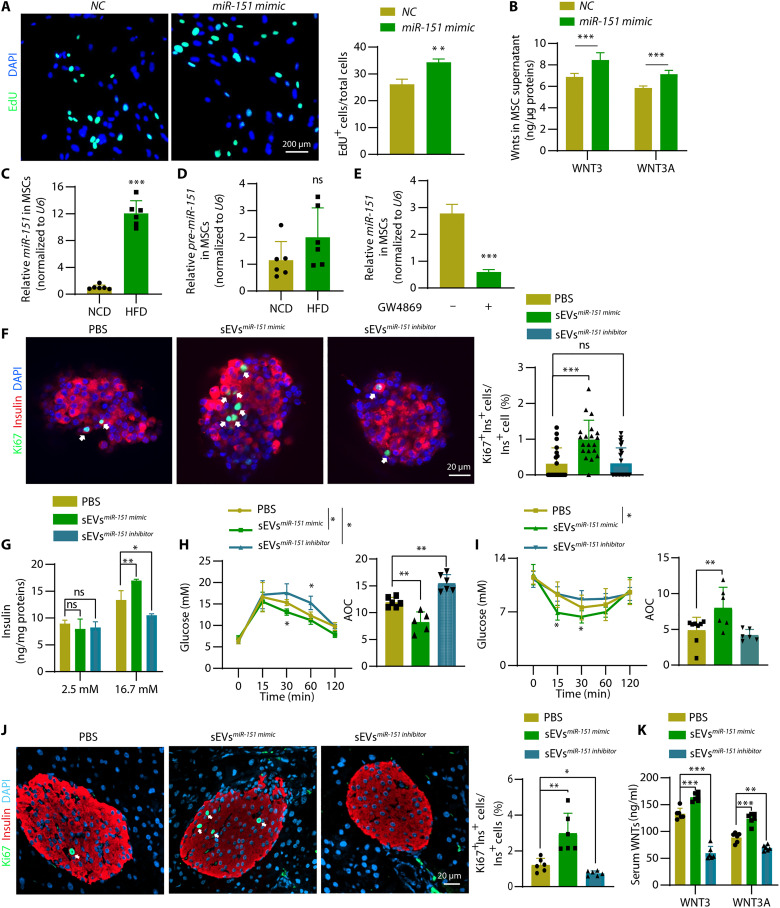
*miR-151* is responsible for the aid-sEV effects on β cell adaption. (**A**) EdU assay was performed to detect the proliferation of MSCs transfected with *NC* and *miR-151 mimic* (*n* = 3 per group). Magnification, ×10; scale bar, 200 μm. (**B**) The levels of WNT3 and WNT3A in supernatant of MSCs transfected with *NC* and *miR-151 mimic* (*n* = 3 per group). (**C** and **D**) qRT-PCR was performed to detect the expression levels of *miR-151* (C) and *pre-miR-151* (D) in MSCs derived from islets of NCD and HFD mice (*n* = 6 mice per group). *U6* was used to normalize miRNA. (**E**) Primary islets were pretreated with GW4869 (20 μM) and then cocultured with MSCs. qRT-PCR was performed to detect the expression level of *miR-151* in MSCs. *U6* was used to normalize miRNA (*n* = 3 per group). (**F**) Representative images and statistical analysis of Ki67^+^ β cells in islets treated with PBS, sEVs^*miR-151* mimic^, and sEVs^*miR-151* inhibitor^. At least 20 islets were analyzed in each group. Magnification, ×20; scale bar, 20 μm. (**G**) GSIS of islets treated with PBS, sEVs^*miR-151* mimic^, and sEVs^*miR-151* inhibitor^ (*n* = 3 per group). (**H** to **K**) Eight-week-old C57BL/6J mice were fed with an HFD diet for 6 weeks and administered with PBS, sEVs^*miR-151* mimic^, and sEVs^*miR-151* inhibitor^ for 4 weeks by tail vein injection (30 μg per mice, twice a week). IPGTT (H), IPITT (I), Ki67^+^ β cells in islets (J), and serum WNT3/3A levels (K) were measured after administration (*n* ≥ 5 mice per group). Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test [(A) to (E)], one-way ANOVA [(F), (G), (J), and (K)], or two-way ANOVA [(H) and (I)]*.*

Given that the increased of *miR-151* in compensatory pancreatic islets, we first investigated the effect of overexpression of *miR-151* on MIN6 cells. Ectopic expression of *miR-151* cannot alter the proliferation and insulin secretion of MIN6 cells (fig. S5, L and M). This indicates that the compensatory promoting effect of *miR-151* on β cells is likely to be achieved through the form of sEVs. To explore this idea, we prepared *miR-151* overexpression and KD sEVs (referred to as sEVs^*miR-151* mimic^ and sEVs^*miR-151* inhibitor^) by transfecting DicerKD-MIN6 cells with *miR-151* mimic or loading aid-sEVs with *miR-151* inhibitor, respectively. To test whether *miR-151* exerts β cell compensation effects in vitro, we used the sEVs^*miR-151* mimic^ and sEVs^*miR-151* inhibitor^ to directly treat primary pancreatic islets. We found that the sEVs^*miR-151* mimic^, but not the sEVs^*miR-151* inhibitor^, promoted the proliferation of β cells and insulin secretion (Fig. 7, F and G). However, sEVs^*miR-151* mimic^ and sEVs*^miR-151 inhibitor^* cannot alter the proliferation and insulin secretion of MIN6 cells (fig. S5, N and O). This suggests that sEVs^*miR-151* mimic^ promotes β cell compensation using certain types of cells within the islet. For in vivo studies, sEVs^*miR-151* mimic^ or sEVs^*miR-151* inhibitor^ was intravenously injected into HFD-fed mice (starting at 6 weeks of HFD), with phosphate-buffered saline (PBS) as the NC (fig. S5P). The *miR-151* mimic and *miR-151* inhibitor are efficiently delivered into key metabolic tissues as shown by qRT-PCR (fig. S5Q). After 4 weeks of treatment with sEVs^*miR-151* mimic^ (30 μg per mouse, twice per week), mice exhibited improved glucose and insulin tolerance compared to control (Fig. 7, H and I). In addition, in vivo delivery of the sEVs^*miR-151* mimic^ led to higher levels of Ki67^+^ β cell (Fig. 7J). As expected, ELISA analysis showed that some WNTs were increased in serum after sEV^*miR-151* mimic^ treatment (Fig. 7K). Overall, these results demonstrate that *miR-151* contributes to the beneficial effects of aid-sEVs on β cell compensation both in vivo and in vitro.

On the basis of the central role of sEVs*^miR-151^* in β cell compensation. We purified sEVs by size exclusion chromatography (SEC) to exclude the impact of soluble contaminants (Fig. 8A). As characterized by TEM, NTA, and Western blot, fractions 4 to 8 were enriched of purified sEVs (fig. S6, A to D). We also collected fractions 9 to 20 to concentrate soluble contaminants and found that *miR-151* was undetectable in fractions 9 to 20 (Fig. 8B). Furthermore, purified aid-sEVs, rather than soluble contaminants, promoted WNT3, WNT3A secretion (Fig. 8, C and D), and β cell proliferation (Fig. 8, E and F).

**Fig. 8.**
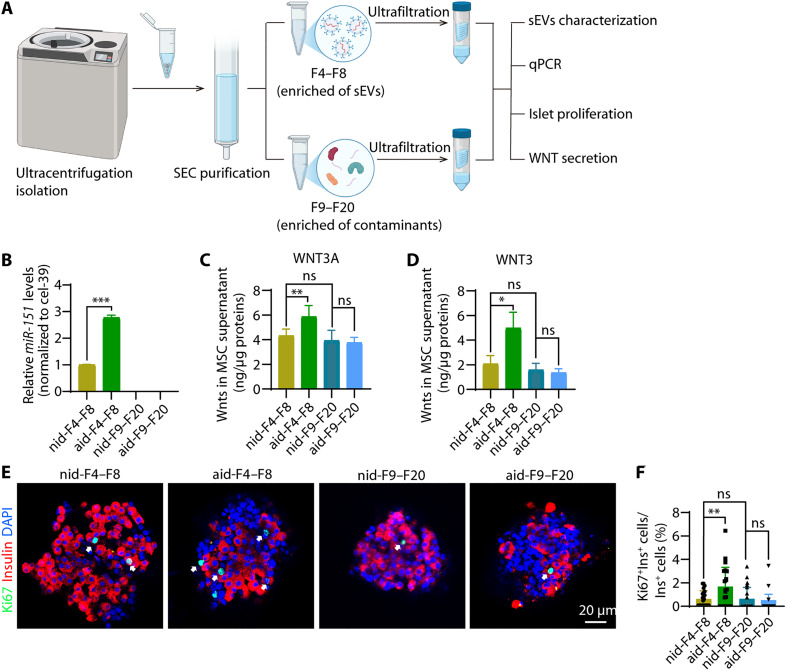
Purified aid-sEVs promote islet compensation. (**A**) Schematic diagram of sEV purification. Nid-sEVs and aid-sEVs were isolated by ultracentrifugation and subjected to a SEC column to purification. Fractions 4 to 20 were collected in which fractions 4 to 8 (F4–F8) was enriched of sEVs and fractions 9 to 20 (F9–F20) was enriched of soluble contaminants. F4–F8 and F9–F20 were concentrated using ultrafiltration and allocated to functional assays. The icon or graphical images were created in BioRender. Guo, X. (2026) https://BioRender.com/m618tu3. (**B**) qRT-PCR was performed to detect the expression level of *miR-151* in F4–F8 and F9–F20 of different groups (*n* = 3 per group). (**C** and **D**) The levels of WNT3 and WNT3A in supernatant of MSCs treated with F4–F8 and F9–F20 in different groups. MSCs were treated with nid-F4–F8, nid-F9–F20, aid-F4–F8, and aid-F9–F20, and then the supernatant and cells were collected. The supernatant was subjected to ELISA detection using a commercial ELISA kit. The cells were subjected to protein isolation and BCA quantification. The levels of WNT3/3A measured by ELISA were normalized to cell protein content to avoid potential variations caused by differences in cell numbers (*n* = 3 per group). (**E** and **F**) Primary islets were incubated with nid-F4–F8, nid-F9–F20, aid-F4–F8, and aid-F9–F20. Ki67 staining were performed to detect the proliferation of islets. For Ki67 staining, at least 20 islets were analyzed in each group. Magnification, ×20; scale bar, 20 μm. Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test and one-way ANOVA [(B) to (F)].

### *miR-151* energizes MSCs by targeting Krüppel-like factor 9

On the basis of the role of *miR-151* in stimulating MSC proliferation and WNT protein secretion, in silico analyses were performed to identify downstream targets. Target prediction was conducted using the miRWalk and JASPAR databases, and the workflow of prediction is summarized in Fig. 8A. Intersection analysis identified 62 candidate genes predicted to be both *miR-151* targets and transcriptional regulators of WNTs. The study further predicted that, on the basis of transcriptional suppression and relevance to proliferative regulation, *Klf9*, *E2f6*, and *Mnt3* are the most likely functional targets of *miR-151* (Fig. 9A). Given that the target gene of *miR-151* will inhibit the secretion of WNTs in MSCs, we used ectopic expression strategy to investigate the effects of *Klf9, E2f6*, and *Mnt3* on MSCs. 5-Ethynyl-2′-deoxyuridine (EdU) and ELISA assays showed that MSC overexpression of *Klf9* (oe-*Klf9*) exhibited a notable inhibition of proliferation and WNT secretion phenotype compared with *E2f6* and *Mnt3* (Fig. 9, B and C). In addition, *Klf9* expression was reduced in compensatory islets (fig. S7A). Consistent with this, the expression of *Klf9* is also reduced in the pancreatic islet of HFD-fed recipients treated with aid-sEVs (fig. S7B). Furthermore, we found that the MSCs expressed much less KLF9 after transfection with the *miR-151* mimic (Fig. 9D). All the above observations are sufficient to encourage us to explore the targeted relationship between *miR-151* and KLF9.

**Fig. 9.**
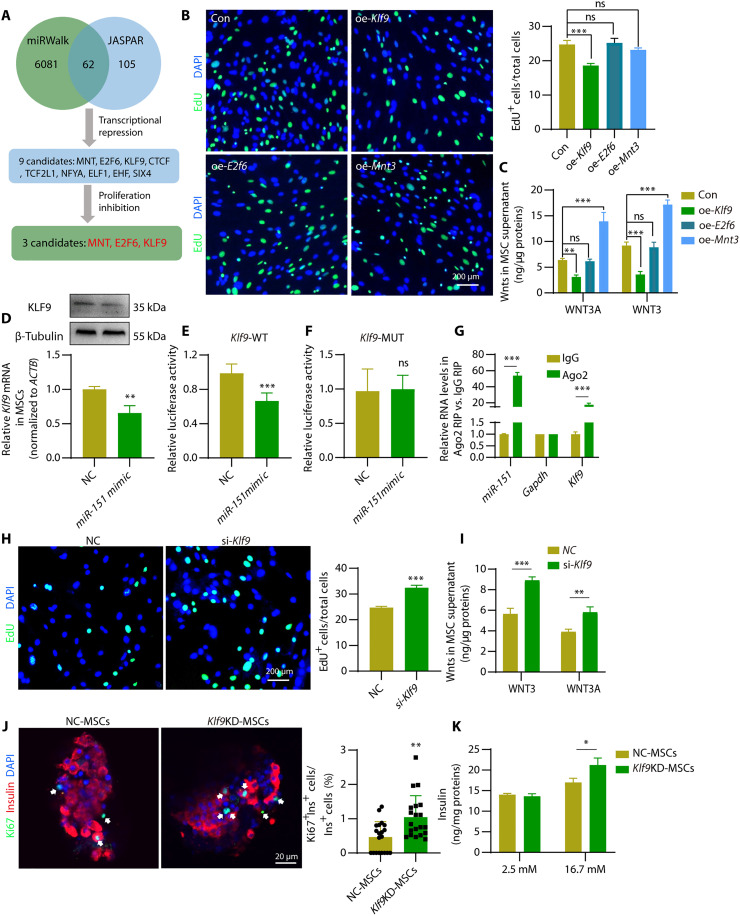
*miR-151* energizes MSCs by targeting KLF9. (**A**) miRWalk and JASPAR websites were used to predict the target genes of *miR-151*. (**B**) EdU assay was performed to detect the proliferation of MSC oe-*Klf9*, oe-*E2f6*, or oe-*Mnt3* (*n* = 3 per group). (**C**) WNT3 and WNT3A levels in supernatant of MSC oe-*Klf9*, oe-*E2f6*, or oe-*Mnt3* (*n* = 3 per group). (**D**) Expression of *Klf9* was measured by qRT-PCR and Western blot in MSCs transfected with *miR-151 mimic* (*n* = 3). (**E** and **F**) Relative luciferase activity of human embryonic kidney (HEK) 293T cotransfected with *miR-151 mimic* and a luciferase reporter containing *Klf9*-WT (E) or *Klf9*-MUT (F). The data are presented as the relative ratio of *Renilla* luciferase activity to firefly luciferase activity (*n* = 3 per group). (**G**) Anti-Ago2 RNA immunoprecipitation was performed in MSCs transiently overexpressing *miR-151*, followed by qRT-PCR to detect *Klf9* associated with Ago2 [nonspecific immunoglobulin G (IgG) served as NC] (*n* = 3 per group). (**H**) EdU assay was performed to detect the proliferation of MSCs transfected with *Klf9* siRNA (*n* = 3 per group). (**I**) WNT3 and WNT3A levels in supernatant of MSCs transfected with *Klf9* siRNA (*n* = 3 per group). (**J** and **K**) Primary islets were incubated with supernatant collected from *Klf9* siRNA–transfected MSCs. Ki67 staining (J) and GSIS (K) were performed to detect the proliferation and GSIS of islets. For Ki67 staining (J), at least 20 islets were analyzed in each group. Magnification, ×20; scale bar, 20 μm. Data are presented as means ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001 by Student’s *t* test [(D) to (K)] or one-way ANOVA [(B) and (C)].

Sequence analysis identified a conserved *miR-151* recognition site within the 3′ untranslated region (3′UTR) of *Klf9*, which is conserved across human and mice (fig. S7C). To validate this interaction, we generated luciferase reporter constructs containing either the wild-type *Klf9* 3′UTR (2190 nt; *Klf9*-WT) or a mutated *miR-151* binding site (*Klf9*-MUT). Reporter assays showed that a *miR-151* mimic reduced luciferase activity driven by the *Klf9*-WT construct (Fig. 9E). In comparison, no change was observed with the *Klf9*-MUT reporter (Fig. 9F). RNA immunoprecipitation using an Ago2 antibody revealed substantial enrichment of *Klf9* mRNA within the RNA-induced silencing complex (Fig. 9G and fig. S7D). We next evaluated the importance of *miR-151*–mediated *Klf9* suppression on MSCs and β cell compensation. As shown in fig. S7E, the KD efficiency of *si-Klf9* in MSCs reached 60%. After transfection with *siRNA-Klf9* for 24 hours, MSCs exhibited increased proliferation and secretion of WNTs (Fig. 9, H and I). In addition, using the cocultivation strategy, *Klf9KD-*MSCs (si-*Klf9* KD in MSCs) led to an increase in the proliferation of pancreatic islet β cells and elevated insulin secretion (Fig. 9, J and K). However, treatment with both si-*Klf9* and aid-sEVs did not further improve the compensatory effect, compared to the cells treated with either si-*Klf9* or aid-sEVs alone (fig. S7, F and G). These data demonstrate that the *miR-151–Klf9* axis plays a role in modulating β cell compensation.

To explain the molecular mechanism by which KLF9 promotes MSC proliferation and WNT secretion, we will now attempt to identify downstream partners of KLF9. With the help of the JASPAR website, we predicted that KLF9 can bind to various proliferation-related transcription factor promoter regions, as well as other WNT promoter regions besides WNT2 (fig. S7, H and I). We focused on measuring the binding of KLF9 to the *Ccnd1* and *Wnt3a* promoters. The dual luciferase reporter assay confirmed that KLF9 can bind to the promoter regions of *Ccnd1* and *Wnt3a* (fig. S7, J and K). As expected, ectopic expression of *Klf9* in MSCs resulted in a decrease in the expression levels of *Ccnd1* and *Wnt3a* (fig. S7, L and M). This indicates the inhibitory effect of KLF9 on the expression of *Ccnd1* and *Wnt3a*. The inhibitory effect of KLF9 on *Ccnd1* confirms its proliferative inhibitory effect, while its regulatory effect on *Wnt3a* indicates its compensatory effect on β cells.

## DISCUSSION

Insulin resistance is a central pathophysiological abnormality underlying both obesity and T2D, whereas adaptive responses of pancreatic islets are crucially involved in preserving systemic metabolic homeostasis. These results demonstrate that aid-sEVs protect glucose metabolism, as evidenced by improved glucose tolerance and enhanced insulin sensitivity in obese mice. Disruption of the miRNA cargo within these vesicles abrogated their potential to support β cell compensatory responses, indicating that sEV-associated miRNAs are essential mediators of this adaptive process. Among these, *miR-151* was identified as a highly enriched component of aid-sEVs and emerged as a pivotal regulator of islet adaptation. Restoration of *miR-151* expression in miRNA-depleted sEVs reproduced the procompensatory effects of intact aid-sEVs. KLF9 was confirmed as a direct target of *miR-151*, establishing the *miR-151–*KLF9 regulatory axis as a key pathway of β cell compensation in obesity (Fig. 10).

**Fig. 10.**
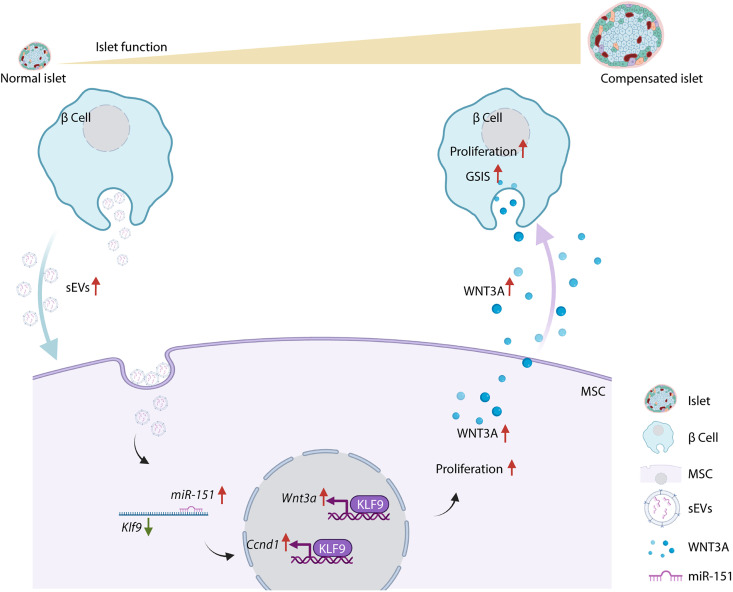
A working model that illustrates the mechanism by which sEV *miR-151* promotes islet compensation. During the compensatory phase, sEV *miR-151* secreted by islets is markedly up-regulated. sEV *miR-151* promotes the proliferation and Wnt secretion of islet MSCs by targeting KLF9. The phenotypic transformation of MSCs further enhances β cell functional compensation. The icon or graphical images were created in BioRender. Guo, X. (2026) https://BioRender.com/nxqaosj.

Recent research highlights the crucial role of sEVs in the development and progression of metabolic diseases, observed in both animal models and patients with T2D (*26*, *27*). Using a β cell–specific Ins2-CD63-EGFP-AAV tracing vector, increased circulating sEV levels were observed in HFD-fed mice compared to those on an NCD. These results are consistent with clinical data showing increased sEV concentrations in the blood of diabetic patients relative to metabolically healthy individuals (*28*). The presence of β cell–specific markers, such as insulin and *miR-375*, within circulating sEVs confirms their pancreatic islet origin, thus providing a mechanistic basis for investigating sEV-mediated communication between β cells and surrounding cells during obesity-related metabolic stress.

Obesity not only increases the number but also alters the molecular composition of islet-derived sEVs. Since sEV-associated miRNAs are known to influence metabolic phenotypes (*29*), the special focus of this study was to analyze miRNA cargo. Comparative miRNA profiling revealed a distinct signature in sEVs isolated from HFD-fed mice, with 61 miRNAs being up-regulated and 15 down-regulated compared to NCD-derived sEVs. Moreover, *miR-151* was among the obesity-enriched miRNAs, as higher circulating levels have been previously observed in prediabetic and insulin-resistant individuals (*30*). Consistent with this observation, *miR-151* levels increased in pancreatic islets after exposure to PA and were actively secreted by MIN6 β cells under lipotoxic conditions. Besides this, using GW4869 to inhibit sEV release decreased PA-induced *miR-151* secretion, confirming that *miR-151* export is mediated predominantly through sEV pathways. Further, *miR-151* was the most abundant of the up-regulated miRNAs, a feature considered crucial for functional delivery to recipient cells via sEVs. 

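Among the 112 miRNAs called up-regulated by limma, miR-151-5p ranked 7, 7 and 8 by RPM in aid-sEV replicates 1, 2 and 3. It ranked 7 by the median RPM in aid-sEVs and by the mean log2(RPM + 1) over all libraries, and 8 by the difference in mean RPM between the groups. With the arms of each miRNA summed it also ranked 7. Among the miRNAs marked as increased in the authors' deposited table, its mean RPM in aid-sEVs ranked 5, after let-7c-5p, miR-182-5p, miR-183-5p and miR-7b-5p. Over all listed entries it ranked 21, and miR-375-3p ranked 1 with 151896 ± 13972 RPM (SD, n = 3). These ranks compare read numbers between miRNAs within sequencing libraries, which is a different measure from the absolute quantification by qRT-PCR in Fig. 6G.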

Functional screening of the five most abundant miRNAs showed that *miR-151* specifically promoted both MSC proliferation and WNT ligand secretion, whereas the remaining candidates had limited or no detectable effects on MSC function (fig. S5, R and S). These results support selecting *miR-151* as a key effector of aid-sEV–mediated β cell compensation. Although the role of other miRNAs cannot be excluded, further investigation is required to fully elucidate the combined or redundant roles of other sEV-associated miRNAs in β cell–adaptive responses. Ultracentrifugation-based sEV isolation may coenrich RNA-protein complexes, including Ago2-associated miRNAs. To address whether *miR-151* is genuinely sEV associated, we pharmacologically inhibited sEV secretion using GW4869 (an inhibitor of ceramide-mediated vesicle release). Treatment of donor islets with GW4869 resulted in a notable decrease in *miR-151* levels in recipient MSCs (Fig. 7E). Furthermore, we purified sEVs by a SEC column and conducted functional experiments with purified sEVs and concentrated soluble contaminants (Fig. 8 and fig. S6). These functional evidence supports that *miR-151* transfer is dependent on sEV secretion, thereby mitigating concerns about free RNA-protein contamination contributing to this specific observation. The results showed that β cells are the main source of sEV-associated *miR-151* under obese conditions. Considering the combined role of these cell types in glucose homeostasis (*31*–*33*), the selective induction of β cell–derived *miR-151* suggests that this miRNA might act as an intrinsic distress signal released during metabolic stress.

Considering the notable role of sEV-associated miRNAs as mediators of intercellular communication (*34*), the study further examined the distribution and functional impact of islet-derived *miR-151*. Coculture experiments showed that aid-sEVs do not directly stimulate β cell proliferation but instead enhance β cell mass within intact islets, indicating an indirect, paracrine mode of action. Selective delivery of *miR-151* to MSCs depended on the junctional adhesion molecule F11R, expressed on both aid-sEVs and recipient MSCs. F11R-KD considerably impaired this sEV uptake by MSCs. These findings are consistent with previous reports describing selective sEV uptake mediated by surface protein interactions (*35*, *36*). Although approximately 34 membrane proteins were identified within the aid-sEV proteome, further studies are required to determine whether other receptors contribute to MSC-specific uptake. The spectrum of recipient cells for aid-sEVs included not only MSCs but also macrophages and endothelial cells. However, uptake of aid-sEVs by macrophages or endothelial cells did not contribute to β cell compensatory responses. This observation suggests that aid-sEVs may exert additional biological functions beyond regulating β cell adaptation and requires further investigation. Moreover, many studies, including the report by López-Bermudo *et al.* (*37*), demonstrate that the hepatokines such as HGF, fibroblast growth factor 21 (FGF21), and ANGPTL8 enhance β cell function in metabolic disorders. In this study, the effects of aid-sEVs on key hepatokines were evaluated. The findings indicate that exposure to aid-sEVs increased FGF21 expression in AML12 hepatocytes, while levels of ANGPTL8, HGF, and SerpinB1 remained unchanged. The specific induction of FGF21 indicates a potential signaling pathway for liver-islet communication (fig. S7L). However, the precise role of islet-derived sEVs in regulating hepatic metabolic pathways in T2D requires comprehensive, system-level research.

Pancreatic β cells show considerable plasticity when responding to the chronic state of insulin resistance (*38*). The progressive failure of these adaptive mechanisms is a key pathogenic event that leads to β cell dysfunction and the eventual development of diabetes (*39*). Therefore, strategies that improve the functional β cell mass by harnessing intrinsic adaptive responses are considered as promising treatments for T2D. Our findings suggest that pancreatic islets respond to insulin-resistant conditions by releasing *miR-151–*enriched sEVs, which are transferred to MSCs and promote β cell–adaptive responses. These results were confirmed through in vivo and in vitro data. Repeated intravenous injections of 30 μg of sEVs per mouse improved insulin sensitivity and increased β cell mass in obese mice. In vitro coculture experiments showed that islet-derived sEV-associated *miR-151* promotes compensatory responses in primary pancreatic β cells.

In summary, adaptive islet–derived sEVs were identified as key regulators of β cell compensation during obesity. Administration of aid-sEVs enhanced β cell mass and improved insulin sensitivity in both in vivo and in vitro models, whereas KD of sEV-associated *miR-151* abolished these protective effects. These findings identify islet-derived sEV-associated *miR-151* as a key endogenous self-rescue signaling mediator during obesity, highlighting its potential as a therapeutic target for the treatment of metabolic disorders.

## MATERIALS AND METHODS

### Cell culture

Both cell types (MIN6 cells and MSCs) were allowed to grow at 37°C in a humidified incubator containing 5% CO_2_. Cells were cultured in Dulbecco’s modified Eagle’s medium supplemented with 15% fetal bovine serum (FBS), penicillin (100 IU/ml), streptomycin (100 μg/ml), and 1% β-mercaptoethanol. For sEV collection, primary islets or cells were cultured under serum-free conditions using sEV-depleted FBS. Commercially prepared sEV-depleted FBS was obtained from Echo Biotech (Beijing, China).

### Isolation of islet MSCs

Primary pancreatic islets were isolated following previously reported procedures (*40*). Isolated islets were transferred to T25 culture flasks and allowed to adhere. MSCs were extended from the adhered islets after ~72 hours. Migrated cells were expanded and phenotypically characterized according to the criteria established by the International Society for Cellular Therapy (*41*), using a panel of surface markers to characterize MSCs via flow cytometry. Specifically, cells were phenotyped using CD73^+^ and CD90^+^ as positive markers, while CD31^−^ and CD45^−^ were used as negative markers to exclude hematopoietic and endothelial lineages. Stained cells were analyzed by a BD FACSCelesta flow cytometer. CD73^+^ CD90^+^ cells were gated within CD31^−^ CD45^−^ population. Isotype-matched antibodies were used to set positive gating thresholds.

### Animal experiments

C57BL/6J mice were purchased from Hangzhou Ziyuan Laboratory Animal Technology Co. Ltd. Animals were housed under specific pathogen–free conditions with a 12-hour light/dark cycle at 23° to 25°C at China Pharmaceutical University. All experimental procedures were reviewed and approved by the Ethics Committee of China Pharmaceutical University (ethics number: 2024-05-015). For sEV administration, mice were fed either an NCD or an HFD (60% fat, 20% carbohydrate, and 20% protein) for 6 weeks. Afterward, sEVs (30 μg per mouse) in 100 μl of PBS were injected intravenously twice weekly. Control animals received the same volume of PBS. Body weight and fasting blood glucose (FBG) levels were measured weekly.

Recombinant RIP (Rat Insulin2 Promoter)–CD63–EGFP-AAV8 and NC viruses were generated by Nanjing Corues Biotechnology. Mice were anesthetized and administered 1 × 10^12^ viral particles via intraductal injection, as previously described (*42*). Briefly, viral preparations were diluted in 100 μl of saline and infused into the pancreatic duct at 6 μl/min over 25 min using an R462 perfusion pump (RWD Life Sciences, Shenzhen, China).

For cell-based treatments, MSCs, MS1 cells, and RAW264.7 cells were incubated with aid-sEVs and then transplanted into the pancreatic subcapsular space at a density of 2.5 × 10^5^ cells per mouse. Control groups received PBS alone. Body weight and FBG were measured weekly.

### Metabolic characterization

For FBG measurement, mice were subjected to a 16-hour fasting with access to water. Blood samples were collected from tail vein, and levels of blood glucose were measured using a blood glucose meter (OMRON i-sens 631, Japan). For glucose tolerance testing (GTT), mice were fasted for 14 to 16 hours with free access to water and then injected intraperitoneally with d-glucose (1 g/kg of body weight). Blood glucose levels were measured from the tail vein at predetermined time points. For insulin tolerance testing (ITT), mice were fasted for 8 hours before intraperitoneal injection of insulin (0.5 U/kg of body weight). The area of curve (AOC) of GTT and ITT were calculated by area under the curve with subtraction of the basal glucose (*43*). All the procedures were approved by the Ethics Committee of China Pharmaceutical University (ethics number: 2024-05-015).

### sEV isolation and characterization

Conditioned culture medium was centrifuged sequentially: 300*g* for 10 min to discard cells, 2000*g* for 10 min to remove dead cells, and 10,000*g* for 30 min to clear cellular debris and large particles. The supernatant was then ultracentrifuged at 120,000*g* for 90 min to pellet sEVs. These pellets were resuspended in PBS, washed, and ultracentrifuged again at 120,000*g* for 90 min. The final sEV preparations were resuspended in a minimal volume of PBS for downstream analysis. Ultracentrifugation was carried out using a Beckman Optima CPN-80 with a type 70 fixed-angle titanium rotor (23° angle, K-factor 44).

For NTA, sEV samples were diluted and analyzed using a NanoSight NS300 instrument (Malvern Panalytical, UK) with a 488-nm blue laser. For TEM, sEVs were fixed in 2.5% glutaraldehyde at 4°C overnight, transferred onto formvar carbon–coated copper grids, and contrast stained with 4% uranyl acetate for 5 min at room temperature. Ultrastructural imaging was performed using a Hitachi HT7700 Exalens transmission electron microscope.

For the quantification of sEVs, BCA assay was performed according to MISEV2018 guidelines (*44*). In addition, the NTA results were normalized to the total cellular protein amount from the corresponding donor cells (*45*).

For sEV purification, the sEVs isolated by ultracentrifugation were suspended by 1 ml of PBS and subjected to SEC according to manufacturer’s instructions (ES914, Echo Biotech, China). Briefly, the column was equilibrated with 20 ml of PBS, after which 1 ml of samples were loaded onto the column. A total of 20 fractions of the eluate (0.5 ml per fraction) were collected, in which fractions 4 to 8 were enriched with sEVs and fractions 9 to 20 contains soluble contaminants. The sEV-enriched fractions (fractions 4 to 8) and contaminant-enriched fractions (fractions 9 to 20) were concentrated by Pall centrifugal filter (molecular weight cutoff = 100 and 1 kDa, separately).

### Flow analysis of sEVs

sEVs were attached to 4-μm aldehyde/sulfate latex beads for flow cytometric analysis. Briefly, 30 μg of sEVs were incubated with 10 μl of latex beads at 37°C for 15 min. Next, 1 ml of PBS was added, and the suspension was gently rotated at 37°C for 2 hours for proper conjugation. The conjugation reaction was terminated by adding 10 μl of 1 M glycine, followed by incubation at room temperature for 30 min. Bead-bound sEVs were permeabilization with Triton X-100, followed by proteinase K to digest both external and internal proteins, or incubation with proteinase K alone to digest proteins externally associated with the vesicles. After treatment, samples were incubated with fluorochrome-conjugated antibodies specific for the markers of interest.

For the detection of EGFP^+^ sEVs, serum sEVs were isolated and attached to 4 μm aldehyde/sulfate latex beads in the same manner and then subjected to flow cytometry analysis.

Data were acquired on a BD FACSCelesta flow cytometer and analyzed with FlowJo v10. Isotype-matched antibodies were used to set positive gating thresholds.

### Human blood samples

Clinical serum samples (*n* = 54) and their related clinicopathological information were obtained from Zhongda Hospital, affiliated with Southeast University (Nanjing, China). The study population included individuals aged 18 to 75 years old. Clinical assessments, including measurements of serum triglycerides and cholesterol, were performed. Detailed patient characteristics are summarized in tables S1 and S2. For serum preparation, all participants fasted overnight, and 5 ml of peripheral venous blood was collected in the morning using a closed blood collection system. Samples were processed immediately for serum separation, and no hemolysis was observed. Serum aliquots were stored at −80°C until sEV isolation.

Serum samples (500 μl) were centrifuged at 10,000*g* for 30 min to remove large particulates, followed by ultracentrifugation at 120,000*g* for 90 min to pellet sEVs. The resulting sEVs were resuspended in 200 μl of PBS for further analyses.

Written informed consent was obtained from all participants, and all procedures were conducted as per the Declaration of Helsinki. Ethical approval was received by the Ethics Committee of Zhongda Hospital, Southeast University (Nanjing, China; approval no. 2018ZDSYLL132-P01).

### sEV treatment

For in vivo administration, sEVs were delivered intravenously at a dose of 30 μg per mouse in 100 μl of PBS, twice weekly. Control animals received the same volume of PBS. NC oligonucleotides and *miR-151* inhibitors were loaded into sEVs using Exo-Fect Exosome Transfection Reagent (SBI, CA, USA) according to the manufacturer’s protocol.

To generate control sEVs (sEVs*^NC^*) and *miR-151–*enriched sEVs (sEVs*^miR-151 mimic^*), NC or *miR-151* mimics were transfected into Dicer-KD MIN6 cells. For in vitro experiments, 10 μg of sEVs were added to culture medium containing 5 × 10^5^ MSCs.

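The mouse miR-151 gene, Mir151, lies on the minus strand of chromosome 15 of GRCm38 from 73254815 to 73254882 in the GENCODE annotation. It sits inside the protein-coding gene Ptk2, which is on the same strand from 73205102 to 73423280. The hairpin overlaps no exon of the 5 annotated Ptk2 transcripts that span it and is therefore intronic. The hairpin sequence of 68 bases is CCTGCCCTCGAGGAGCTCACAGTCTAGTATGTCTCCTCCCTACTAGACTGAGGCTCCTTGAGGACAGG. The sense strand of the mimic in Table S6, UCGAGGAGCUCACAGUCUAGU, matches bases 8 to 28 of the hairpin over its whole length of 21 bases, which is chromosome 15 from 73254855 to 73254875. The inhibitor sequence in the same table, ACUAGACUGUGAGCUCCUCGA, is the exact reverse complement of that strand. The authors' text does not name the genome build used for the sequencing, and these positions come from a match of the sequences to the annotation.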

Synthetic *miR-151* mimics (sequence identical to *mmu-miR-151-5p*) and *miR-151* inhibitors (reverse complementary to *mmu-miR-151-5p*) were synthesized by GenePharm (Shanghai, China). Oligonucleotide sequences are provided in table S6.

### sEV uptake in vivo

sEVs were fluorescently labeled with DiR dye (Beyotime, Shanghai, China) following the manufacturer’s protocols and were injected intravenously. After treatment, major organs were collected and imaged using an IVIS Spectrum imaging system (PerkinElmer, USA) to evaluate sEV biodistribution (*46*). To determine cell type–specific uptake of sEVs, liver and lung tissues were enzymatically dissociated with collagenase II. For identification of MSCs, single-cell suspensions were stained with PerCP-Cy5.5–conjugated anti-CD31 (BioLegend, catalog no. 102420), fluorescein isothiocyanate (FITC)–conjugated anti-CD90 (BioLegend, catalog no. 157213), allophycocyanin (APC)-conjugated anti-CD45 (BioLegend, catalog no. 147707), and phycoerythrin (PE)–conjugated anti-CD73 (BioLegend, catalog no. 101703) antibodies. Endothelial cells were identified using PerCP-Cy5.5–conjugated anti-CD31 antibodies, whereas macrophages were detected using PE-conjugated anti-F4/80 antibodies (BioLegend, catalog no. 111603). All samples were analyzed by flow cytometry using a BD FACSCelesta cell analyzer. Data were processed using a sequential gating strategy that excluded digestion-associated debris. MSCs were identified within the CD31^−^CD45^−^ population, whereas macrophages and endothelial cells were gated as F4/80^+^ and CD31^+^ populations, respectively. Flow cytometric data were analyzed using FlowJo v10, with isotype controls used to define the boundaries of positive staining.

### sEV uptake in vitro

sEVs were fluorescently tagged with PKH26 dye (Beyotime, Shanghai, China) based on the manufacturer’s protocol and then incubated with MSCs, MS1 cells, and RAW264.7 macrophages. To investigate uptake mechanisms, MSCs were preincubated with proteinase K (10 μg/ml) or cytochalasin D (5 μg/ml) before exposure to PKH26-labeled sEVs. After incubation for the indicated durations, sEV uptake was examined by flow cytometry or confocal laser scanning microscopy. Flow cytometric data were acquired on a BD FACSCelesta cell analyzer and analyzed with FlowJo software (v10). Untreated cells lacking PKH26-labeled sEVs served as NCs for gating positive fluorescence signals.

### Cell coculture

For sEV loading, 10 μg of aid-sEVs were added to culture medium containing 5 × 10^5^ MSCs, MS1 cells, or RAW264.7 cells, and the mixture was incubated for 24 hours to form sEV-loaded cells (MSC-sEVs, MS1-sEVs, and RAW264.7-sEVs). MIN6 cells, isolated pancreatic islets, and sEV-loaded cells were then cocultured in a Transwell system. MIN6 cells or islets were seeded in the lower chamber, while MSC-sEVs, MS1-sEVs, or RAW264.7-sEVs were allowed to grow in Transwell inserts (Corning; 1.0-μm pore size) positioned above the culture plate.

### Mass spectrometry analysis

Aid-sEVs were isolated by ultracentrifugation and processed for protein extraction, followed by mass spectrometry analysis performed by Applied Protein Technology (Shanghai, China). For proteomic profiling of MSC-conditioned medium, MSCs were treated with aid-sEVs or empty liposomes. Culture supernatants were collected and lyophilized, with 15 ml of medium prepared per sample. The resulting freeze-dried material was used for protein extraction and mass spectrometry analysis by Applied Protein Technology (Shanghai, China).

### ELISA assay

The concentrations of WNT3A, WNT3, and insulin in mouse serum or cell culture supernatants were quantified using commercially available ELISA kits (Jiangsu Boshen Biotechnology Co. Ltd., China) as per the manufacturer’s guidelines. Briefly, 10 μl of each sample was added to the ELISA plate, and protein levels were determined from standard curves generated using known concentrations. The donor cells were also processed for total protein isolation and quantified using a BCA assay. ELISA results were normalized to total cellular protein content to minimize variability arising from differences in cell density.

### Cell proliferation detection

For EdU incorporation analysis, cells were seeded in 24-well plates, and proliferation was evaluated using the BeyoClick EdU Cell Proliferation Kit with Alexa Fluor 488 (Beyotime Institute of Biotechnology), following the manufacturer’s recommendations. For Ki67-based flow cytometric analysis, cells were fixed and permeabilized with 70% ethanol and then stained with a FITC-conjugated Ki67 antibody (BioLegend, catalog no. 151211). Data were acquired on a BD FACSCelesta cell analyzer, and results were analyzed using FlowJo software (v10). Isotype-matched antibodies served as positive controls for gating.

To evaluate β cell proliferation in pancreatic tissue, the pancreata were fixed and sectioned at 200-μm intervals. Every third section was processed for immunofluorescence staining with antibodies against insulin and Ki67, followed by incubation with respective secondary antibodies. Confocal microscopy was used to capture images. For quantification, approximately 600 insulin-positive cells per animal were counted, with at least five animals in each group. The proportion of proliferation was calculated as the ratio of Ki67^+^ β cells to the total insulin-positive β cells in each section.

For analysis of β cell proliferation in primary mouse islets, a minimum of 20 isolated islets per group were immunostained with primary antibodies targeting insulin and Ki67, followed by incubation with secondary antibodies. The proliferative fraction was calculated as the number of Ki67^+^ β cells relative to the total β cell population within the islets.

### Cell apoptosis detection

Apoptotic β cells in pancreatic tissue sections were identified by dual staining for insulin and TUNEL using a commercial kit (Yeasen, Shanghai, China). The apoptotic index was calculated as the ratio of TUNEL^+^ β cells to the total number of insulin-positive β cells within each section.

To observe β cell apoptosis in primary mouse islets, at least 20 isolated islets per group were costained with insulin and TUNEL. The proportion of apoptotic β cells was quantified as the number of TUNEL^+^ β cells relative to the total β cell population within the islets.

### RNA isolation and qRT-PCR

Total RNA was extracted from cultured cells and sEV preparations using TRIzol reagent (Takara, Shiga, Japan) according to the manufacturer’s protocol. Reverse transcription of miRNAs and mRNAs was performed using commercially available kits (AG, China) following the recommended procedures. Quantitative PCR was conducted in 10 μl of reactions using SYBR Green Master Mix (AG, China) on a Roche LightCycler 480 real-time PCR system (Roche, Basel, Switzerland). The thermal cycling program consisted of an initial denaturation at 95°C for 30 s, followed by 40 cycles of denaturation at 95°C for 5 s and annealing/extension at 60°C for 30 s, with melting curve analysis and cooling. Fluorescence signals were noted at each amplification cycle. Gene expression levels were normalized using *U6* as the internal reference for miRNAs and *ACTB* for mRNAs. For sEV-derived miRNAs, cel-39 was used as an exogenous spike-in control. Absolute miRNA quantification was performed using synthetic miRNA standards of known concentrations, and expression levels were quantified from standard curves.

### sEV miRNA sequencing

Murine pancreatic islets were isolated as previously described (*47*) and cultured in serum-free medium for 48 hours. Conditioned media were collected for sEV isolation. Total RNA from sEVs was extracted using the miRNeasy Mini Kit (QIAGEN, USA), and 5 ng of RNA was used for miRNA library construction with the NEBNext Ultra Small RNA Library Prep Kit (New England Biolabs, USA). High-throughput sequencing was performed on an Illumina NovaSeq 6000 platform. Sequencing and downstream bioinformatic analyses were carried out by Hangzhou KAITAI Biotechnology Co. Ltd. (China). The raw sequencing data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE307474 (www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE307474).

### Plasmid construction, transfection, and viral infection

The coding sequences and 3′UTRs of *Klf9* (NM_010638), *E2f6* (NM_033270.2), and *Mnt3* (NM_010813) were amplified from full-length MIN6 cDNA by PCR and cloned into the PLVX-IRES-ZsGreen vector. Primer sequences are provided in table S5. Single-guide RNAs (sgRNAs) targeting *Dicer*, *F11r*, *Stxbp*, and *Vamp2* were inserted into the linearized lentiCRISPRv2-puro vector following established protocols (*48*). Vector was designed using Bsm BI, and *sgRNA* sequences are listed in table S5. Transient transfections were conducted using Lipofectamine 2000 (Invitrogen) according to the manufacturer’s instructions. To generate stable KD or overexpression cell lines, lentiCRISPRv2 or PLVX-IRES-ZsGreen constructs were cotransfected with packaging and envelope plasmids into human embryonic kidney (HEK) 293T cells to produce lentiviral particles. Target cells were infected and selected using puromycin (MedChemExpress, USA) or fluorescence-activated cell sorting.

### Western blot analysis

MIN6 cells or MSCs were lysed in radioimmunoprecipitation assay buffer (Beyotime, Shanghai, China) supplemented with 1% phenylmethylsulfonyl fluoride on ice for 30 min. Protein concentrations were determined using a BCA assay, followed by heat denaturation. Equal amounts of protein were separated by SDS–polyacrylamide gel electrophoresis and transferred onto polyvinylidene difluoride membranes (0.22 μm). Membranes were blocked for 1 hour and incubated with primary antibodies at 4°C overnight. Protein bands were visualized using a Tanon 3500 imaging system, and densitometric analysis was performed with Fiji software.

### Islet mass analysis

For quantification of islet mass, pancreata were fixed in formalin, embedded in paraffin, and sectioned at 200-μm intervals (six sections per mouse). Tissue sections were stained with hematoxylin and eosin and digitally scanned using the NDP View system (Hamamatsu, Japan). At least five nonadjacent sections per pancreas were analyzed. Islet mass was calculated as the ratio of total islet area to total pancreatic area.

### Immunofluorescence analysis

Paraffin-embedded pancreatic sections or fixed cultured cells were incubated with primary antibodies, followed by incubation with Alexa Fluor–conjugated secondary antibodies, including goat anti-rabbit immunoglobulin G (IgG) (Alexa Fluor 488, Abcam, ab150077), goat anti-mouse IgG (Alexa Fluor 594, Abcam, ab150116), or goat anti-mouse IgG (Alexa Fluor 647, Abcam, ab150115). Fluorescent images were captured using a Zeiss LSM800 confocal laser scanning microscope (Zeiss, Oberkochen, Germany) and analyzed using Fiji (*49*).

### Luciferase reporter assay

To validate miRNA-target interactions, the 3′UTR containing either *Klf9*-WT or *Klf9*-MUT was cloned downstream of the firefly luciferase coding region. *Klf9*-WT or *Klf9*-MUT constructs were cotransfected with *miR-151* mimics and a *Renilla* luciferase control plasmid.

For promoter activity analysis, the promoter regions of *Wnt3a* and *Ccnd1* were inserted into luciferase reporter vectors and cotransfected with a *Klf9* overexpression plasmid. Cells were harvested 24 hours posttransfection, and luciferase activity was measured using a dual-luciferase reporter assay system (Promega). Firefly luciferase signals were normalized to *Renilla* luciferase activity.

### RNA binding protein immunoprecipitation assay

RNA immunoprecipitation assays were performed as previously described (*50*). Approximately 1 × 10^8^ cells were collected and lysed in 100 μl of NP-40 buffer supplemented with protease and ribonuclease inhibitors. Cell lysates were incubated with IgG- or Ago2-conjugated beads at 4°C under continuous rotation. After centrifugation to remove unbound material, bead-associated complexes were treated with proteinase K. Immunoprecipitated RNAs were extracted with phenol-chloroform and analyzed by qRT-PCR.

### Statistical analysis

All experiments were performed with at least three biological replicates. Experimental groups were compared using Student’s *t* test. Multiple groups were compared using Dunn’s post hoc test after one-way analysis of variance (ANOVA), while Fisher’s least significant difference was used following two-way ANOVA. Significance levels were set at *P* < 0.05, *P* < 0.01, and *P* < 0.001. All statistical analyses were performed using GraphPad Prism 9, and data are shown as means ± SD.

# Supplementary material for: Mesenchymal stem cells receive adaptive islet–derived miR-151–containing sEVs to promote β cell compensation in obesity
**Source:** Sci Adv. 2026 Jul 17;12(29):eadu4196. doi: 10.1126/sciadv.adu4196
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Tables S1 to S6 Legend for data S1

Supplementary Materials for  
**Mesenchymal stem cells receive adaptive islet–derived *miR-151*–containing  
sEVs to promote  $\beta$  cell compensation in obesity**

Xinwei Guo *et al.*

*Sci. Adv.* **12**, eadu4196 (2026)  
DOI: 10.1126/sciadv.adu4196

**The PDF file includes:**

Figs. S1 to S7  
Tables S1 to S6  
Legend for data S1

**Other Supplementary Material for this manuscript includes the following:**

Data S1

Supplementary Text

Fig. S1.

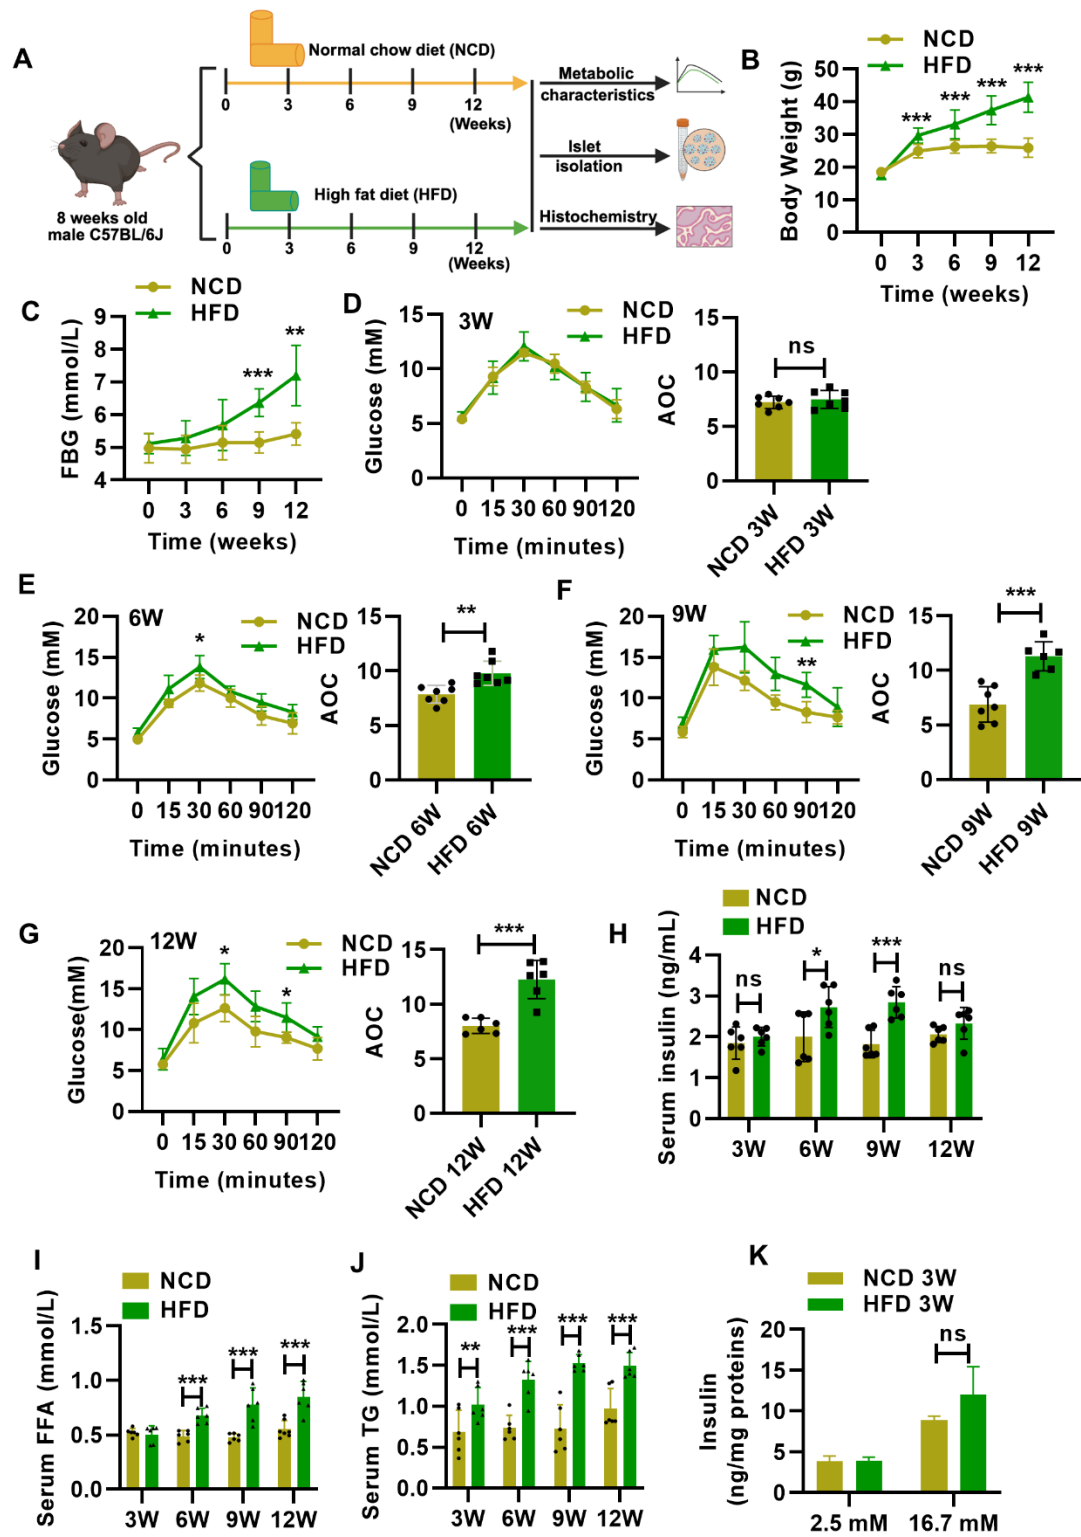

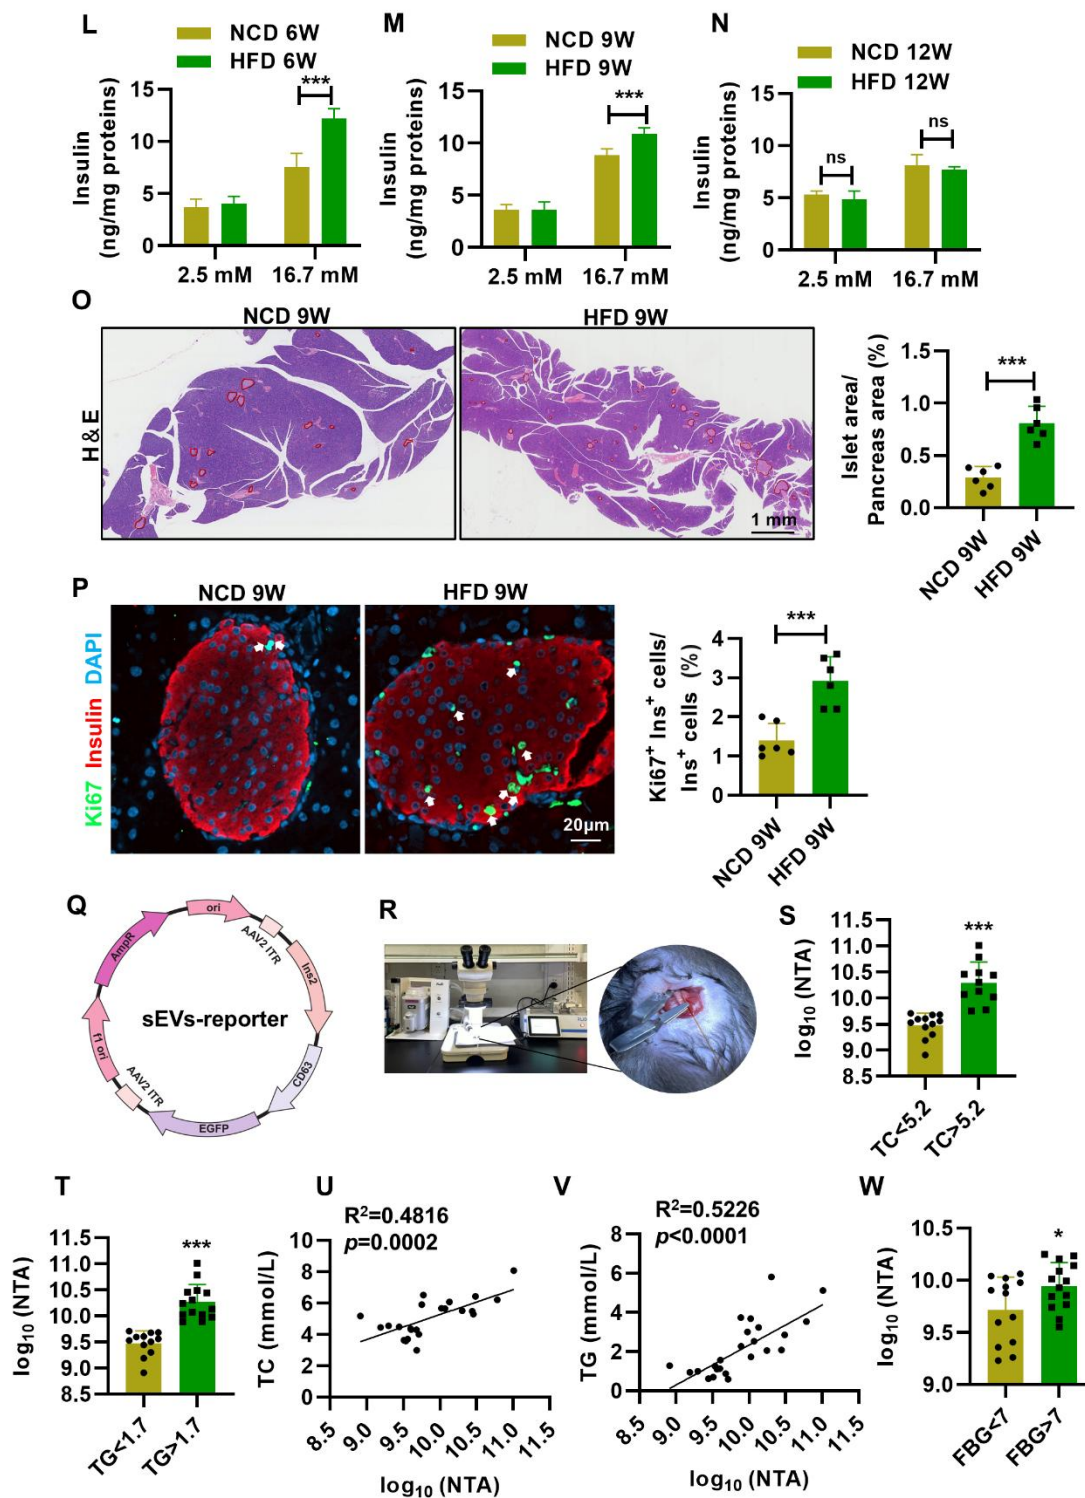

**Supplementary Figure 1. The sEVs secretion is elevated in adaptive islet  $\beta$ -cell.** *A*: 8-week-old C57BL/6J mice were fed with normal chow diet (NCD) or high fat diet (HFD) for 12 weeks. Metabolic characters were measured at the indicated time. The icon or graphical images were

created in BioRender. Guo, X. (2026) <https://BioRender.com/m618tu3>. **B-C**: Body weight (*B*) and fasting blood glucose (FBG) (*C*) were recorded every 3 weeks (n=6 mice/group). **D-G**: IPGTT was performed on mice exposed to an HFD diet for 3 weeks (*D*), 6 weeks (*E*), 9 weeks (*F*), and 12 weeks (*G*). The area of curve (AOC) of blood glucose level was calculated (n=6 mice/group). **H-J**: Serum samples were collected from mice exposed to an HFD diet for 3 weeks, 6 weeks, 9 weeks, and 12 weeks. The levels of serum insulin (*H*), FFA (*I*), and TG (*J*) were measured (n=6 mice/group). **K-N**: GSIS assay was performed on islets isolated from mice exposed to an HFD diet for 3 weeks (*K*), 6 weeks (*L*), 9 weeks (*M*), and 12 weeks (*N*) (n=3 mice/group). **O**: Representative images and statistical analysis of pancreatic section in mice exposed to an HFD diet for 9 weeks (n=6 mice/group). Magnification,  $\times 2$ ; scale bar, 1 mm. **P**: Representative images and statistical analysis of Ki67<sup>+</sup>  $\beta$ -cells in mice exposed to an HFD diet for 9 weeks (n=6 mice/group). Magnification,  $\times 20$ ; scale bar, 20  $\mu$ m. **Q**: The diagram of Ins2-CD63-EGFP AAV8 plasmid. CD63-EGFP fusion protein is expressed under the control of ins2 promoter. The plasmid was then subjected to a packaging procedure to produce Ins2-CD63-EGFP AAV8 viruses. **R**: The Ins2-CD63-EGFP AAV8 viruses were injected into C57BL/6J mice aged 8 weeks via pancreatic ductal infusion. **S**: NTA analysis of serum sEVs derived from normal volunteers and hypercholesterolemia patients (n = 23). **T**: NTA analysis of serum sEVs derived from normal volunteers and hypertriglyceride patients (n = 26). **U**: Correlation between particles number of serum sEVs and serum total cholesterol (TC) level (n = 23). **V**: Correlation between particles number of serum sEVs and serum triglyceride (TG) level (n = 26). **W**: NTA analysis of serum sEVs derived from normal volunteers and hyperglycemia patients (n = 27). Data are presented as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by Student's t test (*K-P*, *S-T*, *W*) or two-way ANOVA(*B-J*).

Fig. S2.

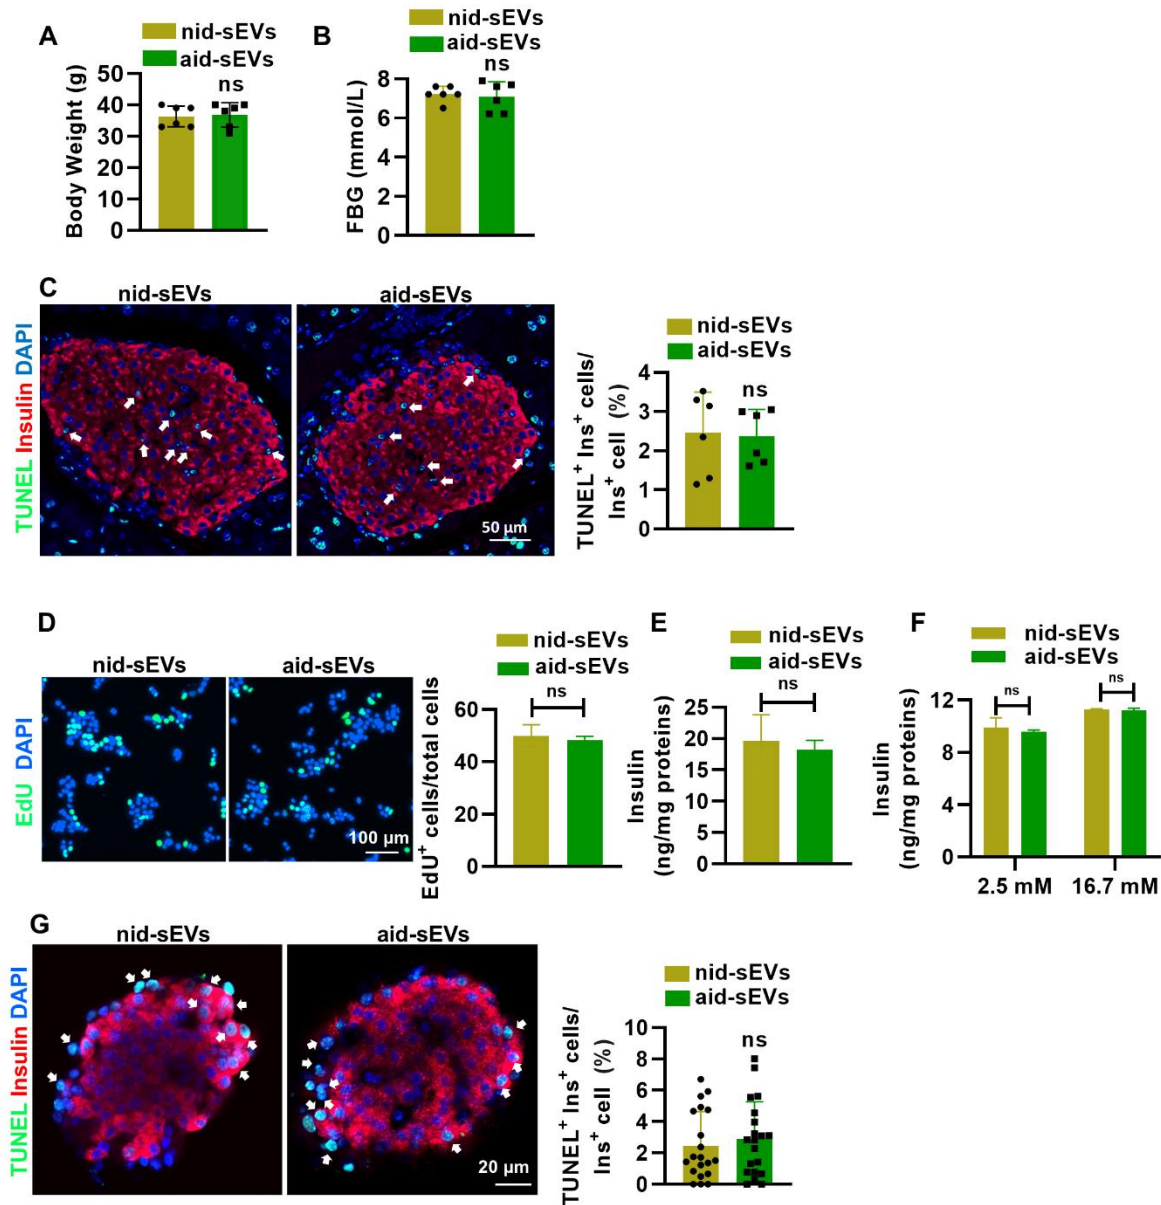

**Supplementary Figure 2. Aid-sEVs promote the development of islet β-cell compensation.**

8 weeks old male C57BL/6J mice were fed with high fat diet (HFD) for 6 weeks. Subsequently, mice were injected with nid-sEVs and aid-sEVs intravenously (twice a week, 4 weeks in total). All analyses were performed 2 weeks post-treatment termination. **A-B**: Body weight (**A**) and fasting blood glucose (**B**) of mice were measured before sacrifices (n=6 mice/group). **C**: Representative images and statistical analysis of TUNEL<sup>+</sup> β-cells in mice treated with nid-sEVs and aid-sEVs (n=6 mice/group). Magnification, ×20; scale bar, 20 μm. **D-F**: MIN6 cells were

treated with nid-sEVs and aid-sEVs for 24 h. EdU (green) immunofluorescence (*D*), Magnification,  $\times 10$ ; scale bar, 100  $\mu\text{m}$ , insulin level in medium (*E*), and GSIS assay (*F*) were performed (n=3/group). **G**: Primary islets were isolated and treated with nid-sEVs or aid-sEVs for 24 h, then the islets were stained with TUNEL (green) and insulin (red). At least 20 islets were analyzed in each group. Magnification,  $\times 20$ ; scale bar, 20  $\mu\text{m}$ . Data are presented as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by Student's t test.

Fig. S3.

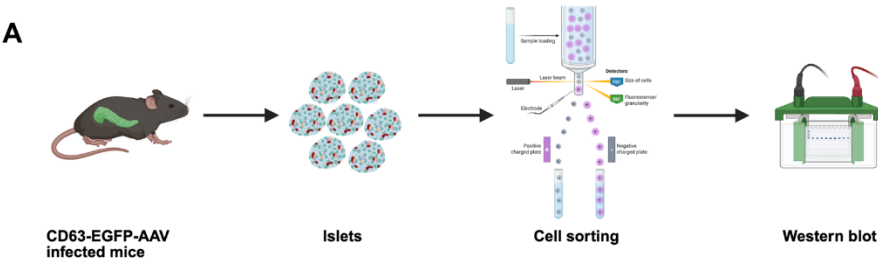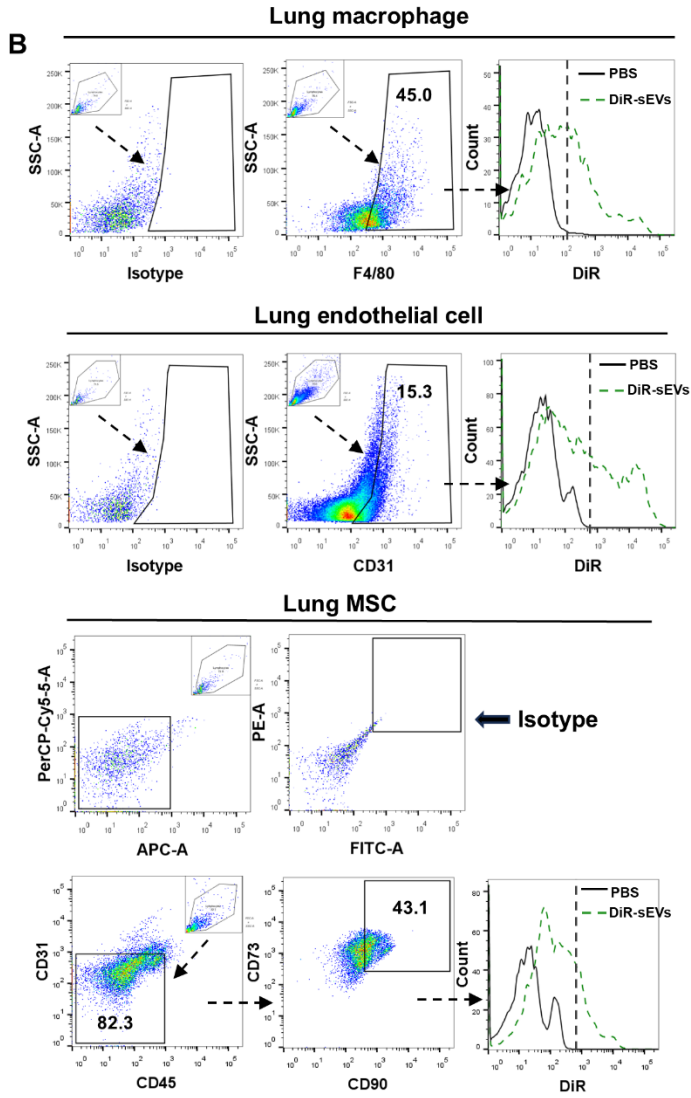

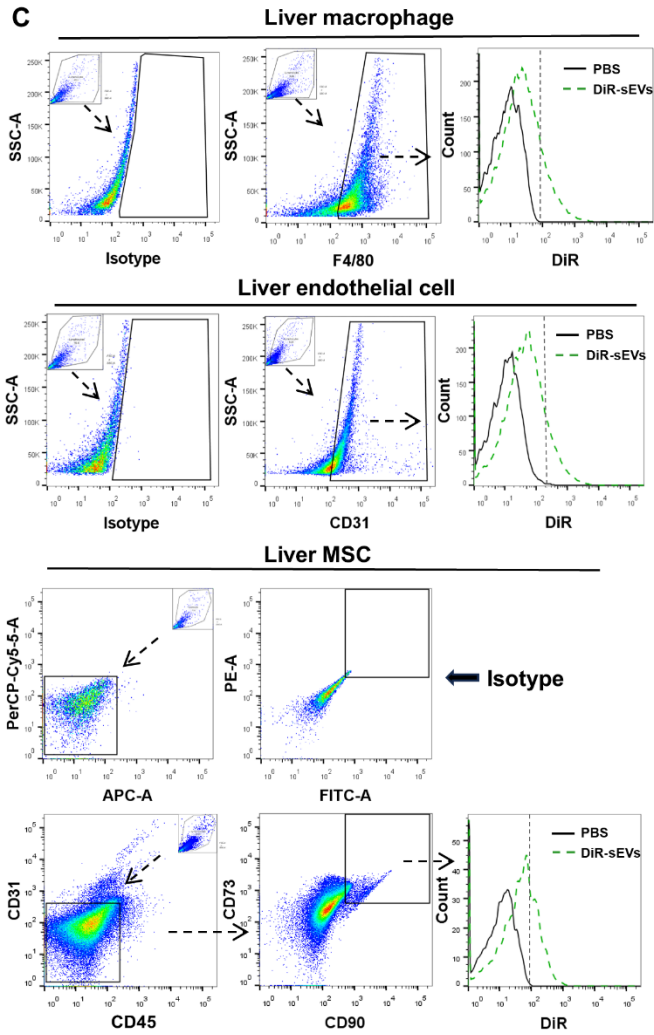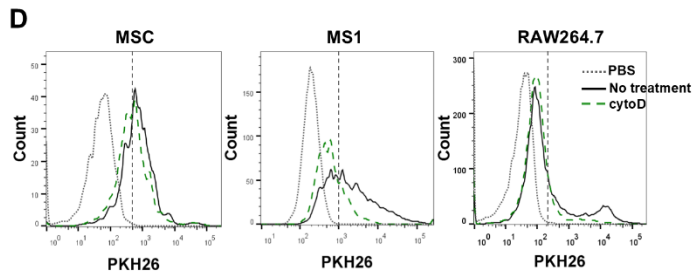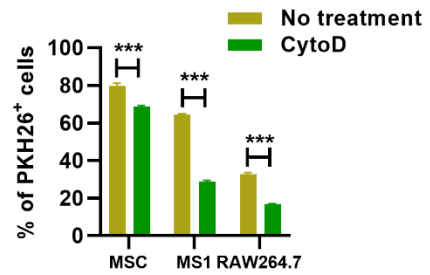

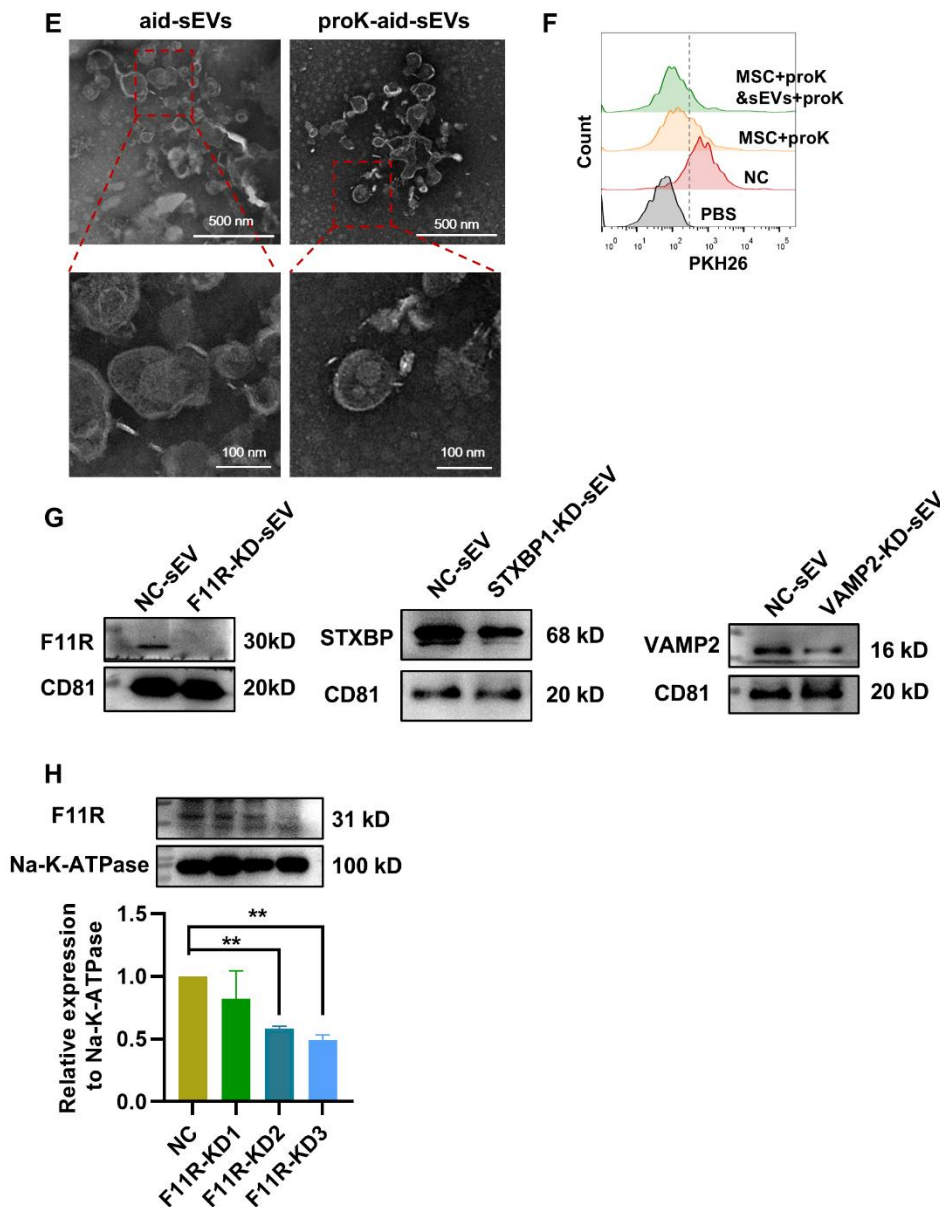

**Supplementary Figure 3. Aid-sEVs uptake in recipient cells is partially dependent on**

**F11R.** *A*: Schematic diagram showing detection of EGFP in MSCs, macrophages and endothelial cells in mice injected with Ins2-CD63-EGFP AAV viruses. The icon or graphical images were created in BioRender. Guo, X. (2026) <https://BioRender.com/m618tu3>. *B*: The internalization of DiR-labelled sEVs by MSCs, macrophages and endothelial cells in the lungs of C57BL/6J mice administered with DiR-labelled sEVs intravenously. Isotype and PBS were used as control

(n=3/group). **C:** The internalization of DiR-labelled sEVs by MSCs, macrophages and endothelial cells in the livers of C57BL/6J mice administered with DiR-labelled sEVs intravenously. Isotype and PBS were used as control (n=3/group). **D:** MSC, MS1 and RAW264.7 cells were preincubated with 5  $\mu$ M cytochalasin D and then treated with PKH26-labelled sEVs. Flow cytometry was used to detect the internalization of PKH26-labelled sEVs by these cells. Cells incubated with PBS alone were used as control (n=3/group). **E:** TEM images of proteinase K treated aid-sEVs. Scale bar, 500 nm, 100 nm. **F:** MSC and aid-sEVs were treated with proteinase K. Flow cytometry was used to detect the internalization of PKH26-labelled sEVs by these cells. Cells incubated with PBS alone were used as control (n=3/group). **G:** The knockdown efficiency of F11R, STXBP and VAMP2 in respective sEVs. CD81 was used as control. **H:** The knockdown efficiency of F11R in MSCs. Na-K-ATPase was used as control (n=3/group). Data are presented as mean  $\pm$  SD. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001 by Student's t test (*D*), and one-way ANOVA (*H*).

Fig. S4

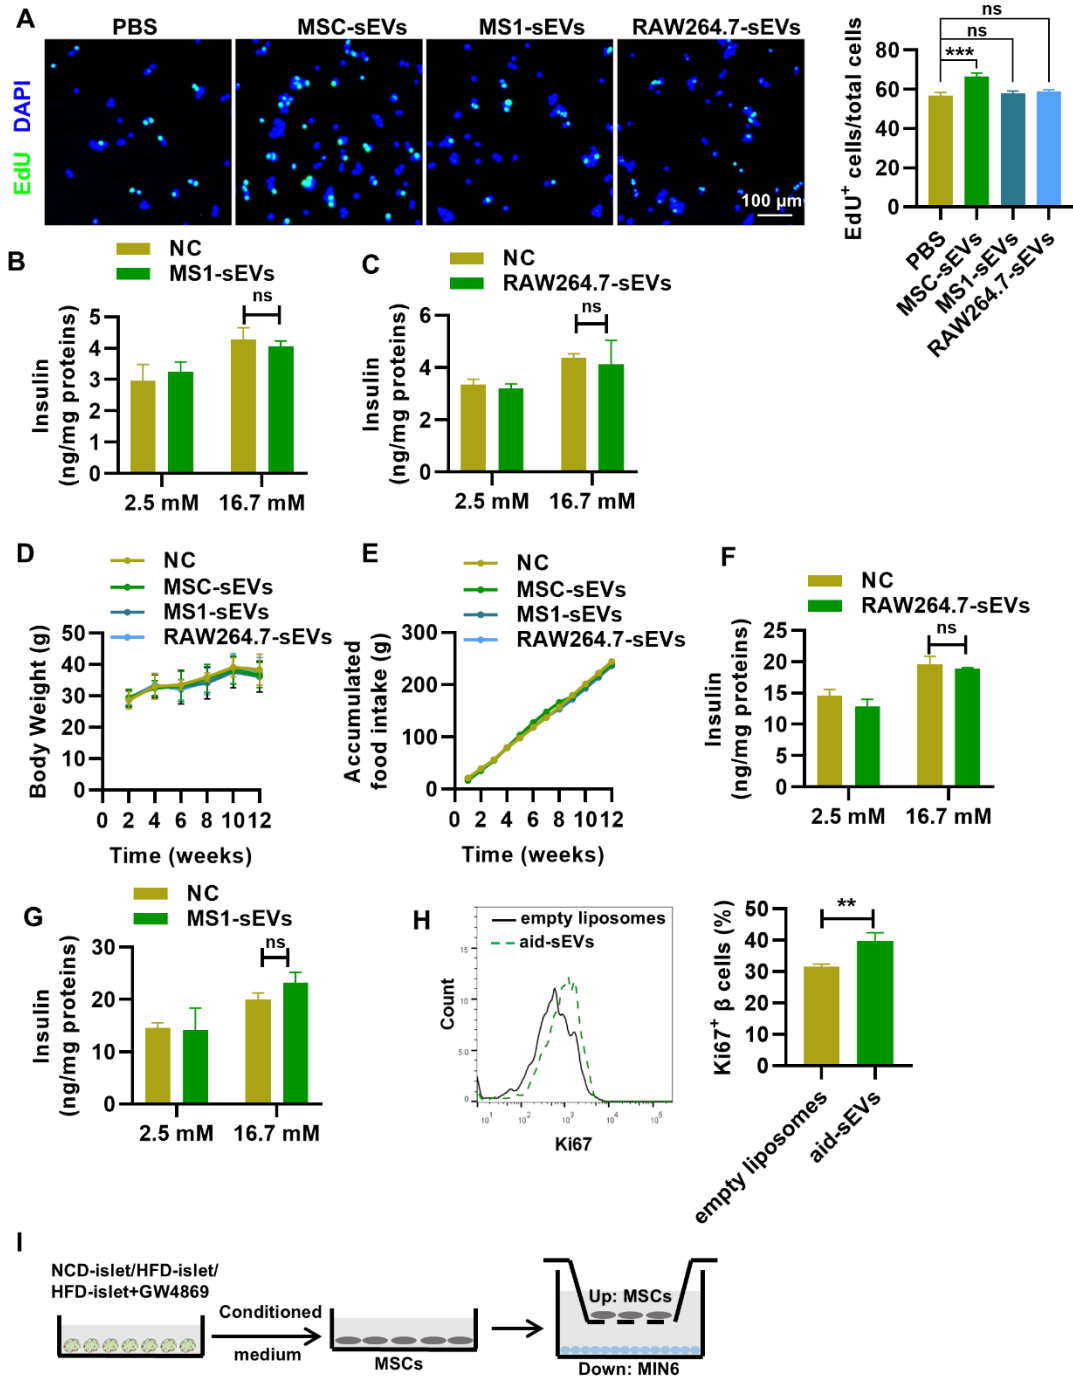

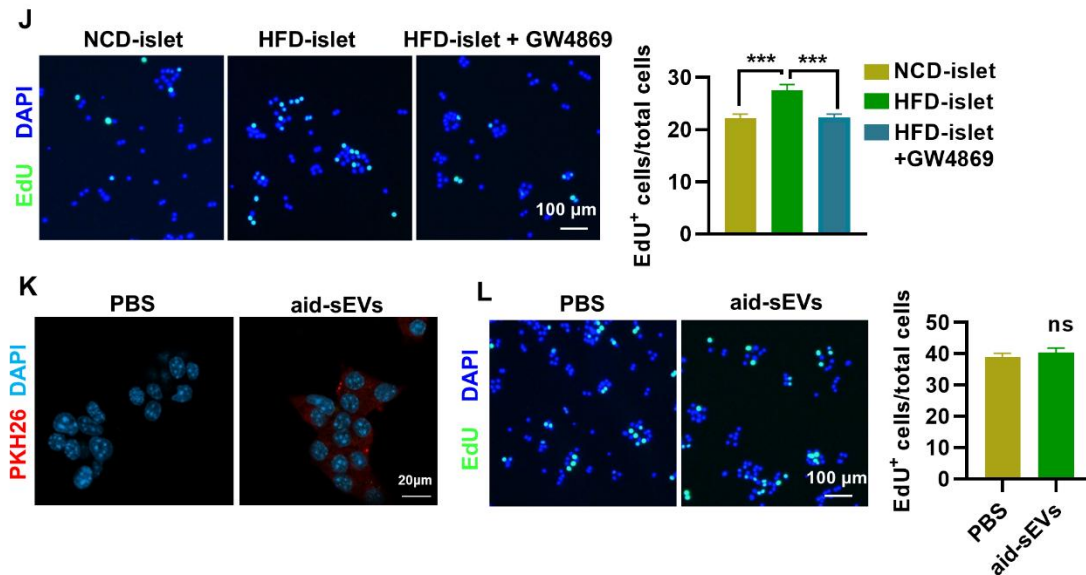

**Supplementary Figure 4. MSCs received the aid-sEVs are effector cells to promote  $\beta$ -cell compensation.** **A:** EdU assay was performed to detect the proliferation of MIN6 cells co-cultured with PBS, MSC-sEVs, MS1-sEVs and RAW264.7-sEVs. Magnification,  $\times 10$ ; scale bar, 100  $\mu$ m. (n=3/group). **B-C:** GSIS of islets treated with MS1-sEVs (**B**) and RAW264.7-sEVs (**C**) (n=3/group). **D-E:** Body weight (**D**) and food intake (**E**) were measured in PBS, MSC-sEVs, MS1-sEVs and RAW264.7-sEVs injected mice (n=6 mice/group). **F-G:** GSIS of islets isolated from RAW264.7-sEVs (**F**) and MS1-sEVs (**G**) injected mice (n=3/group). **H:** Ki67 staining was performed to detect the proliferation of MSCs treated with aid-sEVs (n=3/group). **I-J:** The conditioned medium from NCD-islet, HFD-islet, or HFD-islet treated with GW4869 (10  $\mu$ g/mL) were collected and incubated with MSC for 24 h. MIN6 cells were co-cultured with relative MSCs and subjected to EdU assay. Magnification,  $\times 10$ ; scale bar, 100  $\mu$ m. (n=3/group). The icon or graphical images were created in BioRender. Guo, X. (2026) <https://BioRender.com/bw6f83d>

**K:** The internalization of PKH26-labelled sEVs by MIN6 cells. After adding PKH26-labelled aid-sEVs to the medium of MIN6 cells for 24 h, images were captured by confocal microscope. PBS was used as control. Magnification,  $\times 20$ ; scale bar, 20  $\mu$ m. **L:** EdU assay was performed to detect the proliferation of MIN6 cells treated with aid-sEVs. Magnification,  $\times 10$ ; scale bar, 100  $\mu$ m. (n=3/group). Data are presented as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by Student's t test (**B**, **C**, **F-H**, **L**) or one-way ANOVA (**A**, **J**).

Fig. S5

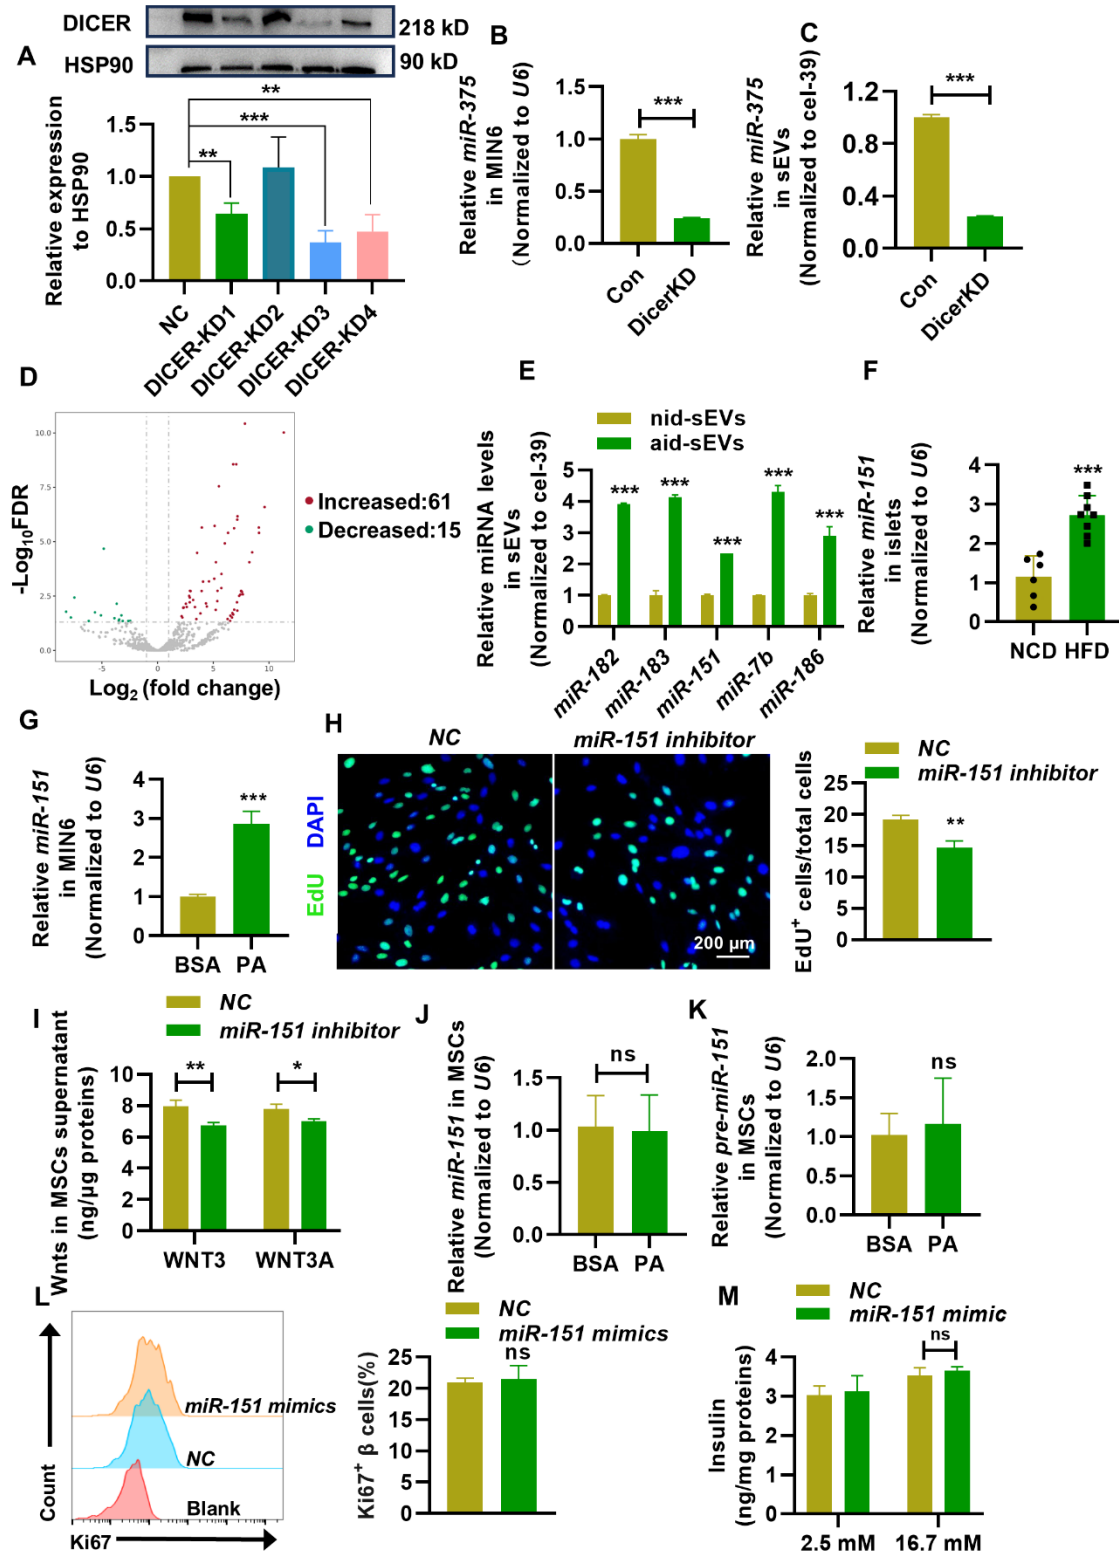

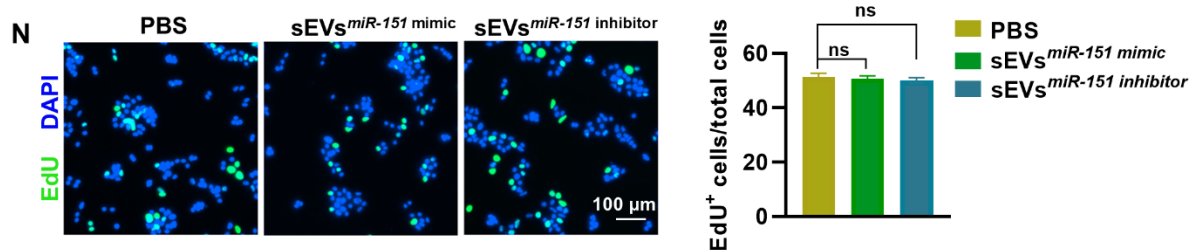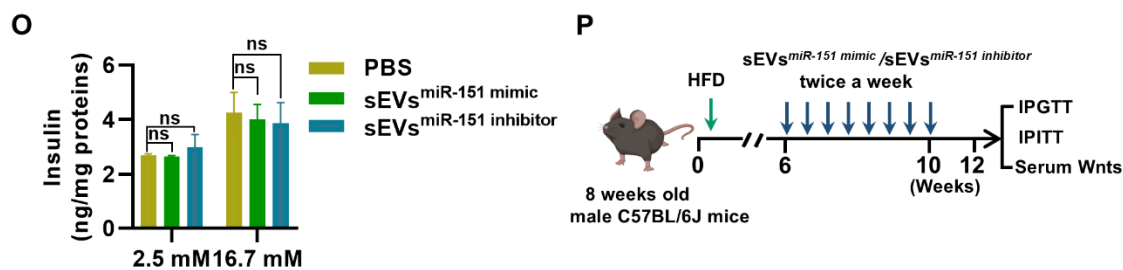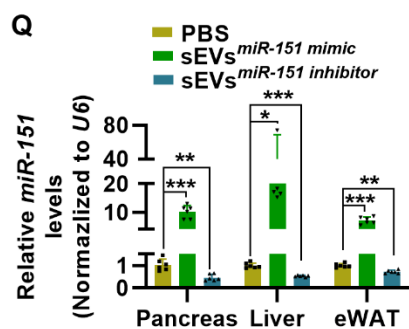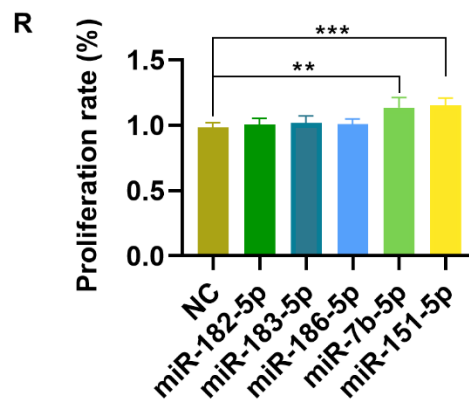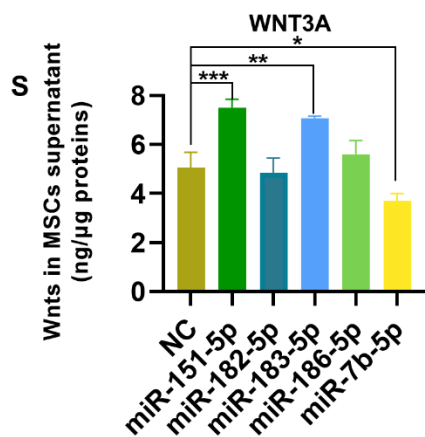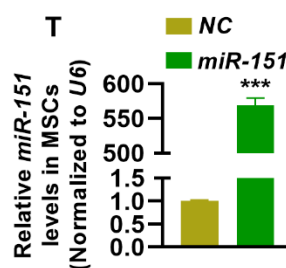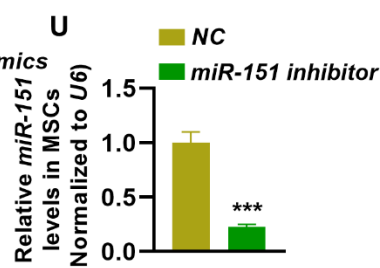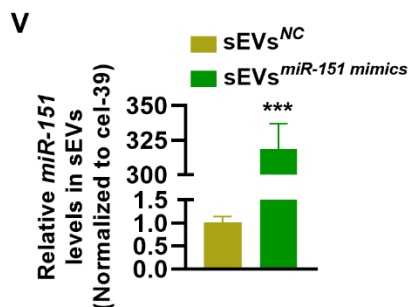

**Supplementary Figure 5. *miR-151* is responsible for the aid-sEVs effects on  $\beta$ -cell adaption.**

**A:** The knockdown efficiency of DICER in MIN6 cells. HSP90 was used as control (n=3). **B-C:** qRT-PCR was performed to detect the expression level of *miR-375* in DicerKD and control MIN6 cells (**B**) and respective sEVs (**C**) (n=3/group). **D:** Volcano plot of differentially expressed miRNAs in nid-sEVs and aid-sEVs. **E:** qRT-PCR was performed to detect the relative expression levels of top 5 most abundant differentially expressed miRNAs in nid-sEVs and aid-sEVs (n=3/group). **F-G:** qRT-PCR was performed to detect the expression level of *miR-151* in islets (**F**) (n $\geq$ 6 mice/group) and MIN6 cells (**G**) (n=3/group). **H:** EdU assay was performed to detect the proliferation of MSCs transfected with NC and *miR-151* inhibitor (n=3/group). Magnification,  $\times 10$ ; scale bar, 200  $\mu$ m. **I:** The levels of WNT3 and WNT3A in supernatant of MSCs transfected with NC and *miR-151* inhibitor (n=3/group). **J-K:** qRT-PCR was performed to detect the expression levels of *miR-151* (**J**) and *pre-miR-151* (**K**) in MSCs treated with PA (n=3/group). **L:** Ki67 staining was performed to detect the proliferation of MSCs transfected with *miR-151* mimic (n=3/group). **M:** GSIS of MIN6 cells transfected with *miR-151* mimic (n=3/group). **N:** EdU assay was performed to detect the proliferation of MIN6 cells treated with PBS, sEVs<sup>*miR-151* mimic</sup> and sEVs<sup>*miR-151* inhibitor</sup> (n=3/group). Magnification,  $\times 10$ ; scale bar, 100  $\mu$ m. **O:** GSIS of MIN6 cells treated with PBS, sEVs<sup>*miR-151* mimic</sup> and sEVs<sup>*miR-151* inhibitor</sup> (n=3/group). **P:** Flowchart of the *in vivo* experiment designed for detecting the function of sEVs<sup>*miR-151* mimic</sup> on  $\beta$ -cell. The icon or graphical images were created in BioRender. Guo, X. (2026) <https://BioRender.com/bw6f83d>. **Q:** qRT-PCR was performed to detect the delivery efficiency of sEVs (n=6 mice/group). **R:** The proliferation rate of MSCs transfected with different miRNAs (n=3/group). **S:** The levels of WNT3A in supernatant of MSCs transfected with different miRNAs (n=3/group). **T-U:** qRT-PCR was performed to detect the transfection efficiency of *miR-151* mimics (**T**) and inhibitor (**U**) in MSCs (n=3/group). **V:** qRT-PCR was performed to detect the overexpression of *miR-151* in sEVs (n=3/group). Data are presented as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by Student's t test (**B**, **C**, **E-M**, **T-V**) or one-way ANOVA (**A**, **N**, **O**, **Q**, **R-S**).

**Fig.S6**

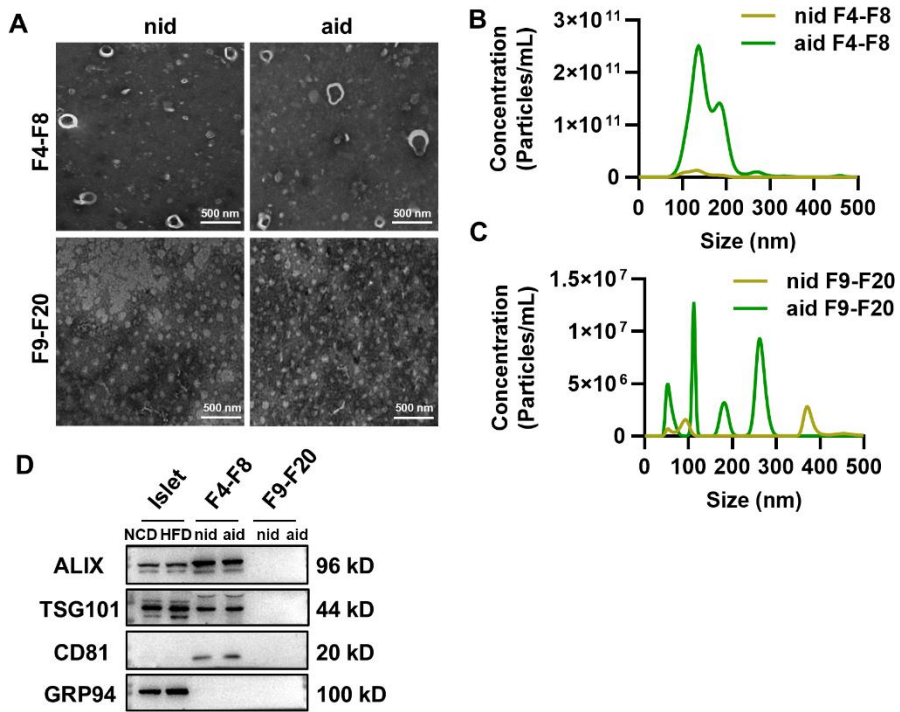

**Supplementary Figure 6. Purified aid-sEVs promote islet compensation.** **A:** TEM imaging of F4-8 and F9-20 in different groups (Scale bar, 500 nm). **B-C:** NTA analysis of F4-8 and F9-20 in different groups (n=3/group). **D:** sEVs markers were detected in F4-8 and F9-20 of different groups.

Fig.S7

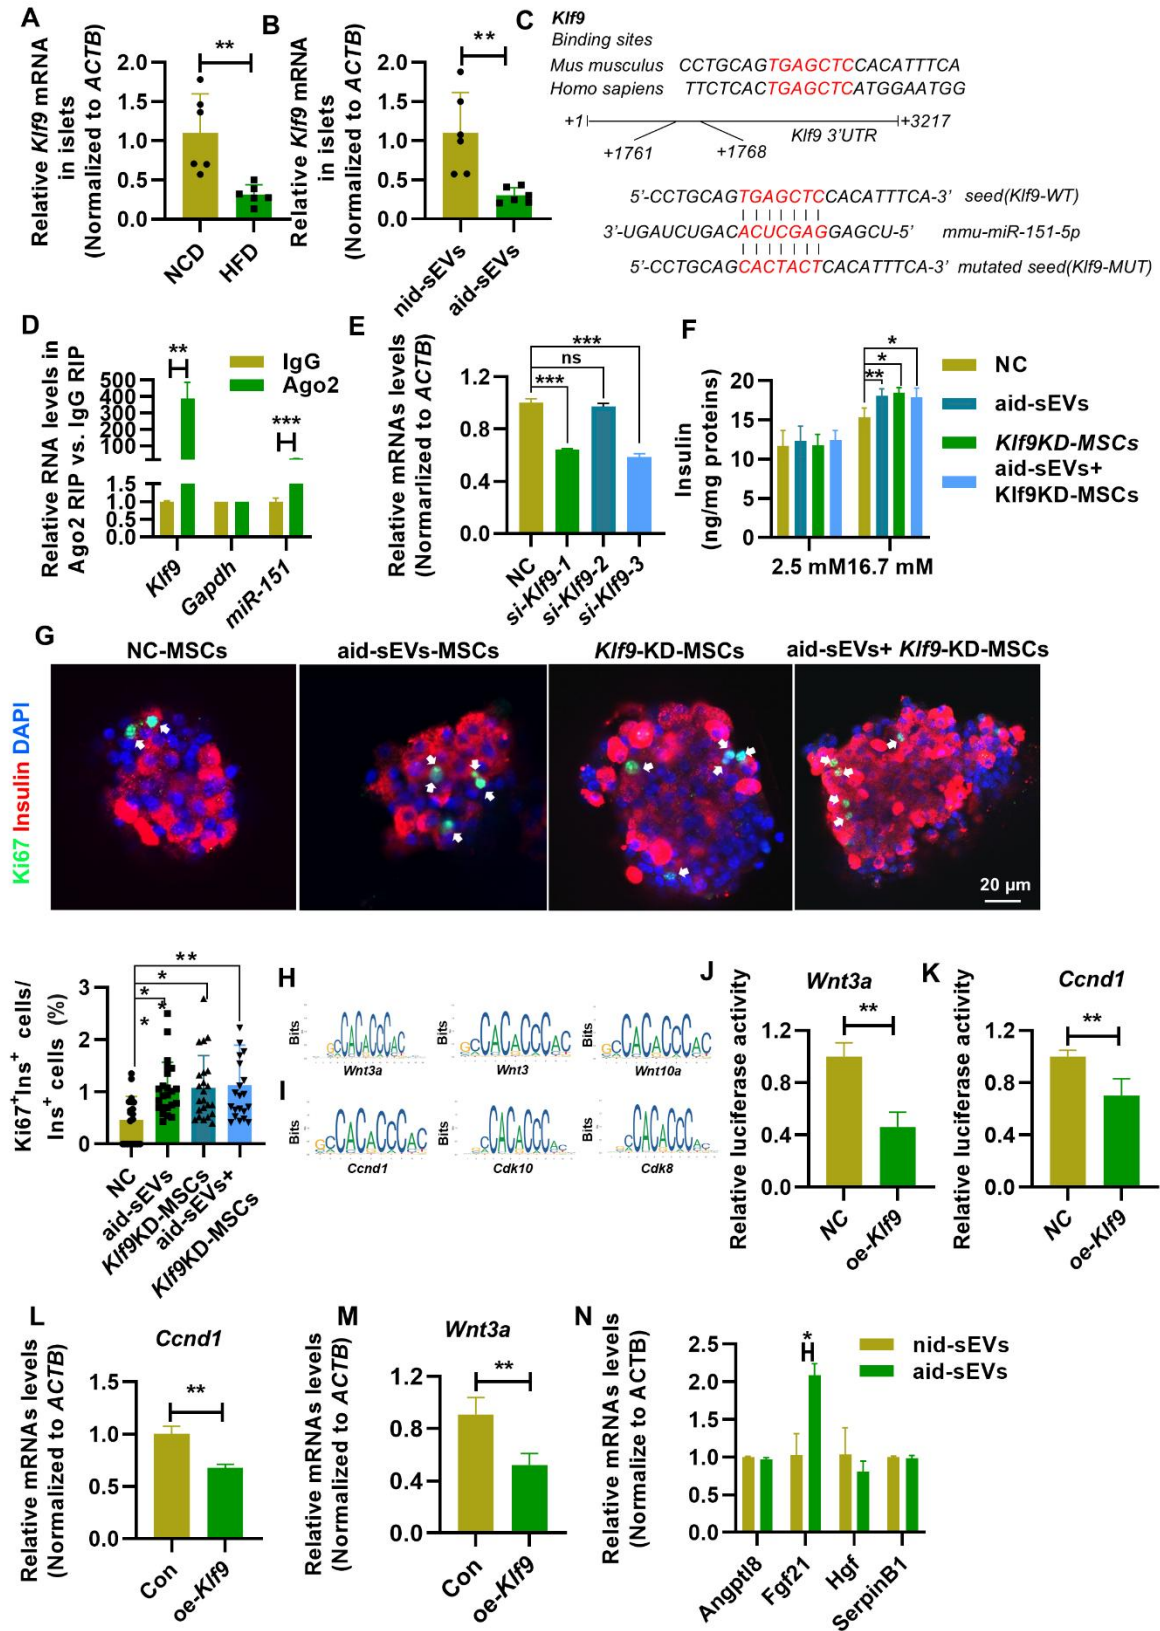

**Supplementary Figure 7. *miR-151* energizes MSCs by targeting KLF9.** **A:** qRT-PCR was performed to detect the expression level of *Klf9* in islets of NCD and HFD mice (n=6/group). **B:** qRT-PCR was performed to detect the expression level of *Klf9* in islets of nid-sEVs and aid-sEVs administrated mice (n=6/group). **C:** Graphic representation of the conserved *miR-151* binding motif in the *Klf9* 3'-UTR. Binding of the WT (top) and mutated (bottom) murine *Klf9* 3'-UTR to the *miR-151* seed sequence was assessed in reporter gene experiments. **D:** Anti-Ago2 RIP was performed in HEK-293T transiently overexpressing *Klf9*, followed by qRT-PCR to detect *miR-151* associated with Ago2 (nonspecific IgG served as NC) (n=3/group). **E:** The knockdown efficiency of *Klf9* by siRNAs in MSCs (n=3/group). **F-G:** Primary islets were incubated with supernatant collected from MSCs treated with *Klf9*-siRNA or/and aid-sEVs. GSIS (**F**) and Ki67 staining (**G**) were performed to detect the proliferation and GSIS of islets (n=3/group). For Ki67 staining (**G**), at least 20 islets were analyzed in each group. Magnification,  $\times 20$ ; scale bar, 20  $\mu$ m. **H-I:** The binding motif of KLF9 with Wnts (**H**) and proliferation related genes (**I**) predicted by JASPAR website. **J-K:** Relative luciferase activity of HEK-293T co-transfected with oe-*Klf9* plasmid and a luciferase reporter containing promoter region of *Wnt3a* (**J**) or *Ccnd1* (**K**). The data are presented as the relative ratio of Renilla luciferase activity to firefly luciferase activity (n=3/group). **L-M:** qRT-PCR was performed to detect the expression levels of *Ccnd1* (**L**) and *Wnt3a* (**M**) in MSCs infected with oe-*Klf9* lentivirus (n=3/group). **N:** qRT-PCR was performed to detect the expression level of *Angptl8*, *Fgf21*, *Hgf* and *Serp1b1* in nid-sEVs and aid-sEVs administrated AML12 cells (n=3/group). Data are presented as mean  $\pm$  SD. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  by Student's t test (**A**, **B**, **D**, **J-N**) or one-way ANOVA (**E-G**).

**Table S1.****Supplementary table 1. Characteristics of hyperlipidemia samples used in this study**

| Characteristics           |                                                | Healthy (n = 11)                                 | Hyperlipidemia (n = 16)                      |
|---------------------------|------------------------------------------------|--------------------------------------------------|----------------------------------------------|
| Age (mean±s.d., year)     |                                                | 35.92 ± 10.56<br>(female: n = 8; male:<br>n = 4) | 37.13 ± 6.06<br>(female: n=2; male:<br>n=14) |
| Hypercholester-<br>olemia | Total cholesterol (TC)<br>(mean+s.d., mmol/L)  | 4.13 ± 0.55 (n = 12)                             | 6.08 ± 0.74 (n=11)                           |
| Hypertrigly-<br>ceridemia | Total triglyceride (TG)<br>(mean+s.d., mmol/L) | 0.99 ± 0.28 (n = 12)                             | 3.12 ± 1.15 (n=14)                           |

A total of 28 human sera were collected for sEVs isolation and NTA analysis, of which 12 were from healthy individuals and 16 were from patients with hyperlipidemia. Patients were classified as having hypercholesterolemia or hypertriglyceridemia if their total cholesterol (TC) exceeds 5.2 mmol/L or their triglyceride (TG) exceeds 1.7 mmol/L.

**Table S2.****Supplementary table 2. Characteristics of hyperglycemia samples used in this study**

| Characteristics                   | Healthy (n = 13)                                 | Hyperglycemia (n = 14)                            |
|-----------------------------------|--------------------------------------------------|---------------------------------------------------|
| Age (mean $\pm$ s.d., year)       | 60.92 $\pm$ 9.45<br>(female: n = 5; male: n = 8) | 60.93 $\pm$ 13.21<br>(female: n = 8; male: n = 6) |
| Fasting blood glucose<br>(mmol/L) | 4.88 $\pm$ 0.92 (n = 13)                         | 11.44 $\pm$ 5.212 (n = 14)                        |

A total of 25 human sera were collected for sEVs isolation and NTA analysis, of which 13 were from healthy individuals and 14 were from patients with hyperglycemia. Patients were classified as having hyperglycemia if their fasting blood glucose (FBG) exceeds 7.0 mmol/L.

**Table S3.****Supplementary table 3. membrane proteins in  
sEVs**

| Gene Symbol | Intensity |
|-------------|-----------|
| Atp1b1      | 11734000  |
| Stxbp1      | 5581300   |
| Scarb2      | 4153200   |
| Ezr         | 4065300   |
| Rab10       | 3394300   |
| Vamp2       | 3083200   |
| Epb41l3     | 3078300   |
| Rdx         | 2773300   |
| Atp6ap1     | 1659200   |
| Rac1        | 1653300   |
| Vamp7       | 1596700   |
| Jup         | 1461500   |
| F11r        | 1091900   |
| Pacsin1     | 860930    |
| Vamp3       | 446100    |
| Efr3a       | 326060    |
| Cdh2        | 316110    |
| Dlg1        | 286530    |
| Ttc7b       | 263400    |
| Vamp4       | 179110    |
| Dpp10       | 115810    |
| Palm        | 110550    |
| Hycc1       | 108680    |
| Sorl1       | 97758     |
| Gpr158      | 96889     |

|         |       |
|---------|-------|
| Tspan5  | 86765 |
| Golga7  | 78174 |
| Ptch1   | 70992 |
| Pdzk1   | 64141 |
| Wnk3    | 35220 |
| Pals1   | 34272 |
| C2cd5   | 20852 |
| Lama5   | 18535 |
| Golph3l | 15200 |

---

The sEVs protein was isolated and subjected to mass spectrometry analysis. The list of proteins obtained from mass spectrometry was intersected with the GO:0072659 gene set “protein localization to plasma membrane,” yielding 34 proteins. These were then sorted in descending order of protein abundance, with intensity representing the measured protein abundance.

**Table S4.****Supplementary table 4. sEVs miRNA sequence data**

| miRNA             | sampleA | sampleB | logFC    | logCPM   | pvalue   | FDR      | level     |
|-------------------|---------|---------|----------|----------|----------|----------|-----------|
| mmu-miR-465b-3p   | HFD     | NCD     | 11.33474 | 9.817206 | 2.66E-13 | 9.54E-11 | Increased |
| mmu-miR-483-5p    | HFD     | NCD     | 9.61117  | 8.14887  | 2.14E-09 | 2.56E-07 | Increased |
| mmu-miR-346-5p    | HFD     | NCD     | 9.108095 | 7.6776   | 7.39E-08 | 3.93E-06 | Increased |
| mmu-miR-465c-5p   | HFD     | NCD     | 9.091388 | 7.661303 | 3.43E-08 | 2.24E-06 | Increased |
| mmu-miR-743a-3p   | HFD     | NCD     | 8.497265 | 7.118095 | 7.33E-07 | 3.09E-05 | Increased |
| mmu-miR-465b-5p   | HFD     | NCD     | 8.241993 | 6.890379 | 2.45E-06 | 8.79E-05 | Increased |
| mmu-miR-741-3p    | HFD     | NCD     | 7.844271 | 11.84608 | 5.18E-14 | 3.72E-11 | Increased |
| mmu-miR-325-5p    | HFD     | NCD     | 7.652573 | 6.385617 | 1.22E-04 | 0.002646 | Increased |
| mmu-miR-384-3p    | HFD     | NCD     | 7.582613 | 6.325441 | 9.18E-05 | 0.00206  | Increased |
| mmu-miR-344b-3p   | HFD     | NCD     | 7.505789 | 6.259082 | 7.13E-05 | 0.001827 | Increased |
| mmu-miR-880-3p    | HFD     | NCD     | 7.490396 | 6.245485 | 8.09E-05 | 0.001874 | Increased |
| mmu-miR-379-3p    | HFD     | NCD     | 7.433274 | 6.200915 | 1.28E-04 | 0.002705 | Increased |
| mmu-miR-7688-5p   | HFD     | NCD     | 7.326488 | 6.111933 | 1.54E-04 | 0.003118 | Increased |
| mmu-miR-465a-5p   | HFD     | NCD     | 7.179479 | 8.308466 | 6.63E-09 | 6.80E-07 | Increased |
| mmu-miR-455-5p    | HFD     | NCD     | 7.161168 | 5.986489 | 0.001116 | 0.014845 | Increased |
| mmu-miR-122-5p    | HFD     | NCD     | -4.83521 | 9.380571 | 4.68E-07 | 2.10E-05 | Decreased |
| mmu-miR-296-3p    | HFD     | NCD     | 7.155265 | 8.233771 | 1.08E-08 | 9.71E-07 | Increased |
| mmu-miR-325-3p    | HFD     | NCD     | 7.067716 | 9.537482 | 1.41E-11 | 2.75E-09 | Increased |
| mmu-miR-329-5p    | HFD     | NCD     | 6.881068 | 5.759475 | 9.74E-04 | 0.013447 | Increased |
| mmu-miR-871-3p    | HFD     | NCD     | 6.871308 | 11.62226 | 4.01E-08 | 2.40E-06 | Increased |
| mmu-miR-488-3p    | HFD     | NCD     | 6.791335 | 5.685747 | 0.001838 | 0.022363 | Increased |
| mmu-miR-470-5p    | HFD     | NCD     | 6.790707 | 10.35326 | 1.53E-11 | 2.75E-09 | Increased |
| mmu-miR-15a-3p    | HFD     | NCD     | 6.719299 | 5.636519 | 0.001535 | 0.019338 | Increased |
| mmu-miR-344d-3-5p | HFD     | NCD     | 6.683499 | 5.609114 | 0.002846 | 0.030957 | Increased |
| mmu-miR-671-5p    | HFD     | NCD     | 6.541694 | 5.511524 | 0.002184 | 0.025296 | Increased |
| mmu-miR-182-3p    | HFD     | NCD     | 6.512327 | 5.485769 | 0.00467  | 0.044403 | Increased |
| mmu-miR-344d-3p   | HFD     | NCD     | 6.331507 | 9.502928 | 7.67E-08 | 3.93E-06 | Increased |

|                 |     |     |          |          |          |          |           |
|-----------------|-----|-----|----------|----------|----------|----------|-----------|
| mmu-miR-380-3p  | HFD | NCD | 6.28758  | 5.331703 | 0.003423 | 0.036144 | Increased |
| mmu-miR-743b-3p | HFD | NCD | 6.036469 | 8.165761 | 2.50E-07 | 1.20E-05 | Increased |
| mmu-miR-211-5p  | HFD | NCD | -7.47032 | 7.522111 | 1.96E-04 | 0.003711 | Decreased |
| mmu-miR-881-3p  | HFD | NCD | 5.738037 | 6.932991 | 8.96E-06 | 3.06E-04 | Increased |
| mmu-miR-669c-5p | HFD | NCD | 5.730155 | 7.108888 | 4.74E-05 | 0.001362 | Increased |
| mmu-miR-124-3p  | HFD | NCD | 5.50868  | 10.42544 | 1.97E-10 | 2.83E-08 | Increased |
| mmu-miR-2137    | HFD | NCD | -3.66912 | 11.64793 | 4.49E-04 | 0.007163 | Decreased |
| mmu-miR-467a-5p | HFD | NCD | 5.381335 | 6.622713 | 6.98E-05 | 0.001827 | Increased |
| mmu-miR-673-3p  | HFD | NCD | 5.364657 | 6.80436  | 3.03E-04 | 0.005433 | Increased |
| mmu-miR-411-3p  | HFD | NCD | 5.241047 | 7.71515  | 2.35E-06 | 8.79E-05 | Increased |
| mmu-miR-455-3p  | HFD | NCD | 5.223706 | 6.482595 | 0.001012 | 0.013706 | Increased |
| mmu-miR-672-5p  | HFD | NCD | 5.122895 | 8.968962 | 2.36E-08 | 1.88E-06 | Increased |
| mmu-miR-196a-5p | HFD | NCD | -5.62322 | 6.030232 | 0.001395 | 0.017887 | Decreased |
| mmu-miR-1983    | HFD | NCD | 5.091823 | 7.112168 | 1.55E-05 | 5.06E-04 | Increased |
| mmu-miR-224-5p  | HFD | NCD | -5.08586 | 5.394387 | 0.002076 | 0.024441 | Decreased |
| mmu-miR-211-3p  | HFD | NCD | -7.78771 | 6.356184 | 0.002782 | 0.030787 | Decreased |
| mmu-miR-199b-5p | HFD | NCD | -3.87435 | 7.044862 | 0.003087 | 0.033079 | Decreased |
| mmu-miR-199b-3p | HFD | NCD | -3.48576 | 8.878083 | 0.004399 | 0.043863 | Decreased |
| mmu-miR-150-5p  | HFD | NCD | -3.13118 | 6.881865 | 0.0047   | 0.044403 | Decreased |
| mmu-miR-298-5p  | HFD | NCD | 4.619376 | 9.774135 | 2.15E-05 | 6.70E-04 | Increased |
| mmu-miR-7a-2-3p | HFD | NCD | 4.423324 | 6.520598 | 6.14E-04 | 0.009586 | Increased |
| mmu-miR-671-3p  | HFD | NCD | 4.346097 | 7.537666 | 4.13E-04 | 0.006899 | Increased |
| mmu-miR-374b-5p | HFD | NCD | 4.08291  | 7.930876 | 2.30E-05 | 6.87E-04 | Increased |
| mmu-miR-182-5p  | HFD | NCD | 3.975779 | 14.2704  | 3.43E-08 | 2.24E-06 | Increased |
| mmu-miR-212-5p  | HFD | NCD | 3.956745 | 9.299656 | 7.50E-05 | 0.001856 | Increased |
| mmu-miR-1193-3p | HFD | NCD | 3.847136 | 6.488996 | 0.001611 | 0.019946 | Increased |
| mmu-miR-183-5p  | HFD | NCD | 3.551635 | 13.54641 | 8.19E-07 | 3.27E-05 | Increased |
| mmu-miR-15b-3p  | HFD | NCD | 3.484757 | 6.744617 | 0.003489 | 0.036306 | Increased |
| mmu-miR-149-5p  | HFD | NCD | 3.353606 | 7.588885 | 6.80E-04 | 0.010177 | Increased |
| mmu-miR-362-5p  | HFD | NCD | 3.193171 | 7.793594 | 2.61E-04 | 0.004805 | Increased |
| mmu-miR-370-3p  | HFD | NCD | 2.961253 | 9.442729 | 7.94E-05 | 0.001874 | Increased |

|                |     |     |          |          |          |          |           |
|----------------|-----|-----|----------|----------|----------|----------|-----------|
| mmu-let-7c-5p  | HFD | NCD | 2.911062 | 16.12159 | 6.85E-05 | 0.001827 | Increased |
| mmu-miR-411-5p | HFD | NCD | 2.891824 | 8.887956 | 1.96E-04 | 0.003711 | Increased |
| mmu-miR-383-5p | HFD | NCD | 2.887766 | 9.342028 | 3.60E-04 | 0.006154 | Increased |
| mmu-miR-192-5p | HFD | NCD | 2.8372   | 11.9043  | 1.56E-04 | 0.003118 | Increased |
| mmu-miR-484    | HFD | NCD | 2.621585 | 10.6385  | 6.60E-04 | 0.010078 | Increased |
| mmu-miR-744-5p | HFD | NCD | 2.539752 | 10.12768 | 4.46E-04 | 0.007163 | Increased |
| mmu-miR-186-5p | HFD | NCD | 2.349213 | 11.91632 | 7.29E-04 | 0.010686 | Increased |
| mmu-miR-700-3p | HFD | NCD | 2.306547 | 10.29616 | 7.51E-04 | 0.010788 | Increased |
| mmu-miR-7b-5p  | HFD | NCD | 2.306135 | 13.23837 | 7.89E-04 | 0.011112 | Increased |
| mmu-let-7d-5p  | HFD | NCD | 2.226295 | 11.5312  | 0.002787 | 0.030787 | Increased |
| mmu-miR-151-5p | HFD | NCD | 2.162006 | 12.61405 | 0.00235  | 0.026781 | Increased |

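The columns of Table S4 give, for each miRNA, the log2 fold change of aid-sEVs (HFD) over nid-sEVs (NCD), the mean abundance on a log2 scale, the p-value, the false discovery rate and the direction of the change. The table lists 69 miRNAs, 60 of them increased and 9 decreased. The authors' deposited table holds all 718 entries and marks 61 as increased and 15 as decreased. The 7 further calls are entries without a miRBase name, 1 increased and 6 decreased. The test behind the table is not named. In a search made after the values were seen, 17 configurations of edgeR were run on the reads recovered from the RPM values and compared with the authors' deposited table. The closest was the exact test with TMM normalization and dispersions from estimateDisp, over all entries, whose log2 fold changes differed from the deposited ones by at most 1.0e-07 and which made the same 61 and 15 calls. The other 16 differed by at least 0.082 for some entry. In limma's comparison on log2(RPM + 1), 55 of these 61 entries were also called up-regulated and 8 of the 15 were also called down-regulated, and 57 further entries were called up-regulated.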

sEVs were isolated from islets of NCD and compensated HFD mice and subjected to miRNA sequencing.

Table S5.

Supplementary table 5. Primer sequences

|                    | Sequence (5'-3')           |
|--------------------|----------------------------|
| <i>sgDicer-1-F</i> | CACCGAAAGAAAGGACCCATTGGTG  |
| <i>sgDicer-1-R</i> | AAACCACCAATGGGTCCTTTCTTT   |
| <i>sgDicer-2-F</i> | CACCGTGCTGAGGGGCTGCAAAGCA  |
| <i>sgDicer-2-R</i> | AAACTGCTTTGCAGCCCCTCAGCA   |
| <i>sgDicer-3-F</i> | CACCGTGCAGGCCTGCCATGCTGAG  |
| <i>sgDicer-3-R</i> | AAACCTCAGCATGGCAGGCCTGCA   |
| <i>sgDicer-4-F</i> | CACCGGTGAAGGCGATACAGTATGC  |
| <i>sgDicer-4-R</i> | AAACGCATACTGTATCGCCTTCAC   |
| <i>sgSTXBP-1-F</i> | CACCGGCAGTCTCCTGTTACTAGTA  |
| <i>sgSTXBP-1-R</i> | AAACTACTAGTAACAGGAGACTGCC  |
| <i>sgSTXBP-2-F</i> | CACCGGGAGCGGGACCAGAAGTTGT  |
| <i>sgSTXBP-2-R</i> | AAACACAACCTTCTGGTCCCGCTCCC |
| <i>sgSTXBP-3-F</i> | CACCGCACACTCACCTCATCCACCT  |
| <i>sgSTXBP-3-R</i> | AAACAGGTGGATGAGGTGAGTGTGC  |
| <i>sgVAMP2-1-F</i> | CACCGTGTGTCGCAGCGCAATCCAC  |
| <i>sgVAMP2-1-R</i> | AAACGTGGATTGCGCTGCGACACAC  |
| <i>sgVAMP2-2-F</i> | CACCGTGCAGGTGAGTCGAATACTA  |
| <i>sgVAMP2-2-R</i> | AAACTAGTATTCGACTCACCTGCAC  |
| <i>sgVAMP2-3-F</i> | CACCGACCGCACCTGGGACTCATAG  |
| <i>sgVAMP2-3-R</i> | AAACCTATGAGTCCCAGGTGCGGTC  |
| <i>sgF11R-1-F</i>  | CACCGTGTTATAACAGCCAGATCAC  |
| <i>sgF11R-1-R</i>  | AAACGTGATCTGGCTGTTATAACAC  |
| <i>sgF11R-2-F</i>  | CACCGTCTCCTCTCCCCGAGTGGAG  |
| <i>sgF11R-2-R</i>  | AAACCTCCACTCGGGGAGAGGAGAC  |
| <i>sgF11R-3-F</i>  | CACCGCAAGTGCAGTTGTGCTGCCT  |
| <i>sgF11R-3-R</i>  | AAACAGGCAGCACAACCTGCACTTGC |
| <i>Klf9-F</i>      | CCGTCGCCCCGCACCA           |

|               |                      |
|---------------|----------------------|
| <i>Klf9-R</i> | GTTTCCTGGGAGCTCTGTCC |
| <i>E2f6-F</i> | CGCGGGACAGCATGAGT    |
| <i>E2f6-R</i> | ACCTTCGTCACTCTGCACTG |
| <i>Mnt3-F</i> | GGCTGCTCTCGCCGC      |
| <i>Mnt3-R</i> | AGTCAGGTCCCCTTCCCTG  |

---

**Table S6.****Supplementary table 6. Sequence of *miR-151***

|                                           | Sequence (5'-3')      |
|-------------------------------------------|-----------------------|
| <i>miR-151 mimics</i><br><i>sense</i>     | UCGAGGAGCUCACAGUCUAGU |
| <i>miR-151 mimics</i><br><i>antisense</i> | UAGACUGUGAGCUCCUCGAU  |
| <i>miR-151 inhibitor</i>                  | ACUAGACUGUGAGCUCCUCGA |

**Supplementary data files.**

Mass spectrometry results of sEVs.

How the deposited data were processed for this re-analysis (not part of the article)

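Small RNA libraries were made from sEVs of cultured mouse islets, 3 from islets of NCD-fed mice (nid-sEVs) and 3 from islets of HFD-fed mice (aid-sEVs), and were sequenced once each. Samples were grouped by their labels and the paper's description of the diets. A sequencing company processed the reads. The authors deposited a single table with 718 entries, in which the level of each entry in each library is given as RPM, relative to the total of that library. The authors' deposited table also gives their comparison, with a log2 fold change, a mean abundance on the log2 scale, a p-value and a false discovery rate for each entry. The paper's text names no aligner, reference, filter, software or test for these values. The deposited table lists no entry detected in fewer than 2 libraries.

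The RPM of 1 read in each library was taken as the smallest value above 0. Division of the RPM values by this step gave whole reads for 100% of the values, and the library totals were 129152, 65671 and 50534 reads in nid-sEVs and 519315, 352244 and 122266 reads in aid-sEVs. With 3 reads as the smallest level the depth can show, the floors ran from 5.78 to 59.4 RPM. Intervals for shares of reads are 95% Wilson intervals. Intervals and floors cover counting error only. The table held per-sample columns of these 6 libraries alone.

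The comparison was planned on counts with edgeR, with limma on log2 values as the test for RPM. Because the table holds RPM, limma 3.58.1 (lmFit, and eBayes with trend) in R 4.3.3 was used on log2(RPM + 1), with the sEV group as the only term. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change over 1 in size, the cutoffs drawn in Fig. S5D. The edgeR 4.0.16 and DESeq2 1.42.0 tests named beforehand for a count table were run on the recovered reads as alternatives, which was decided after the values were seen. Among them, the exact test with common and tagwise dispersion had been named beforehand. The exact test with dispersions from estimateDisp had not. It was picked from 17 edgeR configurations compared with the authors' deposited table because it matched that table, so its agreement with the paper is the result of a search, and the paper does not state it as the method. Fold changes are on the log2(RPM + 1) scale, where the added 1 can understate or overstate the changes of miRNAs with low RPM or with libraries at 0 reads. Where every library of nid-sEVs was at or under 3 reads, the fold change is given as a lower bound against the highest floor, 59.4 RPM. Sets of miRNAs were tested with limma's camera on the same values.

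On simulated reads with the real library totals, 713 miRNAs and 200 of them changed by 2 on the log2 scale, limma on log2(RPM + 1) recovered 35.5% of the changed miRNAs, with 1.39% of its calls false and 0 calls in the wrong direction. Over all miRNAs raised or lowered in the simulation, called or not, its median log2 fold changes were 1.41 and -2.52. On reads thinned to the smallest library it recovered 19% of the changed miRNAs, with 11.6% of its calls false. On a single draw of simulated reads with no change it made 0 calls. All simulated reads used the same dispersion of 0.15 for every miRNA, which was not estimated from these libraries. On the same 713 miRNAs, edgeR's exact test recovered 56.5% of the 200 changed miRNAs and DESeq2 51%, both more than limma. The quasi-likelihood test recovered 88.2% of the 119 changed miRNAs among the 269 that passed its filter.

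Before the deposited values were examined, the thresholds, the limma test for RPM, the sets of miRNAs and a rule on which miRNAs are named were fixed. The sets were written after Table S4 of the paper had been read, however. That table gives the paper's comparison of these same libraries, so the tests of the sets are not independent of it. The rule covered the miRNAs the paper names in connection with sEVs, the 6 most abundant of those called up-regulated, the 5 largest increases and the 5 largest decreases among calls whose groups do not overlap, and members of the sets. The alternatives set at the same time were other pseudocounts (0.1 and 10), a filter on a mean RPM of at least 10, reads thinned to the smallest library, the replicate number as a block, each library left out in turn, other thresholds and other measures of abundance. Scaling by TMM factors, centring on the entries detected in all libraries, removal of entries without a miRBase name, a restriction to entries detected in all libraries and a reduced blood cell and liver set were added after the values were seen. The replicate numbers come from the sample labels, and neither the labels nor the paper state that same-numbered libraries are paired. Positions of genes and sequences come from the GENCODE M21 annotation of GRCm38. Reads themselves were not used here, and the qRT-PCR, protein and imaging data of the paper were not analysed here.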

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

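All tests of the patterns in this part were chosen after the results were seen. Both patterns are of miRNAs that the paper's text does not discuss.

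The most abundant up-regulated miRNA, let-7c-5p, had a mean of 104211 RPM in aid-sEVs against 20391 RPM in nid-sEVs. Table S4 lists it as increased, but it is not among the miRNAs of Fig. 6G. Reads of other let-7 members assigned to it could raise its level without a change of the family. The summed 5p arms of the 8 listed let-7 members rose from 85019 to 250392 RPM, however, with an unadjusted limma p of 0.00015 and a log2 fold change of 1.55. The members were not uniform. The log2 fold changes of let-7i-5p and let-7e-5p were -0.026 and -0.31, and they became 0.47 and 0.19 with RPM divided by TMM factors, 0.15 and -0.14 after centring, and -0.20 and -0.48 with only miRBase-named entries. After every library was thinned to the smallest total, the log2 fold change of let-7c-5p was 2.44, but thinning leaves the expected RPM of an abundant miRNA as it is and cannot tell the increase apart from depth. In the pair of libraries with similar totals, nid-sEV replicate 1 and aid-sEV replicate 3, let-7c-5p had 10972 and 86754 RPM. Composition was weighed by centring on the entries detected in all libraries, after which its adjusted p was 0.0083. In the 24 alternatives without a block, its adjusted p ranged from 9.5e-05 to 0.045. The family sum does not settle how reads were divided among its members, and no test of ligation or amplification bias was run. The rise may therefore be a difference between nid-sEVs and aid-sEVs, but this remains a hypothesis.

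The miR-465/miR-743/miR-880 cluster on the X chromosome had a mean summed level of 17126 RPM in aid-sEVs and 176 RPM in nid-sEVs, a ratio of 97.2. In GRCm38 its hairpins include Mir743 from 66776757 to 66776818, Mir741 from 66796805 to 66796875, Mir871 from 66810428 to 66810504 and Mir465b-1 from 66829202 to 66829280. All 21 listed members were higher in aid-sEVs under each scaling, and 15 were called up-regulated. The median log2 fold change of the members was 6.00, which is 4.89 above the median of all entries. The set had a camera p of 1.1e-10, and its adjusted p stayed under 0.05 in each of the 10 alternatives run for the sets. The set was written after Table S4 had been read, which already lists several of its members as increased. Its p is therefore no independent test. Depth was weighed by a pair of libraries with similar totals. The cluster had 3 reads in nid-sEV replicate 1, which held 129152 reads, and 2188 reads in aid-sEV replicate 3, which held 122266 reads. Exchange of reads between near-identical copies was weighed by summing the whole cluster, which still differed with a limma adjusted p of 0.015. A different mixture of cells in the cultures of the 2 groups was weighed by the marker sets of other cells. The mesenchymal set was lower in aid-sEVs, with a median log2 fold change of -1.49 and a camera p of 0.00041, so the mixture may differ. Within each group of 3 libraries, the cluster was higher where the mesenchymal set was lower. In nid-sEV replicates 1, 2 and 3 the set had 39465, 33135 and 10270 RPM and the cluster 23.2, 228 and 277 RPM. In the aid-sEV replicates the set had 16258, 7066 and 10960 RPM and the cluster 13370, 20114 and 17895 RPM. The replicate 3 libraries of the 2 groups had similar levels of the set, however, and the cluster still differed between them. A contribution of the mixture is therefore not excluded. The blood cell and liver set was lower in every aid-sEV library than in every nid-sEV library by its summed RPM, with a camera p of 3.7e-06. Both sets were lower in aid-sEVs, however, and took at most 39465 and 14843 RPM in a nid-sEV library, so fewer reads of these markers in aid-sEVs could not by themselves raise the cluster by a ratio of 97.2. Cells outside the marker sets were not tested as a source, and an effect of the diet on the release of the cluster in sEVs is a hypothesis.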

How the results depend on the processing

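The log2 fold change of miR-151-5p was above 0 in all 25 alternatives, from 1.35 to 2.16, and its adjusted p ranged from 0.0056 to 0.13. It passed both thresholds in 15 of them. In the 17 edgeR configurations of the search, some of which are among these alternatives, its adjusted p ranged from 0.017 to 0.18. It did not with a pseudocount of 10 (log2 fold change 1.65, adjusted p = 0.052), with reads thinned to the smallest library (1.63, adjusted p = 0.057), or with only miRBase-named entries (1.48, adjusted p = 0.061). Nor did it pass in edgeR's exact test on the recovered reads with library size only (1.62, adjusted p = 0.12) or RLE factors (1.73, adjusted p = 0.084). The 6 limma fits that each left out a library gave 1.35 to 1.86, and 2 of them passed. In 20 random thinnings, miR-151-5p was called in 3, with log2 fold changes from 1.58 to 1.76. The cause of these changes was not tested, apart from the checks given under the other observations.

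The 112 up-regulated miRNAs became 62 with a pseudocount of 10, 69 with a filter on the mean RPM, 55 with thinned reads, 23 among entries detected in all libraries and 20 at an adjusted p under 0.01. The 13 down-regulated miRNAs became 8 with a pseudocount of 0.1, 6 with thinned reads, 3 with RPM divided by TMM factors, 42 at an unadjusted p under 0.05 and 0 at an adjusted p under 0.01. The fits that each left out a library called 33 to 150 up-regulated and 1 to 26 down-regulated miRNAs. Apart from the replicate block given below, counts under the other limma settings stayed within 1.5 times of these values.

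On the recovered reads, the quasi-likelihood test called 48 up-regulated and 21 down-regulated miRNAs with TMM normalization, 50 and 19 with RLE factors, 49 and 15 with library size only, 56 and 7 without a filter, and 53 and 22 with a stricter filter. The exact test with tagwise dispersion called 63 and 20. With dispersions from estimateDisp, the exact test called 61 and 15 with TMM normalization, 50 and 24 with library size only, and 55 and 23 with RLE factors, and DESeq2 called 57 and 41. The up-regulated miRNAs made up 89.6% of the limma calls, 97.6% with RPM divided by TMM factors and 91.9% after centring. These scalings moved the median log2 fold change of all entries from 1.11 to 1.43 and 1.28. The share was 75.9% in the exact test with tagwise dispersion. In the exact test with estimateDisp they made up 80.3% with TMM normalization, 67.6% with library size only and 70.5% with RLE factors. The share was 58.2% with DESeq2 and 60.5% among entries detected in all libraries. Of the 112 up-regulated miRNAs, 42 were also called by the quasi-likelihood test and 55 by the exact test with TMM normalization.

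The replicate block, with the replicate number as a term in the limma fit, left 0 up-regulated and 0 down-regulated miRNAs. The log2 fold change of miR-151-5p was 1.66 with the block and without it, and its adjusted p was 0.11 with the block. Same-numbered libraries come from different animals. The correlation of their deviations from the group means was -0.015 on average, so the numbers do not pair the libraries and the lost calls are not read as smaller effects. The camera tests of the sets stayed on the same side of the threshold with the block.

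The abundance rank of miR-151-5p among the up-regulated miRNAs was 7. It was 6 with the filter on the mean RPM, 8 by the difference in mean RPM or after centring, and 10 with RPM divided by TMM factors. On the recovered reads it was 5 or 6. Among the fits that each left out a library, the rank could be given in 2 and was 6 and 11. No rank could be given in the other fits that did not call miR-151-5p. The ranks of 1 to 4 were not reached in any setting that was run.

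Of the 17 other named miRNAs that were called, all kept their direction in the 381 comparisons without a block, and 72 of these comparisons lost the call. The calls of let-7c-5p, miR-182-5p, miR-183-5p, miR-122-5p, miR-465b-3p, miR-465c-5p, miR-483-5p and miR-346-5p held in every alternative without a block that tested them.

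The uncalled miR-375-3p, miR-29a-3p, miR-29b-3p and miR-204-5p changed sign. For miR-375-3p, the log2 fold change of 0.08 became -0.57 in the quasi-likelihood test, -0.46 with RLE factors, -0.29 with library size only and -0.61 with the stricter filter. It was -0.28 in the exact test with library size only, -0.32 with RLE factors and with DESeq2, and -0.10 with only miRBase-named entries, and -0.59 to 0.72 when each library was left out. For miR-29a-3p, 0.04 became -0.10, -0.040, -0.16 and -0.17 in the same quasi-likelihood tests, -0.15 in the exact test with library size only and -0.14 with only miRBase-named entries, and -0.34 to 0.62 when each library was left out. For miR-29b-3p, 1.99 became -0.031 in the quasi-likelihood test with library size only and -0.042 with the stricter filter, and -0.74 to 3.63 when each library was left out. For miR-204-5p, 0.54 became -0.15 with a pseudocount of 10, -3.56 with thinned reads, -0.20 in the quasi-likelihood test without a filter, -0.24 in the exact test with tagwise dispersion, -0.25, -0.84 and -0.66 in that with estimateDisp and TMM, library size only and RLE factors, -0.66 with DESeq2, and -1.22 to 1.75 when each library was left out. None of these fits called any of the 4 miRNAs.

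Depth limits the low miRNAs most. In nid-sEV replicate 3, levels under 59.4 RPM cannot be told from 0, and 59 of the up-regulated miRNAs had a mean under that level in aid-sEVs.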

Differences from the paper's values

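The number of up-regulated miRNAs was 112 with limma, against the paper's 61. Of the alternatives set before the data were examined, those with a pseudocount of 10 (62), a filter on the mean RPM (69), thinned reads (55) and without nid-sEV replicate 3 (61) came within 1.5 times of the paper's number. The other pseudocount, the other thresholds and the other fits that left out a library did not, with 20 to 157 miRNAs. Alternatives added after the values were seen gave 124 with RPM divided by TMM factors, 114 after centring, 92 with only miRBase-named entries and 23 among entries detected in all libraries. On the recovered reads, the count tests among the alternatives gave 48 to 63 up-regulated miRNAs, and the 17 edgeR configurations of the search gave 46 to 86. The edgeR exact test with estimateDisp and TMM normalization gave 61 and 15, the paper's numbers, but it was picked from these for its match with the authors' deposited table. The exact test with tagwise dispersion, named beforehand, gave 63 and 20. The number of down-regulated miRNAs was 13 with limma, against the paper's 15.

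The log2 fold change of miR-151-5p was 1.66, against 2.16 in the paper's Table S4. For miR-182-5p it was 3.47 against the paper's 3.98, and for miR-7b-5p 1.84 against the paper's 2.31. The log2 fold changes of miR-465b-3p, miR-483-5p, miR-465c-5p and miR-346-5p, which have 0 reads in nid-sEVs, were 10.46, 8.78, 8.28 and 8.24 against the paper's 11.33, 9.61, 9.09 and 9.11. The pseudocount sets the size of these 4 values, and miR-465b-3p had 13.78 with a pseudocount of 0.1 and 7.14 with 10, so they are no measure of agreement with the paper. Of the alternatives set before the data were examined for RPM, leaving out nid-sEV replicate 1 or 2 or aid-sEV replicate 3 brought miR-151-5p within its error of the paper's value. None did so for miR-182-5p or miR-7b-5p. On the recovered reads, the exact test with tagwise dispersion and the one picked by the search, both with TMM normalization, gave the paper's values for miR-151-5p, miR-182-5p and miR-7b-5p to 2 decimals, as did the quasi-likelihood test without a filter. The quasi-likelihood test with TMM normalization and its filter did not, with 1.51, 3.33 and 1.66. RPM divided by TMM factors, added after the values were seen, came within the error for these 3 miRNAs.

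The paper states that miR-151 had the highest abundance in aid-sEVs by qRT-PCR and, in its discussion, that it was the most abundant of the up-regulated miRNAs. By RPM it ranked 7 among the up-regulated miRNAs called by limma and 5 among those marked as increased in the authors' deposited table. Fig. 6G shows miR-151, miR-182, miR-183, miR-186 and miR-7b as the most abundant changed miRNAs of the sequencing. By RPM in aid-sEVs, let-7c-5p ranked 1 among the miRNAs marked as increased in the authors' deposited table, and miR-186-5p ranked 8.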

Other observations

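The predictions on library depth, composition, other splits and the blood and endocrine marker sets were set in advance, from Table S4. The statistic and the decision rule of the depth test were changed 2 times after its values were seen. The tests of miR-151-5p and of the Klf9 sequence were chosen after the results were seen.

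More miRNAs were called up-regulated than down-regulated. When every library was thinned to the smallest total, a single draw gave 55 up-regulated miRNAs. A rule that asks whether fewer than 0.5 of the 112 calls stay would attribute the excess to depth by this number. In 20 draws the median number of up-regulated miRNAs was 58, which by the same rule would speak against depth. The median number of the same 112 calls that stayed was 53, which the rule again puts on the side of depth. This last statistic was chosen after all of these values had been seen, and the number of calls is borderline by each of them. Thinning also removes power, since limma recovered 19% of the changed miRNAs on thinned simulated reads against 35.5% before, so the loss of calls cannot be told apart from an effect of depth. The excess upwards stayed at equal depth, with a median of 58 up-regulated and 7.5 down-regulated miRNAs and 88.5% of the calls upwards, against 89.6% before thinning. On a single draw of simulated reads with the real depths and no change, limma made 0 calls. That draw used a dispersion of 0.15 for every miRNA, not estimated from these libraries, so it cannot exclude false calls or depth here. Composition was tested by the share of up-regulated miRNAs among the quasi-likelihood calls, which changed by -7.00 percentage points from library size only to TMM normalization, within the limit of 10 set in advance. The same change of scaling moved the share of the exact test with estimateDisp by 12.7 points in the other direction, from 67.6% to 80.3%, which is past that limit. Composition may therefore contribute, and the answer depends on the test. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1 gave as many calls, the real split, and the other splits gave 0 calls. The other 6 of the 10 splits into 3 and 3 part only 1 pair each, and they also gave 0 calls, with 8 to 28 entries at an unadjusted p under 0.05 against 200 in the real split. With so few splits, a chance division of the libraries cannot be excluded below a share of 0.1.

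The set of blood cell and liver markers, which holds miR-122-5p, miR-150-5p, miR-451a and miR-144 among its 10 members, was lower in aid-sEVs, with a median log2 fold change of -2.99 and a camera p of 3.7e-06 (adjusted p = 1.1e-05 over the 6 sets). Because miR-122-5p and miR-150-5p prompted this test, it was repeated without them, and the other 8 members had a median of -2.50 and a camera p of 0.00026. Over all alternatives of the set its adjusted p ranged from 1.1e-06 to 0.0011. None of its members was higher in aid-sEVs. The summed level of the set was 14843, 7796 and 5086 RPM in the nid-sEV libraries and 1614, 923 and 777 RPM in the aid-sEV libraries. More RNA from blood or liver cells in the nid-sEV preparations is a candidate explanation. The mesenchymal set was also lower, while the exocrine set, with a median of -1.37 and a camera p of 0.065, did not pass the threshold. Without aid-sEV replicate 1 its median was -1.87 and its adjusted p 0.045, against 0.097 over all libraries and 0.045 to 0.31 over its alternatives. No test here shows that such cells were carried over. Whether the lower levels of these markers come from the diet or from the preparation cannot be told from these libraries. The islet endocrine set, which holds miR-182-5p and miR-183-5p, had a median log2 fold change of 1.84 and a camera p of 0.092. Of its 9 members, 7 were higher in aid-sEVs and 5 were called up-regulated, with 8 higher when RPM were divided by TMM factors or centred and 6 higher with only miRBase-named entries. The log2 fold changes of miR-375-3p and miR-7a-5p were 0.08 and -0.14. A larger share of endocrine RNA in aid-sEVs is not shown by this test, and with 9 members it is not excluded. The Dlk1-Dio3 imprinted cluster did not stand apart either, with a median log2 fold change of 1.24 and a camera p of 0.16.

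The increase of miR-151-5p was tested against technical explanations. Entries without a miRBase name took 33.4% of the reads of nid-sEV replicate 1, and after their removal the adjusted p of miR-151-5p was 0.061, with a log2 fold change of 1.48, so part of the separation may rest on those entries. In the fit without nid-sEV replicate 1, its log2 fold change was 1.83 and its adjusted p 0.034 by limma. The call therefore did not need that library. After centring on the entries detected in all libraries, its adjusted p was 0.024, and a shift of the bulk of the miRNAs did not remove the call. After thinning, its log2 fold change was 1.63 and its adjusted p was 0.057. Thinning leaves the expected RPM of a well-counted miRNA as it is, so this fold change cannot tell the increase apart from depth. In the pair of libraries with similar totals, nid-sEV replicate 1 and aid-sEV replicate 3, miR-151-5p had 3314 and 6183 RPM. Over the 25 alternatives the adjusted p ranged from 0.0056 to 0.13, and over the 17 edgeR configurations of the search from 0.017 to 0.18.

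The paper reports miR-375 in islet sEVs by qRT-PCR. In the sequencing, miR-375-3p was the most abundant miRNA in aid-sEVs and varied strongly between nid-sEV libraries, with 56584, 150356 and 346480 RPM in replicates 1, 2 and 3 and 163590, 155673 and 136424 RPM in the aid-sEV replicates. Its log2 fold change was 0.08 (SE 0.63, adjusted p = 0.95 by limma). Of the other miRNAs the paper names for sEVs, miR-29a-3p had a log2 fold change of 0.04 (SE 0.59), miR-29b-3p 1.99 (SE 2.33) and miR-29c-3p -0.75 (SE 0.59). The levels of miR-155-5p and miR-204-5p in aid-sEVs were 1.28 and 16.5 RPM, near the floors, and neither was called.

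The paper's site for miR-151 in the Klf9 3′ untranslated region was looked up in the GENCODE transcript of Klf9. The untranslated region has 3222 bases there and holds the site TGAGCTC 1 time, at bases 1761 to 1767, which is chromosome 19 from 23166673 to 23166679 of GRCm38. The site is the reverse complement of bases 6 to 12 of miR-151-5p, counted from 1 at its 5′ end. In its context, CCTGCAGTGAGCTCCACATTTC, the base on each side of the site also matches the reverse complement of miR-151-5p. The sequence that pairs with bases 2 to 8, CTCCTCG, occurs 0 times in the untranslated region, and its 6-base form TCCTCG also occurs 0 times. The absence of these sequences does not speak against the paper's experiments on the site. The paper reports that the mimic lowered the activity of a luciferase reporter, but not with the site mutated. It also reports Klf9 mRNA in Ago2 immunoprecipitates and less KLF9 in MSCs after the mimic. Its reporter held a shorter untranslated region than the one searched here. None of these measurements was analysed here.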
